# A cytotoxic T cell inspired oncolytic nanosystem promotes lytic cell death by lipid peroxidation and elicits antitumor immune responses

**DOI:** 10.1038/s41467-023-41335-1

**Published:** 2023-09-06

**Authors:** Zhigui Zuo, Hao Yin, Yu Zhang, Congying Xie, Qinyang Wang

**Keywords:** Chemical tools, Necroptosis, Cell death and immune response

## Abstract

Lytic cell death triggers an antitumour immune response. However, cancer cells evade lytic cell death by several mechanisms. Moreover, a prolonged and uncontrolled immune response conversely leads to T-cell exhaustion. Therefore, an oncolytic system capable of eliciting an immune response by killing cancer cells in a controlled manner is needed. Here, we establish a micro-scale cytotoxic T-cell-inspired oncolytic system (TIOs) to precisely lyse cancer cells by NIR-light-controlled lipid peroxidation. Our TIOs present antigen-based cell recognition, tumour-targeting and catalytic cell-lysis ability; thus, the TIOs induce oncolysis in vivo. We apply TIOs to preclinical cancer models, showing anti-tumor activity with negligible side-effects. Tumour regression is correlated with a T-cell based anti-tumour immune response and TIOs also improve responses to anti-PD-1 therapy or STING activation. Our study provides insights to design oncolytic systems for antitumour immunity. Moreover, activation of STING can reverse T-cell exhaustion in oncolysis.

## Abstract (web summary)

Different types of lytic cell death can trigger an anti-tumor immune response. Here the authors report the design of a near infrared light controllable micron-scale oncolytic system, triggering lipid peroxidation and lytic cell death in tumors as well anti-tumor immunity in preclinical cancer models.

## Introduction

Cell death is a vital reason for triggering inflammation and immune responses^1,2^. Lytic cell death, featuring plasma membrane rupture, can release numerous proinflammatory molecules to reshape the microenvironment and activate the immunity^3–5^. For malignant cells that exhibit sufficient antigenicity, the inflammatory signals resulting from cell lysis may trigger antitumour immune function^1,2,6–8^. Recently, we and others identified pyroptosis, a classical lytic cell death, can evoke antitumour immunity^6–8^; thus, lytic cell death-mediated antitumour immunotherapy is valuable for both biomedical and clinical investigations. However, tumours have evolved various mechanisms to avoid lytic cell death and escape the antitumour immune activation^3,9–11^. In nature, cancerous cells always negatively regulate lytic cell death by downregulating the expression of executive proteins (e.g., gasdermin in pyroptosis)^9^ or upregulating expression of proteins involved in membrane repair functions (e.g., ESCRT-dependent membrane repair, Fig. 1a)^10,11^. Furthermore, any lytic cell death is controlled by complex and programmed signalling networks, but the potential crosstalk involved in these networks may lead to disruption of cell death or conversion to immunologically silent variants (e.g., apoptosis)^1–3^. Notably, even if cell lysis is successfully triggered, it is still unknown whether the corresponding immune response can exert anticipated antitumour function^3,9,12–15^. Growing evidence showed persistent uncontrolled inflammatory signals could cause cytokine release syndrome (CRS) due to hyperactive immune responses or led to immune dysfunction due to T-cell exhaustion^12–15^. These issues reflected the challenges encountered when inducing antitumour immunotherapy through oncolysis. During the past decades, a better understanding of biotechnology, chemical biology and tumour immunology has prompted the emergence of artificial oncolytic systems for mediating lytic cell death^16,17^. One of the most representative is the oncolytic virus (OV), which can selectively replicate in host cells and generate a direct lytic effect^16^. Recently, a variety of genetically modified OVs have been developed as oncolytic agents for the induction of systemic antitumour immunity in preclinical or clinical research^18^. However, the lack of delivery systems, poor controllability, unsatisfactory tumour specificity, and instable clinical effect reduced the reliability and safety of the above oncolytic tools^18^. As a great addition to these OVs, the sophisticated amphiphilic membranolytic small molecule (MLSM) could destroy the cellular plasma membrane independent of any biological mechanisms^19^. However, the MLSM system not only did not solve the problems of OVs, but also required a higher dose of consumption to mediate cell lysis^19^. To date, it is still lacking a method capable of breaking through natural restrictions to effectively mediate lytic cell death.

**Fig. 1:**
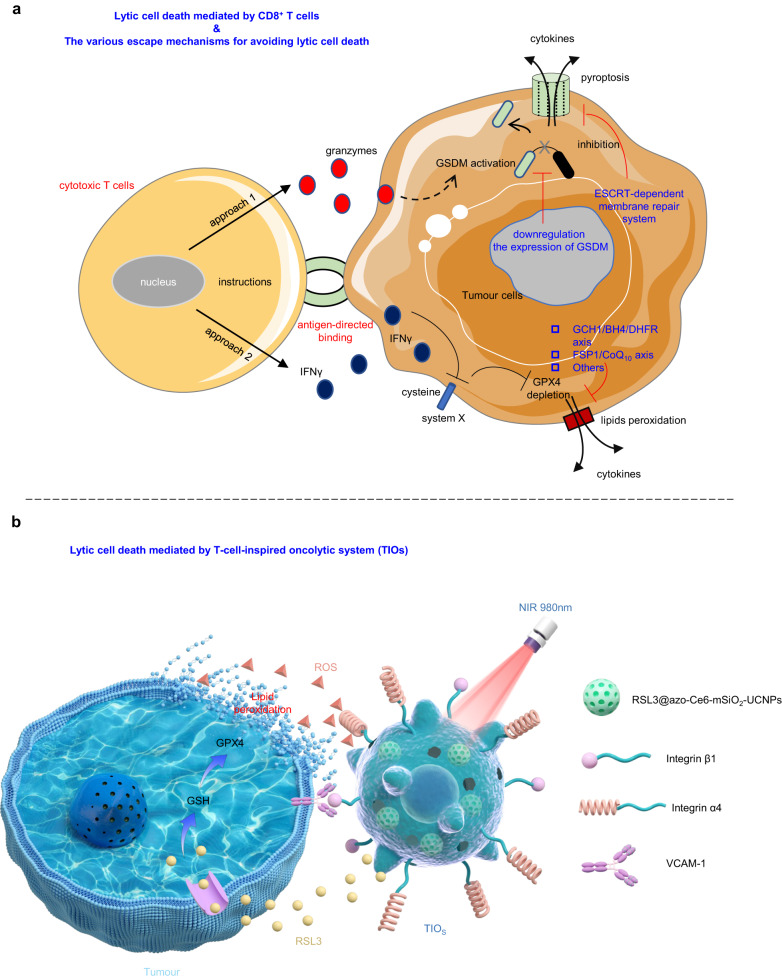
The oncolysis mediated by CD8+ T cells or TIOs. **a** The CD8^+^ T cells mediated cell lysis. During the killing process, the CD8^+^ T cells bound the tumour cells by antigens coordination and the signal pathways guided nucleus to prepare the cytotoxins (e.g., granzymes or IFNγ). Then, the killing tasks started and the CD8 + T cells could kill all the dangerous cells in a catalytic manner. In approach 1, the CD8^+^ T cells released granzymes would enter the tumour cells, trigger the cleavage of GSDMs and cause the pyroptosis by gasdermin pores. However, the human tumour cells always downregulated the expression of GSDMs and the membrane-repairs mechanisms were ready to quench the pyroptosis. Moreover, in approach 2, the CD8^+^ T cells released IFNγ blocked the tumour cells to take up cysteine, which led to the depletion of GPX4, lipid peroxidation and the cell lysis. However, the cellular intrinsic reductive systems (e.g., GCH1/BH4/DHFR axis) were ready to quench the oxidative stress. **b** T-cell-inspired oncolytic system (TIOs) mediated cell lysis. The TIOs bound the tumour cells by antigens coordination. Then, the NIR light would trigger the TIOs to generate ROS and release RSL3 to destroy the tumour cells plasma membrane by lipid peroxidation. After the tumour cells lysis, the TIOs would regenerate and bind other tumour cells. Thus, the catalytic killing would happen when NIR light was inputted.

The polyunsaturated fatty acid-containing phospholipid (PUFA-PL) is a main component for maintaining the stability of cell plasma membrane, the extensive oxidization of PUFA-PLs leads to disintegration of the cytoskeleton and cell lysis^20–22^. Recently, cytotoxic T cells (CD8^+^ T cells) were revealed to indirectly mediate PUFA-PLs peroxidation and oncolysis (Fig. 1a)^23^. As known, the CD8^+^ T cells attacked the dangerous cells in a catalytic and intelligent manners (Fig. 1a)^24^. In the battles between CD8^+^ T cells and cancer cells, a catalytic amount of CD8^+^ T cells actively localized to the tumour cells and performed killing tasks continually until all dangerous cells were eliminated^24^. However, the oncolysis by natural CD8^+^ T cells or the engineered CAR-T cells was subject to many natural mechanism limitations, such as immune checkpoints^25^. Moreover, this oncolysis was uncontrolled and thus easily led to CRS^12,26,27^. Most importantly, the lipid peroxidation and oncolysis mediated by CD8^+^ T cells was indirect, which was negatively affected by many factors and thus low-efficient^23^. Therefore, to better manipulate oncolysis-induced antitumour immune function, a T-cell like tumour-targeting oncolytic system capable of breaking through natural limitations to specifically dissolve cancer cells in a catalytic and controllable manner by lipid peroxidation is needed.

Here, we show a readily prepared near infrared (NIR) light controllable micron-scale T cell-inspired oncolytic system (TIOs) with catalytic, controllable and direct membranolytic capacity to manipulate oncolysis, inflammation and antitumour immune function (Fig. 1b). The TIO system is derived from a chemically engineered macrophage system with a liquid nitrogen freezing modification^28^. Our chemical engineering approach is based on an easily prepared Ce6-labelled upconverting nanoparticle (UCNP)-engineered macrophage system. Meanwhile, the addition of rapid liquid nitrogen freezing is used to turn off the stress responses of the nano-engineered living macrophages and reserve the antigens for targeting. As TIOs are 10-micron system, they are not engulfed in the target cells and perform the killing tasks outside the target cells, which is very similar with CD8^+^ T cells and different with nanomedicines. We find that the TIO system can bind tumour cells through antigen-based recognition, followed by photocatalysed plasma membrane lysis. Further studies show that the lysis mechanism and cytokine secretion are dependent on reactive oxygen species (ROS)-mediated PUFA-PL peroxidation. Compared to other oncolytic systems, the light-driven membranolytic TIO system exhibits superior plasma membrane specificity and highly controlled catalytic killing capacity, positioning the TIO system as a reliable tool for tuning the efficiency of lytic cell death or the intensity of cytokine release in vitro and in vivo. In tumour-bearing mice, TIOs show tumour selectivity, good penetration and specific oncolysis. We are applying the TIO system to oncolysis-induced antitumour immunotherapy, which shows that tumour grafts, especially for tumours with lytic cell death escape mechanisms, are cleared efficiently with negligible damage to major organs. Tumour regression is correlated with the interaction between oncolysis-mediated inflammation and T-cell-based antitumour immune responses. Due to the tunability and specificity of lytic cell death mediated by the TIO system, we further identify that the generation of potent antitumour immunity and immune memory requires sufficient oncolysis to induce acute inflammation, as low-intensity lysis leads to T-cell exhaustion and tumour progression. Synergism with either checkpoint blockade or cGAS-STING activation can rescue immune dysfunction, but STING activation unleashes a more potent immune boost by reengineering tumour-infiltrating T cells to induce durable antitumour immunity. Our study provides insights into the design of oncolytic systems for oncolysis-mediated antitumour immunity. Furthermore, our application suggests that the tuning of reciprocal regulatory loops between inflammation and immunity plays a critical role in the oncolysis-induced immune response, and that cGAS-STING activation holds promise for maintaining antitumour immunity.

## Results

### Design, generation and properties of the TIO system

Inspired by structure and killing mechanism of the cytotoxic T cells (Fig. 1a)^29^, a typical NIR light-controlled TIO could be divided into two parts, one was the functional granules to work as the killing-machine to mediate the photocatalyzed peroxidation reaction, the other was a carrier capable of storing these granules and recognising the cancer cells (Fig. 1b). Here, we designed the liquid nitrogen-posttreated mesoporous silicon-coated UCNP-engineered macrophages to work as TIO system. The general procedure was described below: the photosensitizers Chlorin e6 (Ce6) and azobenzene were decorated into the mesopores of the synthesized silicon-coated upconverting nanoparticles (UCNPs); then, RSL3, an inhibitor of glutathione peroxidase 4 (GPX4) which can reduce the cellular intrinsic reductivity to promote the peroxidation reaction^22^, were loaded into the mesoporous by electrostatic adsorption. The fully functional particles were termed as RSL3@azo-Ce6-mSiO_2_-UCNPs and worked as the above-mentioned granules. The production of RSL3@azo-Ce6-mSiO_2_-UCNPs was subject to strict quality control, including control of particle size, zeta potential, adsorption capacity, loading capacity and light responsiveness (Supplementary Fig. 1a–h). In RSL3@azo-Ce6-mSiO_2_-UCNPs, the UCNPs can generate ultraviolet (UV) light by upconverting 980 nm NIR light (Supplementary Fig. 1d), while UV light triggers Ce6 to yield ROS and azobenzene to vibrate (Supplementary Fig. 1e–h). The vibration of azobenzene promotes the release of ROS and RSL3 (Supplementary Fig. 1k), the released ROS and RSL3 would mediate lipid peroxidation reaction. After obtaining the high-performing RSL3@azo-Ce6-mSiO_2_-UCNPs, we started to construct the precursors of TIOs. In this step, macrophages were selected to work as carriers for loading these granules, owing to they not only have the phagocytic function, but also have the ability to recognize cancer cells^30–33^. A series of screenings showed that the coincubation of RSL3@azo-Ce6-mSiO_2_-UCNPs and macrophages (Raw 264.7 or BMDMs) for 4 h could generate ideal UCNP-engineered macrophages by balancing the loading capacity and cell viability (Supplementary Fig. 1i). Finally, to quench the side effects caused by the metabolism and stress of nano-engineered living macrophages, the UCNP-engineered macrophages were treated with liquid nitrogen for 24 h and then washed twice with PBS to obtain the TIOs.

The TIO system is porous microsphere (average size: 10 μm), presenting high stability, dispersion and suspension ability (Fig. 2a–f and Supplementary Fig. 1l). TEM image clearly showed RSL3@azo-Ce6-mSiO_2_-UCNPs were clustered in the interior of TIOs, moreover, the nuclei of TIOs were still visible, and damages in the cell membrane could be seen (Fig. 2b). Different with nano-engineered living cell system, the TIOs have unique advantages. In terms of safety, although the interactions between nanoparticles and living macrophages would cause the secretion of inflammatory cytokines for a long time (Supplementary Fig. 1j), liquid nitrogen treatment resulted in the formation of ice crystals inside or outside of living macrophages, which leads to the pores in the TIOs (Fig. 2a, b). Thus, the TIOs could be washed and purified to a level where little cytokines can be detected (Supplementary Fig. 1j). After intravenous injection of TIOs into mice, the results showed the release of IL-6, white blood cells, red blood cells, platelets, body weight and body temperature of mice remained normal, indicating TIOs themselves were safe and non-proinflammatory (Supplementary Fig. 2e–k). Moreover, as liquid nitrogen post-treatment has shut down all the metabolic pathways in carrier macrophages, thus, although the TIOs was designed as a “ROS-producing factory”, no ROS-related stress responses were found in TIOs (Fig. 2g). In terms of responsiveness, both the NIR light-triggered ROS-producing and RSL3 release are key factors for TIOs-mediated lytic cell death. The suspended TIOs were treated with or without NIR light, then the singlet oxygen sensor green (SOSG) was added, respectively. The results showed the NIR light treatment led to obvious green fluorescence in images and significant positive offsets in FACS analysis (Fig. 2h, i and Supplementary Fig. 1h). At the same time, we centrifugated the above samples, then the supernatants were collected and analysed by HPLC-MS. No RSL3 could be detected when TIOs were suspended in dark for 72 h, while obvious RSL3 release appeared when they were exposed to NIR light (Fig. 2j), which indicted the release of RSL3 was NIR light specific and TIOs themselves have high stability in the absence of NIR light.

**Fig. 2:**
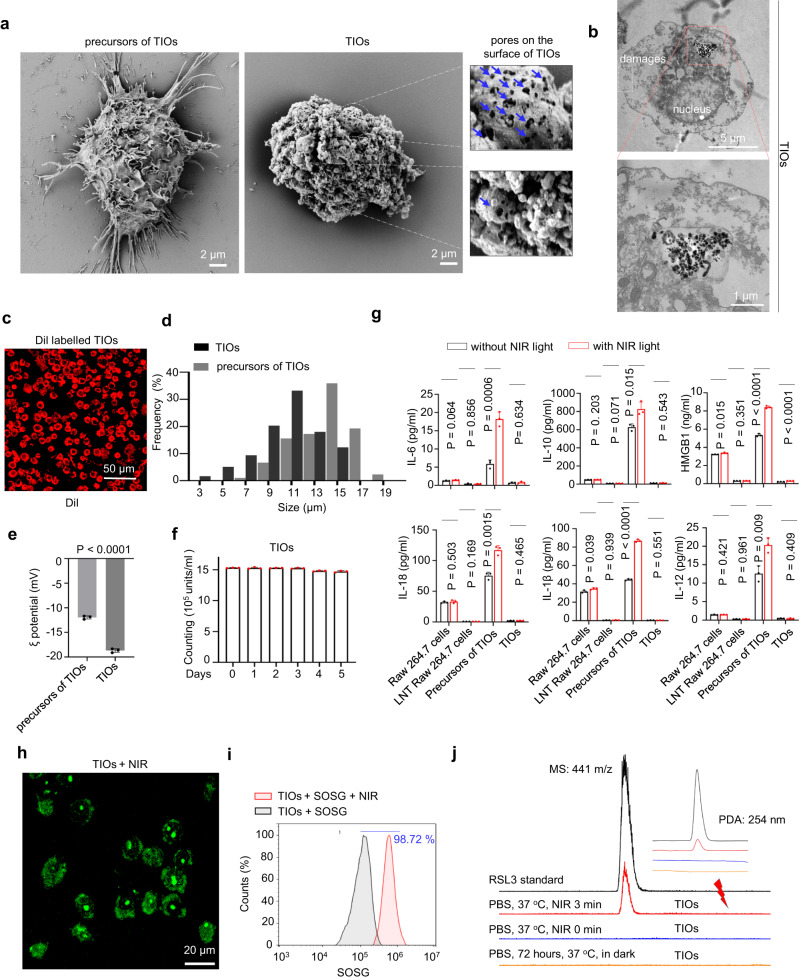
Characterization of TIOs. **a** Representative SEM images of TIOs and its precursor UCNPs engineered Raw 264.7 cells (scale bar = 2 μm). The blue arrows indicate the pores on the surface of TIO. **b** TEM images of TIOs. Scale bars, 5 μm, 1 μm. **c** The Dil labelled TIOs were imaged in phosphate buffer saline at 37 °C. **d**, **e** The average size and zeta-potential of TIOs and its precursor UCNPs engineered Raw 264.7 cells. **d** The average particle size. **e** The zeta-potential. Data are shown as mean ± s.d. (*n* = 3 independent experiments, two-tailed unpaired Student’s *t*-test, *P* < 0.0001). **f** The stability of TIOs in phosphate-buffered saline (37 °C). The quantity variation of TIOs was determined by cell counter assay (10^5^ units / tube). Data are shown as mean ± s.d. (*n* = 3 independent experiments). **g** The stress of Raw 264.7 cells, LNT Raw 264.7 cells (liquid nitrogen treated Raw 264.7 cells), the precursors of TIOs and TIOs were determined by cytokine release assay, with or without NIR light (980 nm, 1.0 W cm^−2^). Data shown as mean ± s.d. (*n* = 3 independent experiments, two-tailed unpaired Student’s *t*-test). In the living cell system (precursors of TIOs), RSL3@azo-Ce6-mSiO_2_-UCNPs themselves interacted with living macrophages, resulting in the release of many inflammatory factors (black columns). In our study, RSL3@azo-Ce6-mSiO_2_-UCNPs were designed as NIR light controlled nanoparticles, which produced ROS under NIR irradiation (Fig. 2h, i and Supplementary Fig. 1h record the relationship between ROS generation and irradiation time). In the case of with NIR (red columns), precursors of TIOs produced more inflammatory factors than other groups, indicating an obvious ROS-related stress responses in living macrophages. **h**, **i** The NIR light controlled ROS generation of TIOs. The TIOs were pre-treated with SOSG. **h** The image of TIOs after NIR light treatment. Scale bar, 20 μm. **i** Flow cytometry analysis of ROS generation from TIOs by NIR light (980 nm, 1.0 W cm^−2^, 5 min). **j** A HPLC-MS assay for RSL3 release from TIOs. For **a**–**d**, **h-j**, experiment was repeated three times independently with similar results. Source data (**d**–**g**) are provided as a Source Data file. Source data (**j**) are provided in Supplementary Information.

### The antigen-directed recognition between TIOs and tumour cells

As mentioned, the principle of TIOs-mediated cancer cell lysis is to simulate the killing mechanism of cytotoxic T cells, therefore, antigen-directed cell recognition is the basic premise for TIOs-mediated cell lysis. Therefore, after verifying the TIOs was a safe and fully functional system, we began to investigate the antigen-directed recognition between TIOs and cancer cells. In TIOs, the carriers were responsible for the recognition. The mass spectrum analysis displayed many antigens of carrier macrophages were cryopreserved after the liquid nitrogen post-treatment, especially for integrins which could tether cancer cells via VCAM-1 (Supplementary Fig. 2a)^31,32^. Moreover, the FACS analysis showed the TIOs could be labelled by the monoclonal antibody of integrins (α4 and β1), indicating the recognition ability of integrins were alive (Supplementary Fig. 2b, c). The VCAM-1 could tether macrophages to cancer cells via counter-receptor α4-integrins has been widely studied^32^. Therefore, we employed catalytic amount of or overdose suspended TIOs to co-incubate with VCAM-1 positive tumour cells, then washed twice with PBS and imaged, the results showed the TIOs could tightly bind tumour cells in both situations (Fig. 3b and Supplementary Fig. 3a). However, for some VCAM-1 negative cell lines (e.g., BDMCs, TC-1, AML12, TCMK-1), the TIOs failed to bind them (Supplementary Fig. 3b). Besides, we found the CD47-SIRPα/SHPS1 and CD24-Siglec-G still alive in TIOs, which endowed the TIOs to evade immune clearance (Supplementary Fig. 2d)^33,34^.

**Fig. 3:**
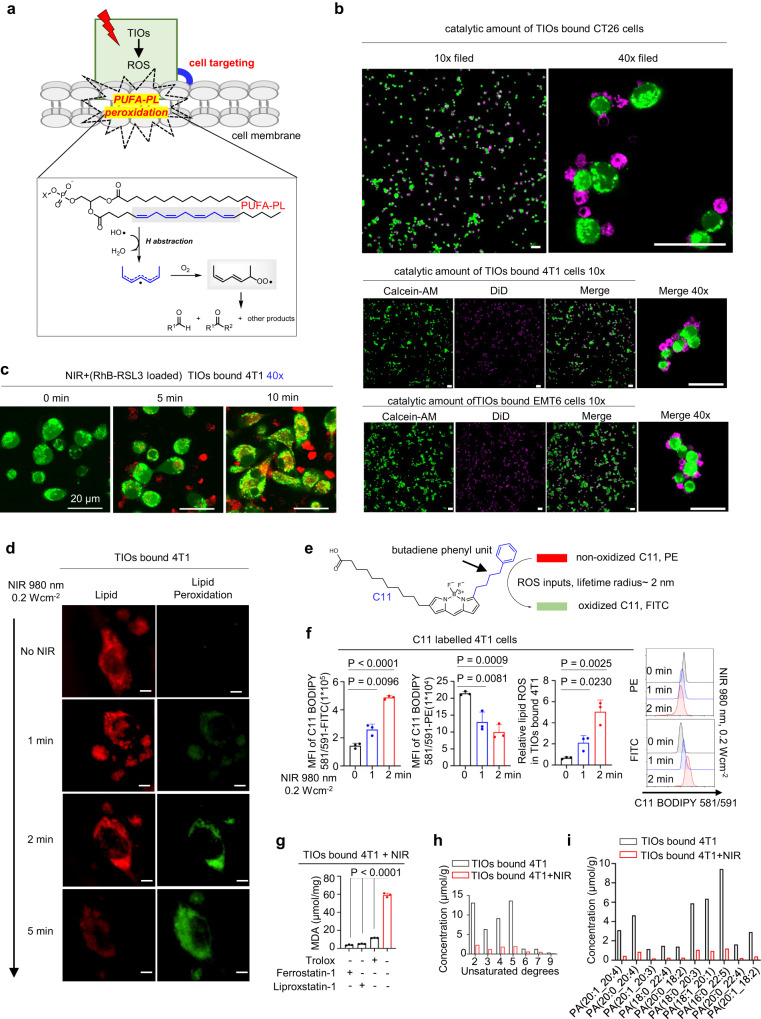
The PUFA-PL peroxidation based on antigen-directed binding between TIOs and cancer cells. **a** The TIOs actively bind tumour cells and mediated PUFA-PLs peroxidation were shown schematically. In the recognition stage, the TIOs recognized the tumour cells by antigen coordination (e.g., VCAM-1 and integrins). In the peroxidation stage, the NIR light controlled ROS were released to the plasma membrane of the tumour cells and mediated the peroxidation reaction. **b** Confocal images of the antigens directed binding between catalytic amount of DiD-labelled TIOs (purple) and Calcein-AM-labelled tumour cells (green). Top, CT26 cells. Middle, 4T1 cells. Bottom, EMT6 cells. Scale bar, 50 μm (40×, 10×). **c** The NIR controlled cargo transportation from TIOs to 4T1 cells. The RSL3 were modified with rhodamine. The 4T1 cells were labelled with Calcein-AM (green). **c** Payloads transportation from TIOs to tumour cells. **d** Representative confocal images of the scope of the lipid peroxidation in TIOs bound 4T1 cells (NIR light, 980 nm, 0.2 W cm^−2^, 1, 2 or 5 min). Scale bars, 10 μm. **e** The lipid peroxidation was detected by BODIPY 581/591 C11 (10 μM, 30 min incubation. Red, non-oxidized BODIPY; Green, oxidized BODIPY). **f** The NIR light induced lipid peroxidation with indicated time were analyzed by FACS. 4T1 cells were pretreated with BODIPY 581/591 C11. *n* = 3 independent experiments. Data are presented as mean ± s.e.m as appropriate (two-tailed unpaired Student’s *t*-test was performed). **g** The MDA assay of TIOs bound 4T1 cells treated with NIR light, without NIR light or antioxidants. *n* = 3 independent experiments. Data are presented as mean ± s.e.m as appropriate (two-tailed unpaired Student’s *t*-test was performed, *P* < 0.0001). **h**, **i** PUFA-PLs peroxidation analysis of 4T1 cells by mass spectrum. **h** The separated plasma membrane was analyzed using unsaturated degrees as scale. **i** The PUFA-PLs decrease were analyzed using unsaturated degrees as scale. For **b**–**d**, **h**, **i**, experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

To CD8^+^ T cells, when the recognition happened, the cytotoxins synthesis and transmission mediated by signal pathways were exquisite and efficient^29^. Basing on the antigens directed recognition between TIOs and tumour cells, we tested the light controlled RSL3 transportation in TIOs bound 4T1 cells. As RSL3 have no fluorescence, we modified the RSL3 by displacing its chlorine atom at carbonyl α site to a fluorescein (rhodamine) and got RSL3-RhB (Supplementary Fig. 3c, *Ex/Em* = 488/525 nm). Then, the TIOs bound 4T1 cells were imaged, owing to the wide absorption band of azo-Ce6-mSiO_2_-UCNPs (from 400 nm to 520 nm, Supplementary Fig. 1g), the TIOs showed no fluorescence before the release of RSL3-RhB. After NIR light treatment, strong red fluorescence appeared in TIOs and gradually transfected to the 4T1 cells (Fig. 3c). Then, we analysed the transportation by FACS. In TIOs bound 4T1 cells, NIR light irradiation could significantly increase the intensity of RhB-RSL3, indicating a successfully cargoes transportation has been mediated by TIOs (Supplementary Fig. 3c).

### The TIOs induced PUFA-PL peroxidation

From a chemistry perspective, the peroxidation of PUFA-PLs by ROS could be easily realized in the flask. However, in the living cells, the peroxidation of PUFA-PLs became difficult as the intrinsic reductive system (e.g., GPX4) was responsible for reversing this process (Fig. 1a)^22^. The above NIR light controlled TIO system, which can bind the tumour cells to produce ROS and inhibit GPX4 by RSL3, may provide an effective approach for PUFA-PL peroxidation in a controllable manner (Fig. 3a).

To assess the above idea, C11-BODIPY581/591 was employed to label the 4T1 cells. C11-BODIPY581/591 is a fluorescent ratio-probe of lipid oxidation, which can easily enter membranes and exhibits good spectral separation of the nonoxidized (595 nm) and oxidized (520 nm) forms (Fig. 3e). Thus, we prepared TIOs bound 4T1 cells (labelled by C11-BODIPY581/591) and exposed them to NIR light. After irradiation, the resulting damaged 4T1 cells were imaged, as shown, the TIOs-mediated lipid peroxidation was NIR light specific (Fig. 3d). Moreover, the scope of lipid oxidation was positive correlated with the irradiation time, with increasing irradiation time, the oxidized area was gradually expanded from the surface to the interior of the cells, which suggested that the intensity of TIOs-mediated lipid peroxidation was light-controllable, and the oxidative scope could be restricted to the cell membrane by reducing the irradiation time (Fig. 3d). To explore whether NIR light itself could cause lipid peroxidation, we treated tumour cells with NIR light alone, and the results showed that NIR light alone did not cause any lipid peroxidation (Supplementary Fig. 4a). Then, the above 4T1 cells were analysed by FACS. The results showed a significant decrease in non-oxidized C11 (PE channel) and an increase in oxidize C11 (FITC channel) during NIR light irradiation, indicating that PUFA-PLs were converted to the corresponding peroxidation states (Fig. 3f). Further, the index MDA (a widely accepted marker for oxidative stress) showed an increase in NIR light-treated TIOs bound tumour cells, but the increase was abolished by the antioxidants (Fig. 3g). Finally, after treating with NIR light, the PUFA-PLs in 4T1 cells membrane were separated and analysed by mass spectrometry, the content of PUFA-PLs with different unsaturated degrees decreased significantly (Fig. 3h, i). Taking these data into consideration, the TIOs was confirmed to be a reliable tool for mediating PUFA-PLs peroxidation in the living cells.

### The TIOs can induce lytic cell death in a controllable and catalytic manner

Although the NIR light controlled TIOs could induce satisfying lipid peroxidation in targeted cell membranes, it was still needed to prove whether the oxidative damage was strong enough to cause lytic cell death. Here, EMT6 cells, CT26 cells and 4T1 cells were used to test the TIOs-mediated cell death. Notably, in these cell lines, 4T1 cells were PD-L1 positive and impossible to pyroptosis as they were GSDME and GSDMD negative (Supplementary Fig. 4b, c), thus the TIOs mediated 4T1 cell lysis need to break through multiple natural limitations. As known, the lipid peroxidation led to membrane disintegration and secrete the cellular contents, which caused cell swelling and cell bubbling^6–8,22^. After NIR light irradiation, all the TIOs bound tumour cells showed a significant morphology of lytic cell death (Fig. 4a, e.g., bubbling). Moreover, the CCK8 assay and LDH assay (a key indicator of lytic cell death) were employed to test the TIOs-mediated lytic cell death^6–8,22^ (Fig. 4b). After NIR light irradiation, the results showed that lytic cell death happened in all kinds of tumour cells was positively correlated with irradiation intensity or the increasing ratio of TIOs to tumour cells (Fig. 4b and Supplementary Fig. 4d–f), notably, both NIR light alone and the TIOs themselves were noncytotoxic (Supplementary Fig. 4g, h), moreover, as the intensity of NIR light was only 1.0 Wcm^−2^, no significant thermal effects were found (Supplementary Fig. 4i). A time-lapse video showed when the TIOs bound tumour cells were exposed to NIR light, the lytic cell death happened directly and quickly (Supplementary Movie 1–6), indicting the potent oxidative damages on the cell membrane. All the data above could verify our TIOs can break through the natural restrictions to mediate the lytic cell death.

**Fig. 4:**
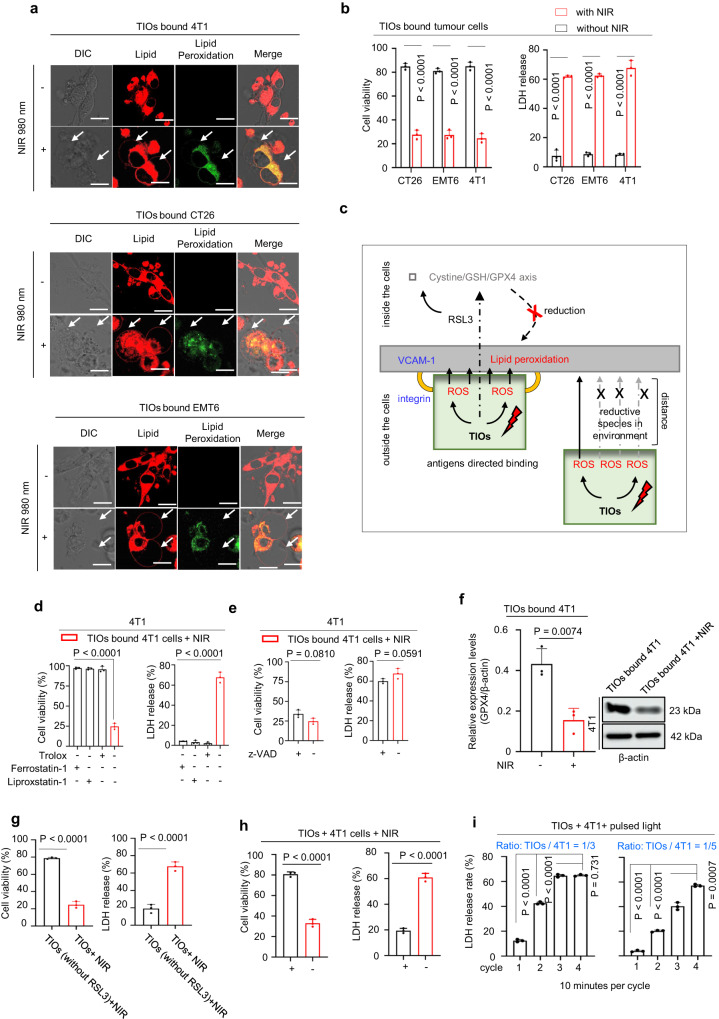
TIOs-mediated lytic cell death in vitro. **a** The fluorescence confocal microscopy of TIOs-mediated lytic cell death in 4T1, CT26 and EMT6 cells. NIR light (980 nm, 1.0 W cm^−2^, 5 min). Scale bars, 10 μm. **b** The CCK-8 assays (left) and LDH release assays (right). The TIOs bound tumour cells were treated with or without NIR light (980 nm, 1.0 W cm^−2^, 5 min). Red column, with NIR light. Black column, without NIR light. *n* = 3 independent experiments. *P* < 0.0001. **c** The diagram showed the mechanism of TIOs mediated cell lysis is based on ROS and RSL3 mediated lipid peroxidation, and the high efficiency of cell lysis is benefited from the antigen-directed recognition. **d**, **e** The CCK-8 and LDH release assays in inhibitor experiments. *n* = 3 independent experiments. **d** The TIOs bound 4T1 cells were irradiated by NIR light (980 nm, 1.0 W cm^−2^, 5 min) with or without antioxidants as indicated. Antioxidants (e.g.,Trolox, Ferrostatin-1, Liproxstatin-1). *P* < 0.0001. **e** The TIOs bound 4T1 c**e**lls were irradiated by NIR light (980 nm, 1.0 W cm^−2^, 5 min) with or without z-VAD. **f** Statistical value of three independent samples and representative immunoblots for GPX4 in the indicated tumour cells. **g** The CCK-8 (left) and LDH release assays (right) of TIOs mediated cell death with or without RSL3 inside the TIOs. *n* = 3 independent experiments. *P* < 0.0001. **h** The transwell assay. *n* = 3 independent experiments. *P* < 0.0001. **i** The catalytic amount of TIOs mediated cell lysis by measuring the LDH release. *n* = 3 independent experiments. The pulsed NIR light (1.0 W cm^−2^, 10 min per cycle) was used to treated the 4T1 cells. All data in **b**, **d**–**i** are shown as mean ± s.e.m (two-tailed unpaired Student’s *t*-test was performed). For **a**, experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

Then, we investigated the killing mechanism of TIOs, as designed, the TIOs mediated cell lysis was performed by NIR light controlled PUFA-PLs peroxidation with the help of antigen-directed recognition. Obviously, both the lipid peroxidation and recognition were basic factors for TIOs mediated cell lysis (Fig. 4c). Thus, when enough antioxidants (e.g., Trolox, Ferrostatin-1, and Liproxstatin-1) were applied to NIR light treated TIOs bound tumour cells, significant decreases were found for both LDH and CCK8 (Fig. 4d and Supplementary Fig. 5a, b), while no influences were found in z-VAD inhibition assays (Fig. 4e and Supplementary Fig. 5c, d), indicating the cell death was mediated by lipid peroxidation instead of other caspase-dependent cell death mechanisms. Meanwhile, after irradiation, the downregulation of GPX4 in 4T1 cells were found in three independent experiments, which showed the inhibitory function of RSL3 (Fig. 4f and Supplementary Fig. 5e), as expected, the cell lysis effect disappeared when we took the RSL3 off the TIOs (Fig. 4g), which reconfirmed a successful lipid peroxidation reaction in living cells needs both ROS and RSL3. In addition, antigen-directed coordination played an important role in the TIOs-mediated cell lysis, because this not only gave TIOs the ability to kill cancer cells accurately, but also improves the lipid oxidation ability of ROS and RSL3 (Fig. 4c). Here, we employed a “Transwell” as a physical barrier for the TIOs and tumour cells to block the recognition between TIOs and tumour cells. After irradiation, as the produced ROS and RSL3 cannot be transported to the tumour cells directly, a significant drop in LDH release and a rise in cell viability were found (Fig. 4h), implying the significance of antigen-based recognition in the TIOs mediated cell death. All the data suggested the potent lytic cell death induced by TIOs is taking advantage of both antigen-directed recognition and ROS-mediated lipid peroxidation.

Notably, the intelligence of cytotoxic T cell presented not only in antigen-based precise attacking, but also in catalytic amount of T cells could eliminate the entire tumours^24^. In fact, the catalytic killing ability is crucial for any artificial anti-cancer drugs or systems, because the relative amount of them is very low at the focus. TIOs could mediate lytic cell death in a catalytic manner by continuous NIR light input. To illustrate this advantage, we first test the photostability of TIOs, under pulsed NIR light of different durations, the results showed the suspended TIOs were highly stable in 980 nm light and the ROS-producing was also sustainable (Supplementary Fig. 5f). Then, catalytic amount of TIOs were added to the 4T1 cells, after NIR light irradiation, the LDH assays showed the cell lysis could be continued by increasing the irradiation times (Fig. 4i and Supplementary Fig. 5g), indicating TIO system could perform killing tasks continually until all dangerous cells were eliminated.

### Tumour targeting of the TIOs in mice and light-controlled specific lipid peroxidation in tumours

As our TIOs exhibited good performance in light-controllable lytic cell death by PUFA-PL peroxidation, we explored its tumour targeting ability in mice. Although abundant evidence showed that engineered living macrophages could target tumours^35,36^, but the targeting ability of TIOs was unknown. Magnetic particle imaging (MPI) has been widely used to characterize the biodistribution of cell-based drugs (e.g., CAR-T cells). Here, we used MPI-tracer Fe_3_O_4_ nanoparticles to label TIOs (TIOs-Fe_3_O_4_) and performed MPI imaging. 4T1, EMT6 and CT26 tumour-bearing mice were administered the TIOs-Fe_3_O_4_ individually by tail-vein injection. Time-dependent imaging and grey value analysis were carried out to track the biodistribution of the TIOs (Fig. 5a and Supplementary Figs. 6–8). The results showed that the TIOs accumulated in tumours after 6 h of circulation, reached extreme values within 24 h, and then decreased until 96 h (Fig. 5a and Supplementary Figs. 6–8). The accumulation of the TIOs in livers, lungs, spleens and kidneys were low relative to that in tumours (Fig. 5a and Supplementary Figs. 6a–b, d, 7a–c, e, 8a–c, e), and the average tumour-liver ratio was high (Fig. 5b, the maximum value was 4.5 at the 72-h time point). To exclude the interference that may came from the spontaneous leakage of Fe_3_O_4_ nanoparticles, we investigated the biodistribution of Fe_3_O_4_ nanoparticles themselves, the results showed they were mainly concentrated in livers, not tumours (Supplementary Figs. 6c, 7d, 8d)., These data showed that the TIOs presented good tumour targeting. Moreover, compare to the nanoscale RSL3@azo-Ce6-mSiO_2_-UCNPs (Supplementary Fig. 9a, b), TIOs showed better tumour selectivity which was probably due to the liquid nitrogen treated-macrophage-based structure, as this treatment not only exposed more directing antigens, but also decreased immunogenicity of TIOs themselves (Supplementary Figs. 1j and 2a). Fluorescence staining of blood vessels at tumour sites showed a large amount of TIOs around the blood vessels, indicating the delivery and infiltration of TIOs were achieved through blood vessels (Supplementary Fig. 9c). Thus, although the TIOs is a micron-sized drug, tumour penetration was still good; for an 800 μm diameter tumour longitudinal section, the infiltration depth of the TIOs can reach 100 μm (Fig. 5c).

**Fig. 5:**
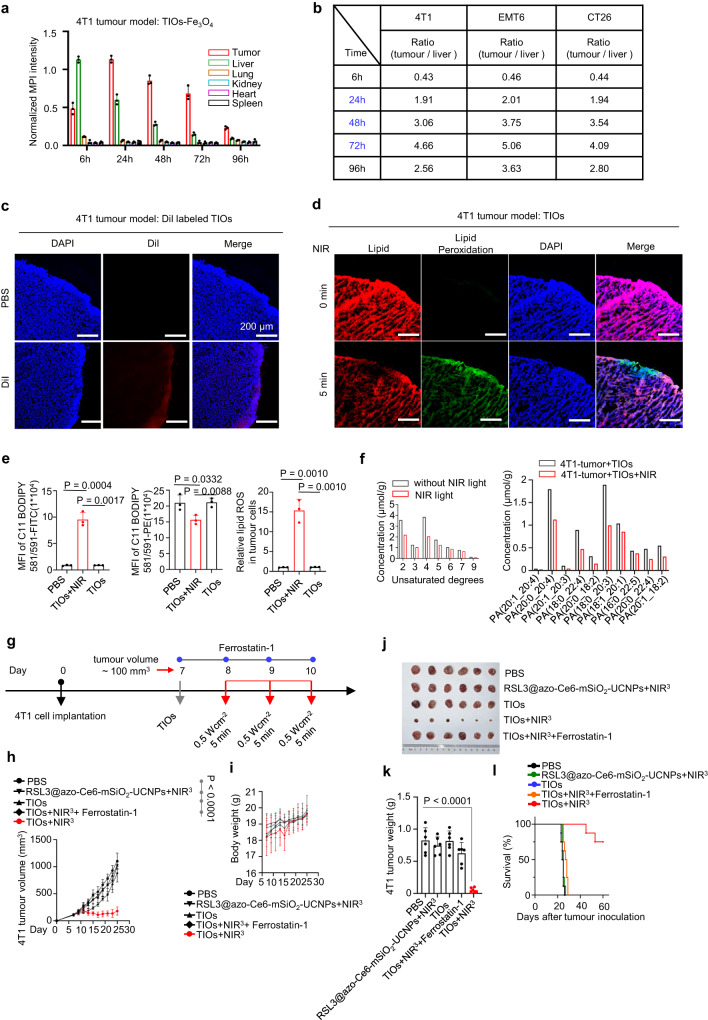
In vivo metabolic performance of TIOs and TIOs induced lipid oxidation and antitumour effect. **a** Average intensity of Fe_3_O_4_-labelled TIOs (5 × 106 units / mouse) in the corresponding organs of 4T1 tumour models at indicated time points. *n* = 3 mice. **b** The average intensity ratio of tumour to liver at indicated time points. *n* = 3 mice. **c** Representative confocal images of tumour sections show the penetration of Dil-labelled TIOs in 4T1 tumour-bearing mice after intravenous injection. Injection dose, 5 × 106 units/mouse. Time point, 24 h after injection. **d** Representative fluorescence images of lipid peroxidation based on BODIPY® 581/591 C11 stained 4T1 tumours. TIOs+NIR treated mice (980 nm, 0.5 W cm^−2^, 5 min) or TIOs alone treated mice. Scale bars, 10 μm. **e** Tumour lipid peroxidation of 4T1 tumour-bearing mice treated with PBS, TIOs+NIR (980 nm, 0.5 W cm^−2^, 5 min) or TIOs alone, *n* = 3 mice for indicated groups. **f** Mass spectrometric analysis of TIOs induced lipid peroxidation in 4T1 tumours with or without NIR light. **g**–**l** Analysis of the antitumor effects in 4T1 tumour-bearing mice treated with TIOs+NIR^3^. TIOs+NIR^3^ treatment scheme in BALB/c mice implanted subcutaneously with 4T1 cells (*n* = 6 mice per group). **g** The tumour-bearing mice (average tumour volume: 100 mm^3^) were intravenously injected (*iv*) with TIOs (*iv*, 5 × 106 units/mouse) and then treated with NIR light or not (980 nm, 0.5 W cm^−2^, 5 min). Ferrostatin-1 was injected intratumorally on days 7, 8, 9, and 10. (it, 5.0 mg kg^−1^ per day). **h** Average tumour volume. *P* < 0.0001. **i** Average mice weight. **j** Photographs of representative tumours on day 25. **k** Average tumour weight on day 25. *P* < 0.0001. **l** Survival curves of 4T1 tumour-bearing mice. **a**, **b**, **e**, **h**, **I**, **k**, s.e.m. data are shown and two-tailed unpaired Student’s *t*-test was performed. Data shown are representative of two (**a**, **b**, **e**, **f**, **h–l**) or three (**c**, **d**) independent experiments. Source data are provided as a Source Data file.

As NIR light presents spatiotemporal specificity, thus the NIR light controlled lipid peroxidation is tumour specific. For TIOs-treated 4T1 tumour-bearing mice, NIR light irradiation was performed at 48 h, and the treated mice were euthanized. Then, tumours were collected and sectioned, and strong oxidative signal was observed by fluorescence staining (Fig. 5d). The above tumours were prepared as a single-cell suspension for C11 BODIPY 581/591 labelling and FACS analysis, and the results showed high ROS and lipid peroxidation level in the NIR light treated tumours (Fig. 5d, e and Supplementary Fig. 9d). Moreover, the content of PUFA-PLs in tumour single-cell suspension was further analysed by mass spectrometry. Similar to the results in vitro, mass spectrometry showed kinds of PUFA-PLs decreased significantly after TIOs+NIR^1^ treatment (Fig. 5f). The above data showed that the TIOs can target tumours and perform tumour-specific light-controlled lipid peroxidation.

### The TIOs-mediated antitumour effects

As the TIOs was mainly enriched in tumour tissue and the NIR light controlled lipid peroxidation was tumour specific, we examined TIOs-induced oncolysis and antitumour effects in tumour-bearing mice. Basing on the catalytic and controllable killing abilities of TIOs, we designed the fellow treatment schemes. 4T1 tumour-bearing mice (BALB/c mice) were injected intravenously with the TIOs on day 7, and then NIR light irradiation was carried out three times sequentially on days 8, 9 and 10 (Fig. 5g). In PBS-treated mice, the tumour volume rapidly increased to 20-fold higher than the initial value in 2 weeks (Fig. 5h). In TIOs+NIR^3^-treated mice, apparent inflammatory symptoms were observed in tumour tissues after irradiation, and massive tumour shrinkage occurred during the following 15 days (Fig. 5h). On day 25, a minimal tumour burden could be detected (Fig. 5j). In contrast, mice treated with the TIOs alone or RSL3@azo-Ce6-mSiO_2_-UCNPs+NIR^3^ did not show any antitumour effects (Fig. 5j–h, k). Real-time temperature monitoring of the tumour revealed that the thermal effect was insignificant during irradiation, indicating the antitumour effects came from oncolysis (Supplementary Fig. 10a). Survival curves showed a benefit after TIOs+NIR^3^-treatment (Fig. 5l). Notably, intratumoral injection of ferrostatin-1 abolished the antitumour effects of TIOs+NIR^3^, which suggested pronounced tumour regression resulting from lipid peroxidation (Fig. 5j–h, k). All mice in the TIOs+NIR^3^ treatment group maintained normal body weight, low IL-6 release, and body temperature (Fig. 5i and Supplementary Fig. 10b–e), and the tissue sections showed negligible damage to the major organs after oncolysis (Supplementary Fig. 11), indicating TIOs+NIR^3^ mediated-oncolysis was safe. Similar antitumour effects could be observed in CT26 or EMT6 tumour-bearing mice, which suggests that the TIOs-mediated antitumour effects are not limited to a particular tumour model (Supplementary Fig. 12). Notably, all the 4T1, CT26 and EMT6 tumours were PD-L1 positive (Supplementary Fig. 4c), thus the above data showed our TIOs had a better tumour killing ability than natural CD8^+^ T cells in terms of breaking through immune checkpoint inhibition.

### Sufficient oncolysis induced the potent antitumour immunity and immune memory

However, there was no tumour shrinkage when we repeated the above treatments in immunodeficient mice, even the lipid peroxidation still be found in TIOs+NIR^3^-treated immunodeficient mice, indicating that the TIOs triggered tumour regression was mediated by the antitumour immune function (Fig. 6a, b and Supplementary Fig. 13a–c, d–f). A detailed T-cell flow cytometry analysis was performed in BALB/c mice engrafted subcutaneously with 4T1 tumour cells, and a drastically larger tumour CD3^+^ T-cell population was observed in TIOs+NIR^3^-treated mice than in tumours from PBS-treated mice and TIOs alone-treated mice (Fig. 6l). Among the T cells, both the CD4^+^ and CD8^+^ subpopulations were ~10-fold larger, while the percentage of CD4^+^Foxp3^+^ T regulatory (Treg) cells, which are negative regulators of antitumour immunity, was much smaller in tumours from TIOs+NIR^3^-treated mice (Fig. 6l). After functional depletion of CD4^+^ T and CD8^+^ T cells in 4T1 tumour-bearing BALB/c mice, the antitumour effects disappeared in TIOs+NIR^3^-treated mice (Fig. 6c and Supplementary Fig. 13g–i). These data clearly indicated that the function of CD4^+^ helper T cells and cytotoxic T cells was activated by TIOs mediated lytic cell death in tumours^37^.

**Fig. 6:**
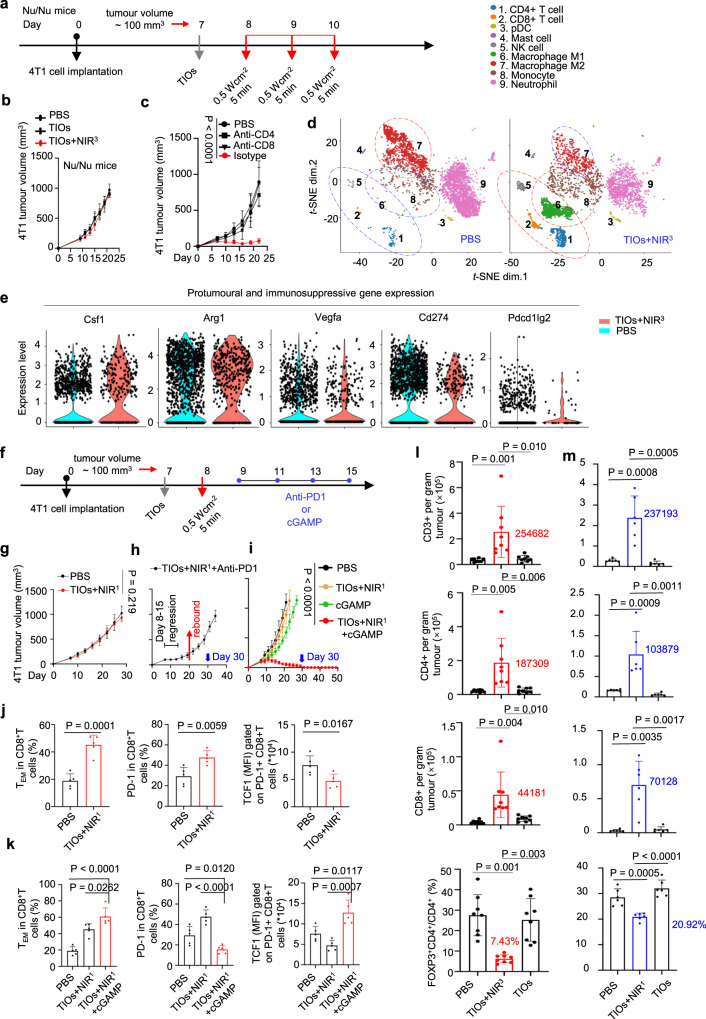
Oncolysis induced antitumour immune function and the immune double-edged sword effect. **a**, **b** Evaluation of the efficacy of TIOs induced antitumor effects in Nu/Nu mice. *n* = 6 mice per group. **a** TIOs+NIR^3^ treatment scheme in Nu/Nu mice bearing 4T1 tumours (average tumour volume: 100 mm^3^) were treated by PBS, TIOs treated with NIR light or not (980 nm, 0.5 W cm^−2^, 5 min). **b** Average tumour volume of TIOs+NIR^3^ treatment in tumour bearing Nu/Nu mice. **c** Average tumour volume of TIOs+NIR^3^ treatment in T cell depletion assays. Depletion of the CD4^+^ T or CD8^+^ T cell population blocked 4T1 tumour regression induced by TIOs+NIR^3^. *n* = 6 mice. *P* < 0.0001. **d** Single-cell RNA sequencing of CD45^+^ immune cells from 4T1 tumours treated with PBS or TIOs+NIR^3^. t-distributed stochastic neighbour embedding (t-SNE) plots of CD45^+^ cells randomly sampled from each group are shown. **e** Protumoural and immunosuppressive gene expression in PBS or TIOs+NIR^3^ treated mice. **f**, **i** Antitumour immunotherapy of TIOs+NIR^1^-mediated oncolysis synergized with anti-PD-1 antibody or cGAMP. **f** The treatment scheme (*n* = 6 mice for indicated groups, average tumour volume: 100 mm^3^). **g** Average tumour volume of PBS treated mice or TIOs+NIR^1^-treated mice. **h** Average tumour volume of TIOs+NIR^1^-treated mice synergised with anti-PD-1 therapy. **i** Average tumour volume of indicated treatment. *P* < 0.0001. **j**, **k** The analysis of CD8^+^ T-cell exhaustion based on central memory–like subset (CD62L^+^ CD44^+^), PD-1 expression and stemness. *n* = 5 mice per group. **j** The CD8^+^ T cells in PBS and TIOs+NIR^1^ treated mice. **k** The CD8^+^ T cells in PBS, TIOs^+^NIR^1^ and TIOs+NIR^1^ + cGAMP treated mice. **l**, **m** The CD3^+^, CD4^+^, CD8^+^ T cells and Treg cells in mice were analysed by FACS. **I** The mice were treated with PBS, TIOs+NIR^3^ and TIOs alone. *n* = 8 mice per group. **m** The mice were treated with PBS, TIOs+NIR^3^ and TIOs alone. *n* = 6 mice per group. **b**, **c**, and **g**–**m**, Data (mean ± s.e.m.) were analyzed by two-tailed unpaired Student’s *t*-test. Data are representative of two (**b**–**d**, **g**–**m**) independent experiments.Source data are provided as a Source Data file.

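Droplet-based single-cell RNA sequencing on the 10x Genomics platform tags each transcript molecule of a cell with a unique molecular identifier (UMI), so that molecules rather than reads are counted. The cells came from 4T1 tumours, a mouse mammary carcinoma line grown in the flanks of female BALB/c mice, and, by the paper's methods, were enriched by flow sorting for CD45, the leucocyte surface protein encoded by Ptprc. The sample records list 4 samples. For 2 of them the records give PBS and for 1 TIOs+NIR3, while the title and the protocol of the remaining sample name different treatments, so its treatment was left open. Each mouse received 1000000 4T1 cells, was injected on day 7 and was irradiated for 5 min with 980 nm light on each of the days from 8 to 10, before its tumour was taken on day 13. The power density is 1.0 W cm-2 in the sample records and in the paper's flow cytometry methods for tumours treated on these days, and 0.5 W cm-2 in its methods for tumour growth. The authors deposited their UMI counts as a single matrix of 55450 genes and 33064 cell barcodes, as whole numbers that were not scaled per cell. The suffixes of the barcodes tell 4 libraries apart, but the sources used here do not say which sample each library holds. All values are therefore given for the 4 libraries together as 1 pooled sample, or for each library as a sample of unknown treatment, and PBS was not compared with TIOs+NIR3. The libraries numbered 1 to 4 by their suffixes held 8111, 8902, 6902 and 9149 barcodes and 108646352, 81369540, 69255999 and 96493208 UMIs. Their median depths were 11094, 2524.5, 2640 and 6985 UMIs per barcode, and over the whole matrix a barcode held a median of 4986 UMIs and 1921 genes. Cells that passed the paper's filter were scaled to 10000 UMIs, log transformed, reduced to 30 principal components of 2000 variable genes and grouped by Leiden clustering. Clusters were then named from a fixed list of marker genes. Neither the choice of resolution nor doublets, which were kept, is settled by the paper's text, and both can change the classes. As no library is linked to a sample, replicates of a treatment were not used, and intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only.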

To obtain a full picture of TIOs-induced immunological changes in the tumours, CD45^+^ leucocytes from 4T1 tumour-bearing PBS-treated and TIOs+NIR^3^-treated mice were subjected to single-cell RNA sequencing (scRNA-Seq) analyses. A total of 15603 single immune cells were analysed and clustered into 9 subsets on the two-dimensional t-SNE map (Fig. 6d). 

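The 32133 cells that passed the filter formed 30 clusters. From the fixed markers, 25 clusters were named as 12 cell classes, of which 9 were immune and 3 were not, and 5 clusters stayed unnamed. Neutrophil-like cells, with S100a8, S100a9, Csf3r and Cxcr2 among their markers, were the largest class of the pooled cells at 31.5% (95% interval 31.0 to 32.0%, 10114 cells). They also led inside libraries 2 and 3, at 45.9% and 48.2%. Library 1 was led by tumour or epithelial-like cells (53.6% against 11.3% neutrophil-like) and library 4 by monocyte-like cells (33.6% against 22.6%). Of the pooled cells, M2 macrophage-like cells (Arg1, Mrc1, Cd163 and Il10) made up 12.2% (11.9 to 12.6%) and monocyte-like cells 11.6% (11.2 to 11.9%), so these intervals overlap. M1 macrophage-like cells, named from Cd86, Cxcl9, Cxcl10, H2-Ab1 and Itgax, made up 5.02% (4.78 to 5.26%), conventional dendritic cell (cDC)-like cells 3.38% (3.19 to 3.58%) and CD4 T cell-like cells 3.09% (2.90 to 3.28%). The rarest immune classes of the pool were NK-like cells at 1.08% (0.973 to 1.20%) and CD8 T cell-like cells at 0.781% (0.688 to 0.884%). Plasmacytoid dendritic cell (pDC)-like cells were rarer still at 0.507% (0.433 to 0.591%). This order did not hold inside each library. In library 1 CD8 T cell-like cells made up 3.17% and monocyte-like cells 0.293%. In libraries 3 and 4 M1 macrophage-like cells made up 0.0295% and 0.0338%, below the NK-like cells (0.693% and 1.81%). The paper describes a sort for CD45. Yet 14.2% of the pooled cells were tumour or epithelial-like, with keratins and Epcam (13.8 to 14.5%). A further 12.5% were fibroblast-like (12.1 to 12.8%) and 1.08% were endothelial-like (0.967 to 1.20%). The immune classes together held 22223 cells, or 69.2% (68.7 to 69.7%). The unnamed clusters held 3.13% of the cells (2.95 to 3.33%). One of these, with 103 cells, carried markers of both mast cells and basophils.

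**Figure D1:**
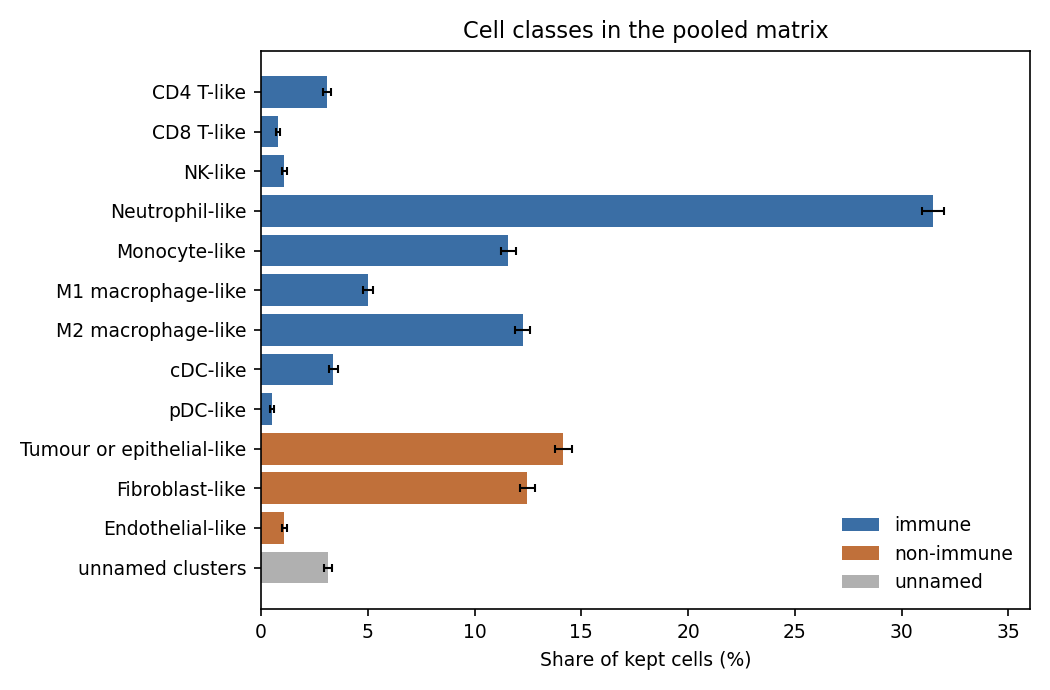
Share of the cells kept by the filter (%, horizontal axis) in each cell class, with all libraries pooled. Bars are immune classes (blue), non-immune classes (orange) and unnamed clusters (grey), and error bars are exact 95% binomial intervals for counting error; the neutrophil-like bar reaches 31.5% and the tumour or epithelial-like bar 14.2%.

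The classes were spread unevenly over the libraries, and 9 of the 30 clusters took over 90% of their cells from a single library. Library 1 supplied 1594 of the 1613 M1 macrophage-like cells, 249 of the 251 CD8 T cell-like cells and 4207 of the 4551 tumour or epithelial-like cells, and library 4 supplied 2987 of the 3720 monocyte-like cells. Since a library cannot be assigned to a treatment here, such a class can be a property of its library as well as a cell type. With library 1 left out and the cells clustered again, neither M1 macrophage-like nor CD8 T cell-like cells were named, and tumour or epithelial-like cells made up 1.42% and neutrophil-like cells 38.9%. With library 4 left out, neither NK-like nor pDC-like cells were named and monocyte-like cells made up 3.82%. Which cells are named CD8 T cell-like also depends on the clustering. With each cell reduced at random to 1000 UMIs before clustering, 566 such cells and no NK-like cells were named. Of the 566, 338, 18, 45 and 165 came from libraries 1 to 4. In the main clustering, libraries 2 to 4 held 15, 47 and 161 NK-like cells and 0, 0 and 2 CD8 T cell-like cells. The class named after this reduction thus had about the size of the NK-like class there. Its counts do not show CD8 T cells in libraries 2 to 4. The paper states that its immune cells fell into subsets on the t-SNE map and goes on to compare the size of those subsets between PBS and TIOs+NIR3 tumours.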

For TIOs+NIR^3^-treated mice, increased populations of CD4^+^, CD8^+^, NK (natural killer), M1 macrophages, and monocyte cells but decreased percentages of M2 macrophages and neutrophils were observed. Notably, the larger subpopulation of M1 macrophages originated from M2 macrophages, because expression of the M2 marker (Arg1) was decreased (Fig. 6e and Supplementary Figs. 14–15). Further analyses of the expression data revealed that genes encoding chemotactic cytokines such as Ccl5, Cxcl9 and Cxcl10 as well as genes important for T and/or NK-cell activation (Cd69 and Klrk1) had elevated expression in TIOs+NIR^3^-treated mice (Supplementary Fig. 14). In addition, the expression of effector genes critical for antitumour immunity (such as Ifng, Gzms and Fasl) was also upregulated in the therapeutic tumour samples (Supplementary Fig. 14).

Metastasis is a major challenge in the cancer treatments^1,2^. For TIOs+NIR^3^ treated mice, no metastases appeared at day 25, while lung metastases were found in PBS-treated and TIOs alone treated mice (Supplementary Fig. 16). Encouraged by the TIOs-induced antitumour immune response, we explored immune memory and vaccination effect in BALB/c mice engrafted subcutaneously with 4T1 tumour cells. On day 11, 4T1 cells were subcutaneously injected again into the left sides of mice that received complete TIOs+NIR^3^ treatments or PBS treatment (Supplementary Fig. 17). Encouragingly, the mice treated with TIOs+NIR^3^ had the ability to resist the second transplanted tumours for 50 days, while the tumours grew rapidly on both sides of PBS-treated mice (Supplementary Fig. 17).

As in the scRNA-Seq analyses, the population of monocytes and M1 macrophages increased significantly in TIOs+NIR^3^ treated 4T1 tumour-bearing BALB/c mice (Supplementary Fig. 15c), which indicated a typical inflammatory symptom^38^. We assessed the concentrations of proinflammatory factors (IL-1β, IL-18, HMGB1) in tumours or in serum. The results showed that in TIOs+NIR^3^ treated 4T1 tumour-bearing BALB/c mice, the level of inflammation was hundreds-fold higher in the tumour bed, indicating an acute inflammation has been triggered in tumours (Supplementary Fig. 18a). Compared with that in tumours, the increase of IL-1β, IL-18, and HMGB1 levels in the serum was not severe, suggesting that TIOs+NIR^3^-triggered antitumour immune response is relatively safe and does not cause hyperactive immune response or substantial systematic inflammation (Supplementary Fig. 18b). Notably, in the above acute inflammatory environments, genes that are known to have protumour or immunosuppressive effects, such as Csf1, Vegfa, Arg1, Cd274 (encoding PD-1) and Pdcd1lg2 (encoding PD-L2), showed decreased expression upon TIOs+NIR^3^ treatment (Fig. 6b and Supplementary Fig. 15b), suggesting the acute inflammation could benefit the potent antitumour immune function by not only increasing the infiltration of T cells but also improving the vitality of T cells.

### STING activation rescued the low-intense oncolysis caused T-cell exhaustion

As mentioned, excessive lytic cell death may lead to cytokine release syndrome (CRS). Therefore, from the perspective of safety, the induction of antitumor immunity through low intense oncolysis has more clinical application prospects^27^. Fortunately, the TIO system was a reliable tool for tuning the efficiency of oncolysis or the intensity of cytokine release by NIR light. Thus, we investigated whether a reduced TIOs mediated oncolysis could also trigger antitumour immune function. Same amount of TIOs were intravenously injected into 4T1 tumour bearing mice, then a single time NIR light irradiation was used. The T-cell flow cytometry analysis showed, in TIOs+NIR^1^ treated tumour beds, the population of CD3^+^, CD4^+^ and CD8^+^ T cells could be increased to the same level of TIOs+NIR^3^ treated mice, and the Treg cells also decreased (Fig. 6m). All the above data pointed a substantial immune response after reduced oncolysis and gave us a confidence in reduced oncolysis mediated antitumour immunotherapy. However, the tumour volume growth rapidly in TIOs+NIR^1^ treated mice (Fig. 6g), indicating though the reduced oncolysis could recruit enough T cells to infiltrate the tumours, no antitumor effects were generated. The contradiction between therapeutic effects and immune response urged us to explore the reciprocal loops of cell death, inflammation and immunity in reduced oncolysis.

A more detailed immune analysis showed the effect memeroy–like subset (T_EM_, CD62L^+^ CD44^−^) of CD8^+^ T cells^15^ increased in TIOs+NIR^1^ treated mice (Fig. 6j), indicating a chronic inflammatory environment in TIOs+NIR^1^ treated tumours^39^. Recently, emerging evidence showed the T-cell exhaustion happened in chronic inflammatory tumour microenvironment and led to immune dysfunction^15,40^. Inspired by this point, we analysed the inflammation in TIOs+NIR^1^ treated mice, as shown, compared with TIOs+NIR^3^ treatment, the IL-1β, IL-18 and HMGB-1 release in tumour beds were almost four fifths lower (Supplementary Fig. 17a, c). Notably, although the level of inflammation was low, it lasted a long time (Supplementary Figs. 17, 23). As reported early, in a chronic inflammatory environment, the CD8^+^ T cell would be exhausted by upregulating the PD-1 expression^15,40,41^^.^ Thus, we analysed the PD-1 expression of tumour infiltrated CD8^+^ T cells in TIOs+NIR^1^ treated 4T1 tumour bearing mice by flow cytometry. Different with the down-regulated PD-1 expression in TIOs+NIR^3^ treatment, after NIR light irradiation, the PD-1 expression increased in TIOs+NIR^1^ treated mice (Fig. 6j). Thus, we investigated whether synergizing with anti-PD-1 therapy could rescue the failure in TIOs+NIR^1^ treatments^41^. During the four-times anti-PD-1 treatments, the tumour regression occurred in TIOs+NIR^1^ + PD-1-treated mice, which revealed that the reduced oncolysis-induced antitumour immunity could be enhanced by anti-PD-1 therapy (Fig. 6f–h and Supplementary Fig. 19a–c). However, after finishing the administration of anti-PD-1 antibodies, the tumour volumes began to rebound again and quickly reached 1000 mm^3^ at day 35 (Fig. 6h). In fact, this phenomenon was reasonable, because anti-PD-1 antibody could only relieve the killing inhibition of tumour infiltrating CD8^+^ T cells but could not fundamentally reshape the exhausted T cells^40,41^. Therefore, after anti-PD-1 antibodies were completely metabolized in the mice, the tumours would show immune dysfunction again^41^. The expression of TCF1, a transcription factor marker of stem cell–like T cells has been used to indicate the stemness of PD-1^+^CD8^+^ T cells^40,41^. In TIOs+NIR1 treated mice, the intensity of TCF1 decreased, showing the stemness of PD-1^+^ CD8^+^T cells were low. The cGAS-STING have showed a positive role in the differentiation of stem cell–like T cells, thus manipulating cGAS-STING pathway may enhance T cell-based immunotherapy^15,40,42^. In TIOs+NIR^1^ + cGAMP^4^ treated 4T1 tumour bearing mice, four times cGAMP were injected intratumorally (Fig. 5f), compared with PBS-treated, cGAMP alone treated and TIOs+NIR^1^ treated mice, the tumour disappeared by treating with TIOs+NIR^1^ + cGAMP^4^ (Fig. 6i). Notably, the impressive tumour immune response and the high benefits of combined therapy can maintain in 50 days (Fig. 6i), suggesting STING activation released a more powerful boost to durative antitumour immunity. Then, we performed a detailed T cell analysis, the results showed, after STING activation, the PD-1 expression was decreased in CD8^+^ T cells, moreover, the T_EM_ subset (CD62L^+^ CD44^−^) of CD8^+^ T cells and the stemness of PD-1 positive CD8^+^ T cells was increased (Fig. 6k), indicating STING activation reshaped tumour-infiltrating T cells^15^.

## Discussion

Here, we showed a T-cell-inspired oncolytic system efficiently triggered lytic cell death in a NIR light controllable and catalytic manner, which provided insight for designing artificial systems to break through the natural restrictions to manipulate oncolysis. The application of our system in vivo confirmed the powerful antitumour immune function and immune double-edged sword effect in oncolysis. Thus, a CAR-T cells like system capable of targeting peroxidised PUFA-PLs may improve the efficacy of anti-cancer immunotherapy. An artificial oncolytic system independent of intrinsic mechanisms provided an approach for understanding the unique nature of immunogenicity of oncolysis induced antitumor immunity. The initial intensity of inflammation induced by oncolysis was critical for the generation of potent antitumour immunity and immune memory. The chronic inflammation caused by oncolysis may result in T-cell exhaustion and tumour progression. The synergising oncolysis with STING activator could provide a persistent stimulus for antitumor immunity by reshaping the stemness of CD8^+^ T cells.

## Methods

### Data reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized and investigators were not blinded to allocation during experiments and outcome assessment. Ethical compliance with the IACUC protocol was maintained. In none of the experiments did the size of the tumour graft surpass 2 cm in any two dimensions, and no mouse had severe abdominal distension (≥10% increase in original body weight), as outlined by the Animal Experimental Ethical Inspection committee of the Laboratory Animal Centre, Wenzhou Medical University (ID number: xmsq2021-0530).

### Materials

Annexin V-FITC and propidium iodide staining kits (556547) were purchased from BD Biosciences. Singlet Oxygen Sensor Green Reagent (S36002), Image-iT® Lipid Peroxidation Kit (C10445), NucBlue™ Live ReadyProbes™ Reagent (Hoechst 33342) and ProLong™ Diamond Antifade Mountant with DAPI (P36971) were obtained from Invitrogen. PageRuler™ Prestained Protein Ladder (26617) was obtained from Thermo Scientific. DiD Perchlorate (DiIC18(5)) for live-cell imaging (40758ES25) were obtained from Yeasen Biotechnology. Ferrostatin-1 (S7243) and liproxstatin-1 (S7699) were purchased from Selleck. Calcein-AM and Trolox were purchased from Sigma‒Aldrich. Plasma Membrane Protein Isolation and Cell Isolation Kit (Minute™, SM-005) was purchased from Invent Biotechnologies. Lipid Peroxidation MDA Assay Kit (S0131S) was purchased from Invent Biotechnologies Beyotime. Cell viability and LDH release assays were performed by using the Cell Counting Kit-8 (DOJINDO, CK04-20) and Cytotoxicity LDH Assay (DOJINDO, 341-91754), respectively. Enzyme-linked immunosorbent assay (ELISA) kits for IL-1β, IL-6, IL-18, and HMGB1 were purchased from MEIMIAN Biology.

Anti-glutathione peroxidase 4 (ab125066), integrin α4 (D2E1) XP® rabbit mAb (CST8440), integrin β1 (D6S1 W) rabbit mAb (CST34971), VCAM-1 (D8U5 V) rabbit mAb (CST39036), SIRPα/SHPS1 (D6I3 M) rabbit mAb (CST13379), anti-rabbit IgG (H + L), F(ab’)2 fragment (Alexa Fluor® 488 conjugate) (CST4412), anti-β-actin (CST8457) were purchased from Cell Signalling Technology. Anti-GSDME (ab215191) and anti-GSDMD (ab209845 or ab219800) were purchased from Abcam. CD24 monoclonal antibody (M1/69) (14-0242-82) was purchased from Invitrogen. The CD47 rabbit mAb (A1838) was purchased from ABclonal. Purified anti-mouse CD31 antibody (102402), Purified anti-mouse Siglec-G antibody (163302), Brilliant Violet 785™ anti-mouse CD274 (B7-H1, PD-L1) antibody was purchased from BioLegend. For fluorescence-activated cell sorting (FACS) analyses of tumour-infiltrating lymphocytes, FITC anti-mouse CD45 antibody-S18009F, APC/Cyanine7 anti-mouse CD3-17A2, APC anti-mouse CD4-RM4-4, and PE/Cyanine7 anti-mouse CD8a-53–6.7 were purchased from BioLegend. The PE FOXP3 monoclonal antibody (FJK-16s) was obtained from Invitrogen. CD44-PerCP-Cy5.5 (IM7), CD62L-BV510 (MEL-14) were purchased from BD Biosciences. PD-1-BV605 (J43) was purchased from BioLegend.

The InVivoMAb anti-mouse PD-1 antibody (clone J43) used to treat 4T1 tumours was obtained from BioXcell. For immune cell depletion, anti-mouse CD4 (clone GK1.5), anti-mouse CD8 (clone YTS 169.4), anti-mouse IL-1β (clone B122) and anti-mouse IL-18 (clone YIGIF74-1G7) antibodies were produced by BioXcell.

### Cell lines and cell culture conditions

4T1, CT26 and Raw 264.7 cells were kindly provided by the Stem Cell Bank, Chinese Academy of Sciences. EMT6, TC-1, AML12 and TCMK-1 cells were obtained from the American Type Culture Collection (ATCC). Raw 264.7 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% (v/v) foetal bovine serum (FBS, Gibco) and 1% Pen Strep (Gibco). 4T1, CT26, EMT6, TC-1, and cells were grown in RPMI 1640 medium (Gibco) containing 10% FBS and 1% Pen Strep. AML12 cells were grown in 1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F12 medium with 0.005 mg/mL insulin, 0.005 mg/mL transferrin, 5 ng/mL selenium, and 40 ng/mL dexamethasone, 90%; foetal bovine serum, 10%. TCMK-1 cells were grown in the base medium for this cell line is ATCC-formulated Eagle’s Minimum Essential Medium, Catalogue No. 30-2003. To make the complete growth medium, add the following components to the base medium: foetal bovine serum to a final concentration of 10%. All cells were grown at 37 °C with 5% CO_2_. All cell lines were confirmed to be mycoplasma negative by the standard PCR method. The identity of the cells was frequently checked by morphological features but was not authenticated by short tandem repeat (STR) profiling. Mouse BMDMs were differentiated in vitro from isolated bone marrow cells. Bone marrow cells collected from mouse femurs and tibias were incubated for 7 days in DMEM containing 20% FBS, 1% Pen Strep, and 10 ng/mL M-CSF (Sigma‒Aldrich).

### Preparation and characterization of the TIOs

#### Preparation of TIOs

The synthesis of RSL3@azo-Ce6-mSiO_2_-UCNPs is described in the Supplementary Methods (see Supplementary Information). Then, 300 µg ml^−1^ RSL3@azo-Ce6-mSiO_2_-UCNPs were incubated with Raw 264.7 cells (~10^7^ cells/dish) for 6 h, followed by gentle washing with PBS or DMEM complete medium to generate the precursor of TIOs. the precursor of TIOs (~10^7^ cells/tube, 1.0 ml) were immersed in liquid nitrogen, and after 24 h, they were thawed at 37 °C, centrifuged at 1000 rpm for 3 min, washed and resuspended in DMEM complete medium or PBS to generate TIOs (5 × 106 units/tube, 1.0 ml). The procedure used to generate RSL3-RhB load TIOs or BMDM version TIOs was similar to that used for TIOs.

#### Characterization of the TIOs system

The morphology, size distribution and zeta potential of the nanoparticles or TIOs were characterized by scanning electron microscopy (SEM, FEI Teneo), transmission electron microscope (TEM, FEI Tecnai Spirit) and dynamic light scattering (DLS, Malvern ZetasizerNano S90). The amount of loaded Ce6 was determined by the difference between the initial amount of Ce6 and the amount of Ce6 in the supernatant after centrifugation. The absorbance of Ce6 was determined by UV-visible spectrophotometer and quantified by the standard curve. The loading of azo and RSL3 in RSL3@azo-Ce6-mSiO_2_-UCNP_S_ was also determined using the same method as above.

#### Singlet oxygen generation by TIOs

After cotreatment with TIOs (10^5^ units/well) and singlet oxygen sensor green (SOSG) reagent (1.0 μl, 5.0 mM) in a 48-well plate for 5 min, followed by NIR light (980 nm, 1.0 W cm^−2^) for different time (2, 4, 6, 12, 24, 36, 60, 120, 180, 240, 300, 360, 600, 1200 and 1800 s), singlet oxygen was quantified by detecting the fluorescence of singlet oxygen (excitation/emission maxima ~504/525 nm) with a multimode reader (Spark, TECAN) and flow cytometry. Furthermore, TIOs were seeded in glass-bottom dishes (10^6^ units/dish) and coincubated with SOSG reagent (1.0 μl, 5.0 mM) for 5 min, followed by NIR light (980 nm, 1.0 W cm^−2^) for different time (5, 10, 15, and 20 min). The irradiation process was designed with an interval of 30 min after every 5 min of irradiation. Four cycles of irradiation were carried out before static image capture and flow cytometry. The fluorescence data for RhB and SOSG statistics were obtained from confocal images and analysis with Olympus FV31S software and flow cytometry.

#### Stability of TIOs under physiological conditions

To examine the stability of TIOs under physiological conditions, TIOs were resuspended in 1.0 ml PBS at 37 °C, and dynamic light scattering (DLS, Malvern Zetasizer Nano S90) combined with a cell counter was used at specified times to assess the change in TIOs. Stability at room temperature and 4 °C was also determined as described above.

### Membrane proteins evaluation of TIOs

#### Flow cytometry

The expression of SIRPα/SHPS1, CD47, Siglec-G, CD24, Integrin β1, Integrin α4 in the TIOs or BMDMs version TIOs, and the expression of VCAM-1 in tumour cells (EMT6, CT26, 4T1) were analysed by flow cytometry. Dispersed TIOs or BMDMs version TIOs (1 × 10^6^ units) in 100 μl of cell staining buffer, and add 0.25 μg of the corresponding antibodies (SIRPα/SHPS1 (D6I3 M) rabbit mAb, CD47 rabbit mAb, purified anti-mouse Siglec-G antibody, CD24 monoclonal antibody (M1/69), integrin α4 (D2E1) XP® rabbit mAb, integrin β1 (D6S1 W) rabbit mAb), incubating at 4 °C for 20 min in the dark, washing twice with 2.0 ml cell staining buffer. Then, adding 100 μl anti-rabbit IgG (H + L), F(ab’)2 fragment (Alexa Fluor® 488 conjugate) (1:1000) conjugated to the purified antibodies and incubate at 4 °C for 30 min in the dark. Meanwhile, dispersed EMT6, 4T1 and CT26 cells (1 × 10^6^) in 100 μl of cell staining buffer, then add 0.25 μg of the corresponding flow antibody (anti-VCAM-1-purified or Brilliant Violet 785™ anti-mouse CD274) and incubate at 4 °C for 20 min in the dark. Washing twice with 2 ml of cell staining buffer, adding 100 μl anti-rabbit IgG (H + L), F(ab’)2 fragment (Alexa Fluor® 488 conjugate) (1:1000) and incubate at 4 °C for 30 min in the dark. Cells were washed twice with 2 ml of cell staining buffer and analysed by flow cytometry using Agilent Novocyte.

#### Mass spectrometry

Rapid isolation of native membrane proteins using the Plasma Membrane Protein Isolation and Cell Isolation Kit (Minute™) enables evaluation of membrane proteins on Raw 264.7 and TIOs. 5 × 10^7^ cells were resuspended in lysis buffer (8.0 M urea, 1% protease inhibitor cocktail) and sonicated three times at 4 °C using a high-intensity sonicator (Scientz). Removing the debris by centrifugation at 12,000 g for 10 min at 4 °C. After that, the supernatants were collected and the membrane protein solution was obtained by gradient centrifugation according to the manufacturer’s instructions. Finally, membrane proteins were identified by liquid chromatography tandem mass spectrometry analysis and the resulting LC-MS/MS data were processed using the MaxQuant search engine (v.1.6.15.0).

### In vitro tumour cell recognition and payload transportation

#### Evaluation of TIOs recognition of tumour cells

Tumour cells were seeded in glass-bottom dishes (4T1, CT26 and EMT6, 10^6^ cells/dish) with a Calcein-AM (10.0 μL, 1.0 mg ml^−1^) containing cell culture medium for 6 h. The tumour cells were washed twice with PBS to generate Calcein-AM-labelled 4T1, EMT6 or CT26 cells. DiD-labelled aGranules^ferro^-BK^raw^ (5 × 106 units/dish) were added and coincubated for 6 h, and unbound TIOs were removed by washing with PBS. Representative images of TIOs-bound tumour cells were observed and captured with an Olympus confocal microscope (Olympus FV3000). Binding of other cell lines (e.g., BMDC, BMDM, TC-1, AML12 and TCMK-1) to TIOs can also be treated according to this protocol.

#### Payload delivery by TIOs in vitro

TIOs-bound 4T1 cells were generated as described above. TIOs-bound 4T1 cells were seeded in glass-bottom dishes (~10^6^ 4T1 cells/dish) and treated with NIR light (980 nm, 1.0 W cm^−2^). The irradiation process was designed with an interval of 30 min after every 5 min of irradiation. Four cycles of irradiation were carried out before static image capture and flow cytometry. The fluorescence data for RhB statistics were obtained from confocal images and analysis with Olympus FV31S software and flow cytometry with an Agilent Novocyte flow cytometer.

### Cell death assays

#### Microscopy imaging of cell death

To observe the cell morphology after different treatments, tumour cells were seeded in glass-bottom dishes (10^6^ cells/dish) for 6 h, exposed to TIOs for 6 h (10^7^ units/dish), washed twice with PBS, and then treated with NIR light (980 nm, 1.0 W cm^−2^, 5 min). To perform lipid peroxidation staining, cells were resuspended in 1.0 ml DMEM containing 10.0 μM BODIPY 581/591 C11 and incubated for 30 min at 37 °C in a 5% CO_2_ incubator. The cells were washed and resuspended in 500 μl fresh PBS (Gibco) and then analysed immediately on an Olympus confocal microscope. The image data shown are representative of at least three randomly selected fields.

#### Lipid peroxidation assessed by BODIPY 581/591 C11 reagent

4T1 cells were seeded in glass-bottom dishes (10^6^ cells/dish) for 6 h and add 1.0 ml of RPMI 1640 medium containing 10 μM BODIPY 581/591 C11 and incubate for 30 min at 37 °C for lipid peroxidation staining. Remove media and wash cells three times with PBS. TIOs (5 × 106 units/dish) were added and coincubated for 6 h and unbound TIOs were removed by washing with PBS, and then treated with NIR light (980 nm, 0.2 W cm^−2^) for different times (0, 1, 2 min). The fluorescence data for nonoxidized C11 (PE channel) and oxidized C11 (FITC channel) were obtained from confocal images and analysis with Olympus FV31S software and flow cytometry with an Agilent Novocyte flow cytometer. Determine lipid peroxidation by quantitating the fluorescence intensities and calculating the ratio of intensity in FITC channel to the intensity in PE channel. *Lipid peroxidation assessed by MDA assay*. TIOs-bound tumour cells were seeded into 6-well plates for 6 h and treated with NIR light (980 nm, 1.0 W cm^−2^, 5 min). The MDA content in tumour cells and tissues was measured using a Lipid Peroxidation MDA Assay Kit. Cells were lysed by adding 100 μl of cell lysis buffer per 1 million cells. After lysis, 100 μl of supernatant was obtained by centrifugation at 10,000 g–12,000 g for 10 min at 4 °C, followed by the addition of 200 μl of MDA assay working solution. After mixing, the mixture was heated at 100 °C for 15 min. The water bath was cooled to room temperature and centrifuged at 1000 g for 10 min at room temperature. Then, 200 μl of supernatant was added to a 96-well plate, and the absorbance was measured at 532 nm with a microplate reader.

#### Cell viability and LDH release assays

TIOs-treated tumour cells were cultured in a 48-well plate (10^4^ cells/well) for 6 h before being subjected to NIR light (980 nm, 1.0 W cm^−2^, 5 min). The pan-caspase inhibitor Z-VAD-FMK (z-VAD, 50.0 µM, 24 h), the lipid peroxidation inhibitors ferrostatin-1 (Fer-1, 2.0 µM, 24 h), liproxstatin-1 (1.0 µM, 24 h) and Trolox (1.0 µM, 24 h) were added to the culture medium respectively to detect effects on LDH release, cell viability and MDA content. In addition, the equivalent number of RSL3@azo-Ce6-mSiO_2_-UCNPs-treated but not TIOs-treated 4T1 cells were cultured in a 48-well plate for 6 h before being exposed to NIR light (980 nm, 1.0 W cm^−2^, 5 min). The pan-caspase inhibitor Z-VAD-FMK (z-VAD, 50.0 µM, 24 h) was added to the culture medium to detect effects on LDH release and cell viability. The experiments were conducted by following vendor-provided protocols, and all tests were repeated at least three times.

#### Transwell assay

The 4T1 cells (10^4^ cells/well) were cultured in the bottom wells, and the TIOs (10^5^ units/well) were cultured in the top wells. The samples were treated with or without NIR light (980 nm, 1.0 W cm^−2^, 5 min), and 6 h later, toxicity was measured by using the CCK-8 and Cytotoxicity LDH Assay Kit (Dojindo, following the manufacturer’s instructions). The Transwell polycarbonate membrane cell culture insert set (Labselect, 3.0 μm pore size) was fitted into a 24-well cell culture plate for this study.

### Western blotting

Western blotting was used to detect the protein expression in tumour cells treated with TIOs and NIR light (980 nm, 1.0 W cm^−2^, 5 min). TIOs-bound tumour cells were seeded into 6-well plates for 6 h and treated with NIR light (980 nm, 1.0 W cm^−2^, 5 min). The cells were lysed to extract protein by adding 100 μl of cell lysis buffer per 1 million cells. Briefly, separated proteins were transferred to PVDF membranes (Merck Millipore) by SDS‒PAGE. After 10 min of blocking in Protein Free Rapid Blocking Buffer (Epizyme Biotech), the membranes were incubated overnight at 4 °C with diluted primary antibody (1:1000). After washing 5 times with TBST, the membrane was further incubated with diluted anti-rabbit IgG HRP-linked antibody (1:5000) for 90 min. After 5 times washing in TBST, the membrane was immersed in Thermo Scientific SuperSignal West Pico PLUS chemiluminescent substrate and exposed using an Amersham lmageQuant 800 (Cytiva). For 4T1 cells, the expression of GPX4 (ab125066), was detected. For EMT6 and CT26 cells, the cleavage of GSDME (ab215191) or GSDMD (ab209845 or ab219800) were detected. For testing the VCAM-1 (CST39036) expression in BMDC, BMDM, TC-1, AML12, TCMK-1, 4T1, CT26 and EMT6, the above protocol can be used.

### Tumour targeting, penetration and biodistribution

#### MPI imaging

Tumour cells (4T1, EMT6, CT26, 1 × 106 cells) in 25 μl PBS were implanted into the right flank of BALB/c female mice (6-weeks-old). When the tumour volumes reached ~150 mm^3^ (7–10 days), the mice were randomly divided into five groups (*n* = 3 in every group), then TIOs-Fe_3_O_4_ (2 × 10^6^ units/mouse) was injected intravenously. MPI imaging is performed using an MPI scanner (Magnetic Insight Inc, MOMENTUM). The frequency of MPI is 45 kilohertz. The magnetic gradient intensity of MPI is 0–5.5 T/m. During the experiment, mice were anesthetized with 2% isoflurane at 2 L/min oxygen flow. In addition, tumours and major organs (heart, liver, spleen, lungs, and kidneys) were collected at 6, 24, 48, 72, and 96 h after injection and imaged by an MPI scanner (Magnetic Insight Inc, MOMENTUM). The analysis of MPI imaging data processed by VivoQuant software 2.0.

#### Tumour penetration

To construct the tumour model, 1 × 10^6^ 4T1 cells in 25 μl of PBS were implanted into the right flank of BALB/c female mice (6~8 weeks). When the tumour volume reached 100 mm^3^, the tumour-bearing BALB/c female mice were intravenously administered DiI labelled TIO_S_ (5 × 106 units/mouse). 24 h post injection, tumours were harvested and washed with PBS, followed by a well-established frozen section protocol (Leica CM3050S). The frozen sections of the tumours were analysed and imaged with confocal microscopy (Olympus FV3000). The blood vessels in the tumour were stained with a primary anti-CD31 antibody (1:100, BioLegend, 102402) followed by an Alexa Fluor 488-conjugated secondary antibody (1:400, CST, 4416).

### Light controlled peroxidation in tumours

#### To quantify the lipid peroxidation in samples from animals that were intravenously injected with TIOs or the indicated control on day 7

Each of the treatments was followed by NIR light (980 nm, 1.0 W cm^−2^, 5 min) on days 8, 9, and 10. Tumours were collected on day 11, and a single-cell suspension was first prepared as described in the previous section. The suspension was centrifuged, and the cell pellets were washed twice with cell staining buffer, blocked with 0.25 µg of TruStain FcX™ PLUS antibody per 10^6^ cells in a 100 µl volume for 5~10 min at 4 °C, washed and stained with anti-CD45 antibody followed by BODIPY 581/591 C11. Cells were strained through a 40 μM cell strainer and analysed immediately with a flow cytometer. For BODIPY 581/591 C11 staining, the signals from both nonoxidized C11 (PE channel) and oxidized C11 (FITC channel) were monitored. The ratio of the mean fluorescence intensity (MFI) of FITC to the MFI of PE was calculated for each sample. The data were normalized to control samples and shown as the relative lipid ROS. In addition, tumours were collected on day 11 and washed with PBS, followed by a well-established frozen sectioning protocol (Leica CM3050S). To perform lipid peroxidation staining, frozen sections of the tumours were treated with 100 μl DMEM containing 10 μM BODIPY 581/591 C11 and incubated for 30 min at 37 °C in a 5% CO_2_ incubator. The frozen sections were washed three times with 2 mL PBS and then analysed immediately on an Olympus confocal microscope. The imaging data shown are representative of at least three randomly selected fields.

### In vivo antitumour study

All mice used were purchased from Charles River Laboratories. To construct the tumour model, 1 × 10^6^ 4T1, EMT6 or CT26 cells in 25 μl of PBS were implanted into the right flank of Nu/Nu nude female mice (for 4T1 cells) or BALB/c female mice (6~8 weeks). Mice were intravenously injected with TIOs (5 × 10^6^ units/mouse) or an indicated control on day 7, and each of the treatments was followed by NIR light (980 nm, 0.5 W cm^−2^, 5 min) on days 8, 9, and 10. After monitoring tumour growth, the mice were euthanized once the tumours reached ~1000 mm^3^ in size.

#### Evaluation of the immune memory effect of TIOs

Subcutaneous 4T1 tumour-bearing BALB/c female mice were intravenously injected with TIOs (5 × 10^6^ units/mouse) or the indicated control on day 7. After three cycles of treatment with a 980 nm laser (0.5 W cm^−2^, 5 min), the mice were inoculated subcutaneously again on the left flank with 4T1 cells (5 × 10^5^ cells/mouse). After monitoring tumour growth, the mice were euthanized once the tumours on the right flank reached ~1000 mm^3^ in size.

#### Evaluation of the efficacy of TIOs against tumours in nude mice

4T1 cells (1 × 10^6^ cells) in 25 μl PBS were implanted subcutaneously into the right flanks of female *nude* mice (6~8 weeks). Nude mice were injected intravenously with TIOs (5 × 10^6^ units/mouse) or the indicated controls on day 7, and each of the treatments was followed by NIR light (980 nm, 0.5 W cm^−2^, 5 min) on days 8, 9, and 10.

#### Evaluation of the efficacy of TIOs+anti-PD-1 in the treatment of tumours

A 4T1 tumour model was established in female mice (6–8 weeks) using the same method. Mice were injected intravenously with TIOs (5 × 10^6^ units/mouse) or the indicated controls on day 7 after tumour inoculation, and the tumours were treated with a 980 nm laser (0.5 W cm^−2^, 5 min) on day 8; each treatment was followed by 4 intraperitoneal injections of anti-PD-1 (100 μg/mouse, on days 9, 11, 13 and 15).

### Side-effect analysis in a mouse tumour model

#### For histological evaluation

Tumour-bearing mice were killed after indicated treatments, and kidneys, hearts, lungs, spleens, and livers were removed and fixed with 4% formalin overnight. After dehydration by graded ethanol treatment, tissue samples were embedded in paraffin and sectioned for hematoxylin and eosin staining. Independent experiments were performed with three mice in each experimental group. Data were analyzed by a professional clinician.

#### Systemic inflammatory response

On day 1, 2, 3, 4 and 5 after intravenously injection of TIOs, blood was gained from the eyeballs of mice to detect RBC, WBC and PLT, and serum IL-6 concentration was detected by ELISA. In addition, the rectal temperature and body weight of mice were measured.

### Immune cell depletion and cytokine neutralization

Each tumour-bearing mouse was intraperitoneally administered 200 μg of anti-mouse CD4, anti-mouse CD8 or the isotype-control antibody on days 7, 8, 9 and 10 after inoculation of 4T1 cells. To verify the depletion efficiency, the percentage of CD4^+^ or CD8^+^ T lymphocytes in the spleen was determined on day 16 by using an Agilent Novocyte flow cytometer. For cytokine neutralization experiments, 100 μg of anti-IL-1β (BE0246, BioXcell), anti-IL-18 (BE0237, BioXcell) or anti-HMGB1 (SQab20175, Arigo Biolaboratories) was intraperitoneally injected into each tumour-bearing mouse 3 times (once every 3 days).

### FACS analyses of tumour-infiltrating lymphocytes

To construct the tumour model, 4T1 cells (1 × 10^6^ cells/mouse) in 25 μl PBS were implanted into the right flanks of BALB/c female mice (6–8 weeks). Mice were intravenously injected with TIOs or the indicated control on day 7, and each of the treatments was followed by NIR light (980 nm, 1.0 W cm^−2^, 5 min) on days 8, 9, and 10. For FACS of tumour-infiltrating lymphocytes, tumours were collected on day 13. The tumours were dissected from the surrounding fascia, weighed, and minced into pieces with a gentleMACS Dissociator (Miltenyi Biotec). Cell clumps were removed with a 100-μm cell strainer to obtain single-cell suspensions. The suspension was centrifuged, and the cell pellets were washed twice with cell staining buffer (Biolegend), blocked with 0.25 µg of TruStain FcX™ PLUS (anti-mouse CD16/32, BioLegend) antibody per 10^6^ cells in a 100 µl volume for 5~10 min at 4 °C, and incubated with anti-CD45-FITC (S18009F, BioLegend), anti-CD3-APC/Cyanine7 (17A2, BioLegend), anti-CD4-APC (RM4-4, BioLegend) and anti-CD8-PE/Cyanine7 (53–6.7, BioLegend) antibodies at predetermined optimum concentrations (0.25 µg per 10^6^ cells in a 100 µl volume) at 4 °C for 20 min in the dark. The LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit (L34963, Invitrogen) was used to determine cell viability during FACS analysis. The FOXP3 Fixation/Permeabilization Kit (00-5521-00, Invitrogen) was used to stain intracellular FOXP3 following the manufacturer’s instructions.

### Cytokine measurements

In vitro, to detect the release of inflammatory factors from the TIOs, Raw 264.7, LNT Raw 264.7, precursors of TIOs and TIOs were subjected to the indicated ELISA treatment at different time points. Raw 264.7 was seeded in a 6-well plate (10^6^ cells/well) for 12 h, then RSL3@azo-Ce6-mSiO_2_-UCNPs (100 μl, 300 μg ml^−1^) were added and incubated for 4 h, washed three times with PBS, then 1 ml of fresh medium was added. Suspensions in well plates were collected at different time points (6, 12, 24 and 48 h) and centrifuged at 3000 rpm for 30 min at 4 °C for ELISA. Meanwhile, the prepared LNT Raw 264.7 (liquid nitrogen treated Raw 264.7) and TIOs were thawed from liquid nitrogen and washed three times with PBS. Resuspend the samples in 1 ml of fresh medium and add to a 6-well plate (10^6^ units/well). The suspension in the well plates were collected at different time points (6, 12, 24 and 48 h) and then centrifuged at 3000 rpm for 30 min with the corresponding ELISA kits (MEIMIAN Biology) to measure IL-1β, IL-6, IL-10, IL-12, IL-18, TNF-α and HMGB1. In addition, the suspension of precursors of TIOs for 6 h and TIOs treated with NIR 980 nm (0.5 Wcm^−2^, 5 min) were collected and centrifuged at 3000 rpm for 30 min at 4 °C for ELISA.

Moreover, tumour homogenates were collected, and orbital blood of mice was collected for coagulation and centrifugation to collect serum. ELISA measurements of IL-1β, IL-18 and HMGB1 concentrations in the serum and tumour homogenates of mice subjected to the indicated treatments were obtained (following the manufacturer’s instructions).

### FACS analyses of CD8^+^ T cell stemness

To construct the tumour model, 4T1 cells (1 × 10^6^ cells/mouse) in 25 μl PBS were implanted into the right flanks of BALB/c female mice (6–8 weeks). Mice were intravenously injected with TIOs or the indicated control on day 7, and each of the treatments was followed by NIR light (980 nm, 0.5 W cm^−2^, 5 min) on days 8. Subsequently, each tumour-bearing mouse was Intratumorally administered 2.5 mg/kg of cGAMP on day 9, 11, and 13. For FACS of tumour-infiltrating lymphocytes, tumours were collected on day 14. The single-cell suspension was first prepared and blocked as described in the previous section, and incubated with anti-CD45-FITC (S18009F, BioLegend), anti-CD3-APC/Cyanine7 (17A2, BioLegend), anti-CD4-BV786 (GK1.5, BD Biosciences) and anti-CD8-PE/Cyanine7 (53–6.7, BioLegend), antibodies against CD44-PerCP-Cy5.5 (IM7, BD Biosciences), CD62L-BV510 (MEL-14, BD Biosciences), and PD-1-BV605 (J43, BioLegend) antibodies at predetermined optimum concentrations (0.25 µg per 10^6^ cells in a 100 µl volume) at 4 °C for 20 min in the dark. The LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit (L34963, Invitrogen) was used to determine cell viability during FACS analysis (following the manufacturer’s instructions). The FOXP3 Fixation/Permeabilization Kit (00-5521-00, Invitrogen) was used to stain intracellular anti-FOXP3-PE (FJK-16s, Invitrogen) and anti-TCF-1-Alexa647 (S33-966, BD Biosciences) following the manufacturer’s instructions.

### Single-cell RNA sequencing

FACS analysis of tumour-infiltrating lymphocytes and tumour-infiltrating lymphocytes isolated in tumour models was performed after staining with a PE-conjugated anti-mouse CD45 antibody (clone 30-F11, Biolegend). CD45^+^ immune cells were then enriched using a BD FACS Aria III flow cytometer. Cell viability was monitored in real time during the preparation of single CD45^+^ immune cell suspensions. Ten thousand cells (~600 single cells per microlitre) from each experimental group were barcoded and pooled using a 10x Genomics device. Samples were prepared according to the manufacturer’s protocol and sequenced on an Illumina NextSeq sequencer. The Cell Ranger Analysis Pipeline (v.3.0.2) was used for sample demultiplexing, barcode processing, alignment, filtering, UMI counting, and aggregation of sequencing runs. For quality control of the single-cell RNA-sequencing process, cells with <300 genes detected and cells with mitochondrial-encoding gene transcript counts exceeding 15% of total transcript counts were removed from subsequent analyses. Genes detected in less than three cells in the entire dataset were also excluded, resulting in a preliminary expression matrix of 15603 cells. 

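Of the 33064 barcodes in the deposited matrix, 414 held under 300 genes and 812 held over 15% mitochondrial UMIs, as summed over 37 mitochondrial genes. As 295 barcodes failed both limits, the filter removed 931 and kept 32133, or 97.2% (95% interval 97.0 to 97.4%). The matrix as deposited had thus not been through this filter, since its shallowest barcode held 44 genes and its highest mitochondrial share was 92.7%. The paper's count after the filter is 15603 cells. The filter kept 7847, 8614, 6783 and 8889 cells of libraries 1 to 4. A kept cell held a median of 5385 UMIs and 2017 genes. Of the 55450 genes, 28260 had a UMI in at least 3 kept cells. Among the other limits tried on the whole matrix, a minimum of 500 genes changed the count most, to 30654 cells, and removing rare genes before the cells left it at 32133.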

After obtaining the digital gene expression data matrix, dimensionality reduction, clustering and differential gene expression analysis were performed using Seurat (v.3.0.0.9000).

### Statistical analysis

All the values in the present study are presented as the mean ± SD unless otherwise indicated in the figure captions. One-way analysis of variance was used for multiple comparisons when more than two groups were compared, and Student’s *t*-test was used for two-group comparisons. All statistical analyses were conducted with the GraphPad Prism software package (PRISM 8.0; GraphPad Prism Software), Excel 2019. Survival curves were obtained using the Kaplan–Meier method and compared by the log-rank test. The threshold for statistical significance was *P* < 0.05.

### Animal ethics and general protocols for animal studies

All mouse studies were conducted in accordance with the principles and procedures outlined in the Guide for the Care and Use of Laboratory Animals (Ministry of Health, China), and the protocol was approved by the Animal Experimental Ethical Inspection committee of the Laboratory Animal Centre, Wenzhou Medical University (ID number: xmsq2021-0530). The tumour-bearing mice were subjected to the indicated treatments when the tumour volume reached 100 mm^3^ (~1 week after inoculation) or 200~300 mm^3^ (2~3 weeks after inoculation). Ethical compliance with the IACUC protocol was maintained. In none of the experiments did the size of the tumour graft surpass 2 cm in any two dimensions, and no mouse had severe abdominal distension (≥10% increase in original body weight), as outlined by the Animal Experimental Ethical Inspection committee of the Laboratory Animal Centre, Wenzhou Medical University.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

### Source data

Source Data

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD044912. Single-cell RNA sequencing of tumour-infiltrating immune cells were also deposited at the Gene Expression Omnibus (GEO) under accession number GSE227675. The remaining data supporting the findings of this study are included in the Article, Supplementary Information and Source Data. Source Data are available with the paper. Source data are provided with this paper.

# Supplementary material for: A cytotoxic T cell inspired oncolytic nanosystem promotes lytic cell death by lipid peroxidation and elicits antitumor immune responses
**Source:** Nat Commun. 2023 Sep 6;14:5456. doi: 10.1038/s41467-023-41335-1
**Supplement:** Supplementary file 1 — Supplementary Information

## ***Supplementary Information***

### **A Cytotoxic T Cell Inspired Oncolytic Nanosystem Promotes Lytic Cell Death by Lipid Peroxidation And Elicits Antitumor Immune Responses**

Zhigui Zuo<sup>1,\*</sup>, Hao Yin<sup>2,\*</sup>, Yu Zhang<sup>3</sup>, Congying Xie<sup>3</sup> and Qinyang Wang<sup>2,3,#</sup>

\* These authors contributed equally.

Higher Education Park  
Zhejiang, P.R. China, 325035

## Supplementary Methods

### Material and Methods

Unless specified, chemicals were purchased from Sigma-Aldrich and used without further purification. Tetraethyl orthosilicate (TEOS),  $\text{YCl}_3 \cdot 6\text{H}_2\text{O}$ ,  $\text{YbCl}_3 \cdot 6\text{H}_2\text{O}$ ,  $\text{TmCl}_3 \cdot 6\text{H}_2\text{O}$ , oleic acid, 1-octadecene, triethanolamine (TEA), sodium chloride (NaCl) and (3-aminopropyl)-triethoxysilane (APTES) were purchased from Sigma-Aldrich. Chlorin e6 (Ce6) were purchased from MedChemExpress.

### Data reporting

No statistical methods were used to predetermine the sample size. The experiments were not randomized, and the investigators were not blinded to the outcome assessment.

### Preparation and characterization of the TIOs

*Preparation of TIOs.* Preparation of RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs. azo-Ce6-mSiO<sub>2</sub>-UCNPs were synthesized according to a published procedure with some minor modifications. In brief,  $\text{YCl}_3 \cdot 6\text{H}_2\text{O}$  (482.3 mg, 1.59 mmol),  $\text{YbCl}_3 \cdot 6\text{H}_2\text{O}$  (155.0 mg, 0.4 mmol), and  $\text{TmCl}_3 \cdot 6\text{H}_2\text{O}$  (2.75 mg, 0.01 mmol) in deionized water were added to a flask containing 15 ml oleic acid and 30 ml 1-octadecene. The solution was heated and stirred under an argon atmosphere to get rid of water to obtain a uniform yellow liquid. Then 10 ml methanol solution of  $\text{NH}_4\text{F}$  (296.3 mg, 8 mmol) and NaOH (200 mg, 5 mmol) was added and the solution was stirred at room temperature for 1 h. After methanol evaporated, the solution was heated to 300 °C and kept for 1.5 h before it was cooled down to room temperature. The mixtures were first precipitated by the addition of 20 ml ethanol, and collected by centrifugation at 10000 r/min for 10 min. Product was re-dispersed with 5 ml cyclohexane and precipitated by adding 15 ml ethanol, then collected by the same centrifugation. After 4 times washing, the UCNP was re-dispersed in 20 ml cyclohexane. Then, 800  $\mu\text{mol}$   $\text{YCl}_3 \cdot 6\text{H}_2\text{O}$  in water solution was added into a flask containing 15 ml oleic acid and 30 ml 1-octadecene. The solution was heated and stirred under an argon atmosphere to get rid of water to obtain a uniform yellow liquid. The system was then cooled down to room temperature with the

flowing of argon. Then, 5 ml pre-prepared UCNPs (dispersed in cyclohexane) was added and kept for another 30 min before heated to 80 °C to remove cyclohexane. Then, 10 ml methanol solution of  $\text{NH}_4\text{F}$  (1 mmol) and  $\text{NaOH}$  (1.685 mmol) was added and the solution was stirred at room temperature for 2 h. After methanol evaporated, the solution was heated to 290 °C and kept for 1.5 h before it was cooled down to room temperature. The same washing steps were followed and sample was re-dispersed in 20 ml cyclohexane to obtain UCNPS.  $\text{Ce6}$  (2 mg), EDC (6 mg), APTES (12  $\mu\text{l}$ ), and NHS (4 mg) in DMSO (0.5 ml) were added to a flask. The solution was stirred at room temperature for 2 h to obtain APTES-Ce6. Hexadecyl trimethyl ammonium chloride (CTAC, 0.2 g) and 2 ml UCNPS were dissolved in turn in 10 ml water at 80 °C under intensive stirring. After 8 h, 2 ml methanol solution of tetraethyl orthosilicate (0.5 ml) was added dropwise and the resulting mixture was stirred for another 1 h. Then, 0.5 ml APTES- Ce6 was added and the solution was stirred at room temperature for 24 h. The  $\text{Ce6-mSiO}_2\text{-UCNPs}$  were collected by centrifugation and washed for several times with ethanol to remove the residual reactants.  $\text{Ce6-mSiO}_2\text{-UCNPs}$  was suspended in a solution containing ethanol (10 ml) and N-(3-triethoxysilyl)-propyl-4-phenylazobenzamide (0.08 g), and the suspension was stirred at 80 °C for 1 h. The product was collected by centrifugation at 13000 r/min for 15 min.  $\text{azo-Ce6-mSiO}_2\text{-UCNPs}$  and RSL3 solutions (mass ratio of  $\text{azo-Ce6-mSiO}_2\text{-UCNPs}$ : RSL3 = 1:1) were stirred at room temperature for 24 h to reach the equilibrium state. The  $\text{RSL3@azo-Ce6-mSiO}_2\text{-UCNPs}$  was collected by centrifugation at 7000 rpm for 15 min and was washed three times with water to remove the physically adsorbed RSL3.

Transmission electron microscopy (TEM) images were acquired on a JEM-2100F electron microscope operating at 200 kV. Standard TEM samples were prepared by dropping dilute products onto carbon coated copper grids. The size distributions and zeta potential of nanoparticles were characterized by dynamic light scattering (DLS, Malvern Zetasizer Nano S90). Upconversion luminescence emission spectra were recorded on FluoroLog-3 Spectrofluorometer (Jobin Yvon, France), with the excitation of a 450 W xenon lamp and an external 0 ~ 1 W adjustable 980 nm semiconductor

laser (Beijing Hi-tech Optoelectronic Co., China). Characterization of Ce6 and azo linkages by ultraviolet-visible (UV-Vis, UV-3101PC Shimadzu spectroscopy) spectroscopy.

Then, 300  $\mu\text{g ml}^{-1}$  RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs were incubated with Raw 264.7 cells ( $\sim 10^7$  cells/dish) for 6 h, followed by gentle washing with PBS or DMEM complete medium to generate the precursor of TIOs. the precursor of TIOs ( $\sim 10^7$  cells/tube, 1.0 ml) were immersed in liquid nitrogen, and after 24 h, they were thawed at 37 °C, centrifuged at 1000 rpm for 3 min, washed and resuspended in DMEM complete medium or PBS to generate TIOs ( $5 \times 10^6$  units/tube, 1.0 ml). The procedure used to generate RhB load TIOs or BMDM version TIOs was similar to that used for TIOs.

### **Preparation of TIOs-Fe<sub>3</sub>O<sub>4</sub>**

*Preparation of Fe<sub>3</sub>O<sub>4</sub>-DHCA.* Monodisperse Fe<sub>3</sub>O<sub>4</sub> was prepared from ferric acetylacetonate in oleic acid by high temperature thermal decomposition. Iron (III) acetylacetonate (12 mmol) and oleic acid (38 mmol) were added to benzyl ether (50 mL) and stirred magnetically under nitrogen for 30 minutes. The reaction mixture was slowly heated to 165°C for 30 min, followed by reflux at 280°C under nitrogen for another 30 min. Once the reaction is over, cool the black-brown mixture to room temperature. Clean the precipitate with ethanol 3 times and collect the precipitate under the condition of external magnet. The hydrophobic monodisperse Fe<sub>3</sub>O<sub>4</sub> is transferred to the aqueous phase by ligand exchange reaction to obtain Fe<sub>3</sub>O<sub>4</sub>-DHCA. 50 mg DHCA was dissolved in 6 mL tetrahydrofuran (THF) in a three-necked flask (25 mL). The solution is heated to 50°C under argon. Then, 18 mg of monodisperse Fe<sub>3</sub>O<sub>4</sub> was dispersed in 1 mL of THF and added drop by drop. After reaction for 3 h, it was cooled to room temperature, and Fe<sub>3</sub>O<sub>4</sub>-DHCA were precipitated by adding 500  $\mu\text{L}$  NaOH (0.5 M). Precipitation is collected by centrifugation (5000 rpm/min) and redispersed in water.

*Preparation of TIOs-Fe<sub>3</sub>O<sub>4</sub>.* TIOs-Fe<sub>3</sub>O<sub>4</sub> is prepared in a similar way to TIOs. The mixture of Fe<sub>3</sub>O<sub>4</sub>-DHCA (300  $\mu\text{g ml}^{-1}$ ) and RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs (300  $\mu\text{g/ml}$ ) was incubated with Raw 264.7 cells ( $\sim 10^7$  cells/dish) for 1, 2, 3, and 4 h and then

gently washed in DMEM complete medium to produce TIOs-Fe<sub>3</sub>O<sub>4</sub> precursors. The precursors of Fe<sub>3</sub>O<sub>4</sub>-TIOs were soaked in liquid nitrogen for 24 h, defrosted at 37 °C, centrifuged at 1000 rpm for 3 min, washed and then resuspended in DMEM complete medium or PBS to produce TIOs-Fe<sub>3</sub>O<sub>4</sub>.

#### **Cell lines and cell culture conditions**

After preparing a single-cell suspension from mouse spleen, CD8<sup>+</sup> T cells were negatively selected by IPHASE Mouse (ICR/CD1) CD8<sup>+</sup> T Cells Isolation Kit (iPhase Biosciences). Isolated CD8<sup>+</sup> T cells were cultured in 96-well flat bottom plates with precoated anti-CD3 (1 µg/mL; clone 145-2C11; BD Biosciences) and soluble anti-CD28 (1 µg/mL; clone 37.51; BD Biosciences) for 48 hours. CD8<sup>+</sup> T cells were added with complete RPMI1640 media with 10% FBS, 1% penicillin, 100 µg/mL streptomycin, 1 mM sodium pyruvate (Gibco), and nonessential amino acids (Gibco). CD8<sup>+</sup> T cells were used in experiments responding to review comments.

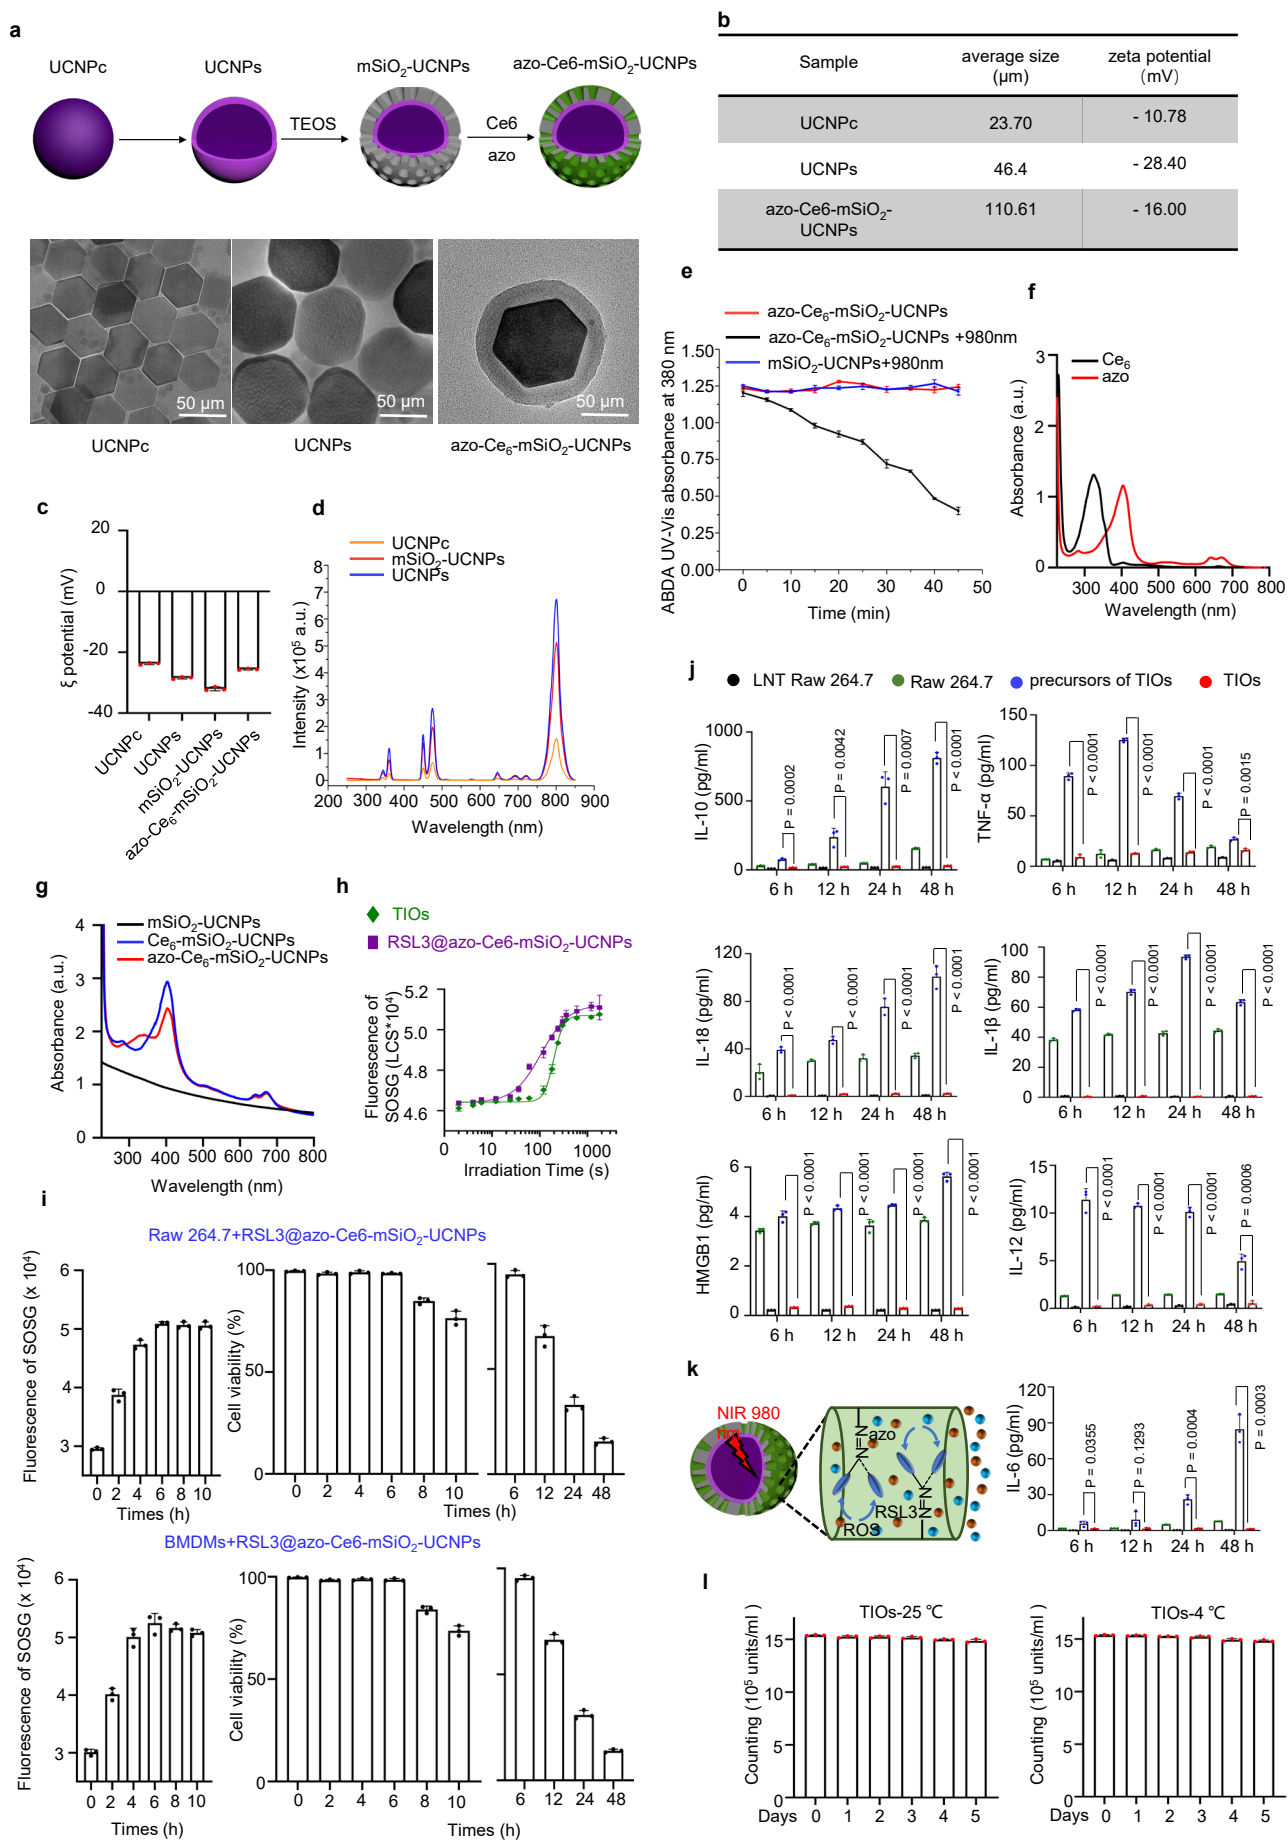

Supplementary Figure 1

**Supplementary Figure 1. Synthesis and characterization of TIOs.** **a**, The synthesis route of azo-Ce6-mSiO<sub>2</sub>-UCNPs (**top**) and Representative TEM images of UCNPs, UCNPs and azo-Ce<sub>6</sub>-mSiO<sub>2</sub>-UCNPs (**bottom**, scale bar = 50 nm, data shown are representative of two independent experiments.). **b-c**, Zeta potentials and the average size of UCNPs, UCNPs, azo-Ce<sub>6</sub>-mSiO<sub>2</sub>-UCNPs. Data are shown as mean  $\pm$  s.d. (n = 3 independent experiments). **d**, Emission spectra of UCNPs, UCNPs, mSiO<sub>2</sub>-UCNPs from UV to NIR light at the same concentration upon diode laser light exposure at 980 nm. **e**, Singlet oxygen generation by mSiO<sub>2</sub>-UCNPs with NIR, Ce6-mSiO<sub>2</sub>-UCNPs with and without NIR laser irradiation determined using an ABDA probe. Data are shown as mean  $\pm$  s.d. (n = 3 independent experiments). **f**, UV/Vis absorption spectra of Ce<sub>6</sub> and azo. **g**, UV/Vis absorption spectra of mSiO<sub>2</sub>-UCNPs, Ce<sub>6</sub>-mSiO<sub>2</sub>-UCNPs, azo-Ce<sub>6</sub>-mSiO<sub>2</sub>-UCNPs. **h**, The ROS was detected by SOSG probe with continues NIR light. **i**, RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs (300  $\mu$ g ml<sup>-1</sup>) was mixed in fresh DMEM complete medium and then added to Raw 264.7 (**top**) or iBMDM (**bottom**) (1x10<sup>7</sup> cells/dish) and incubated at 37 ° C for indicated time points (2 h, 4 h, 6 h, 8 h, 10 h). After washing with PBS, Singlet oxygen generation was determined using the Singlet Oxygen Sensor Green reagent to show the loading. Meanwhile, cell viability was tested with CCK8 at indicated time points (2 h, 4 h, 6 h, 8 h, 10 h, 12 h, 24 h and 48 h). Data shown as mean  $\pm$  s.d. (n = 3 independent experiments, two-tailed unpaired Student's t-test). **j**, Secretion of TNF- $\alpha$ , IL-1 $\beta$  and HMGB1 from Raw 264.7, LNT Raw 264.7 (liquid nitrogen treated: LNT), the precursors of TIOs or TIOs (1x10<sup>6</sup> units/dish) at different times (6 h, 12 h, 24 h, and 48 h) were tested by corresponding ELISA kits. Data shown as mean  $\pm$  s.d. (n = 3 independent experiments, two-tailed unpaired Student's t-test). **k**, Schematic diagram of ROS and RSL3 released by NIR light control in artificial granules. **l**, The stability of TIOs in PBS at 25° C or 4° C. The quantity variation of TIOs was determined by cell counter assay (10<sup>5</sup> units / tube). Data are shown as mean  $\pm$  s.d. (n = 3 independent experiments, two-tailed unpaired Student's t-test). For **a** (**bottom**), **d**, **f**, **g**, experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

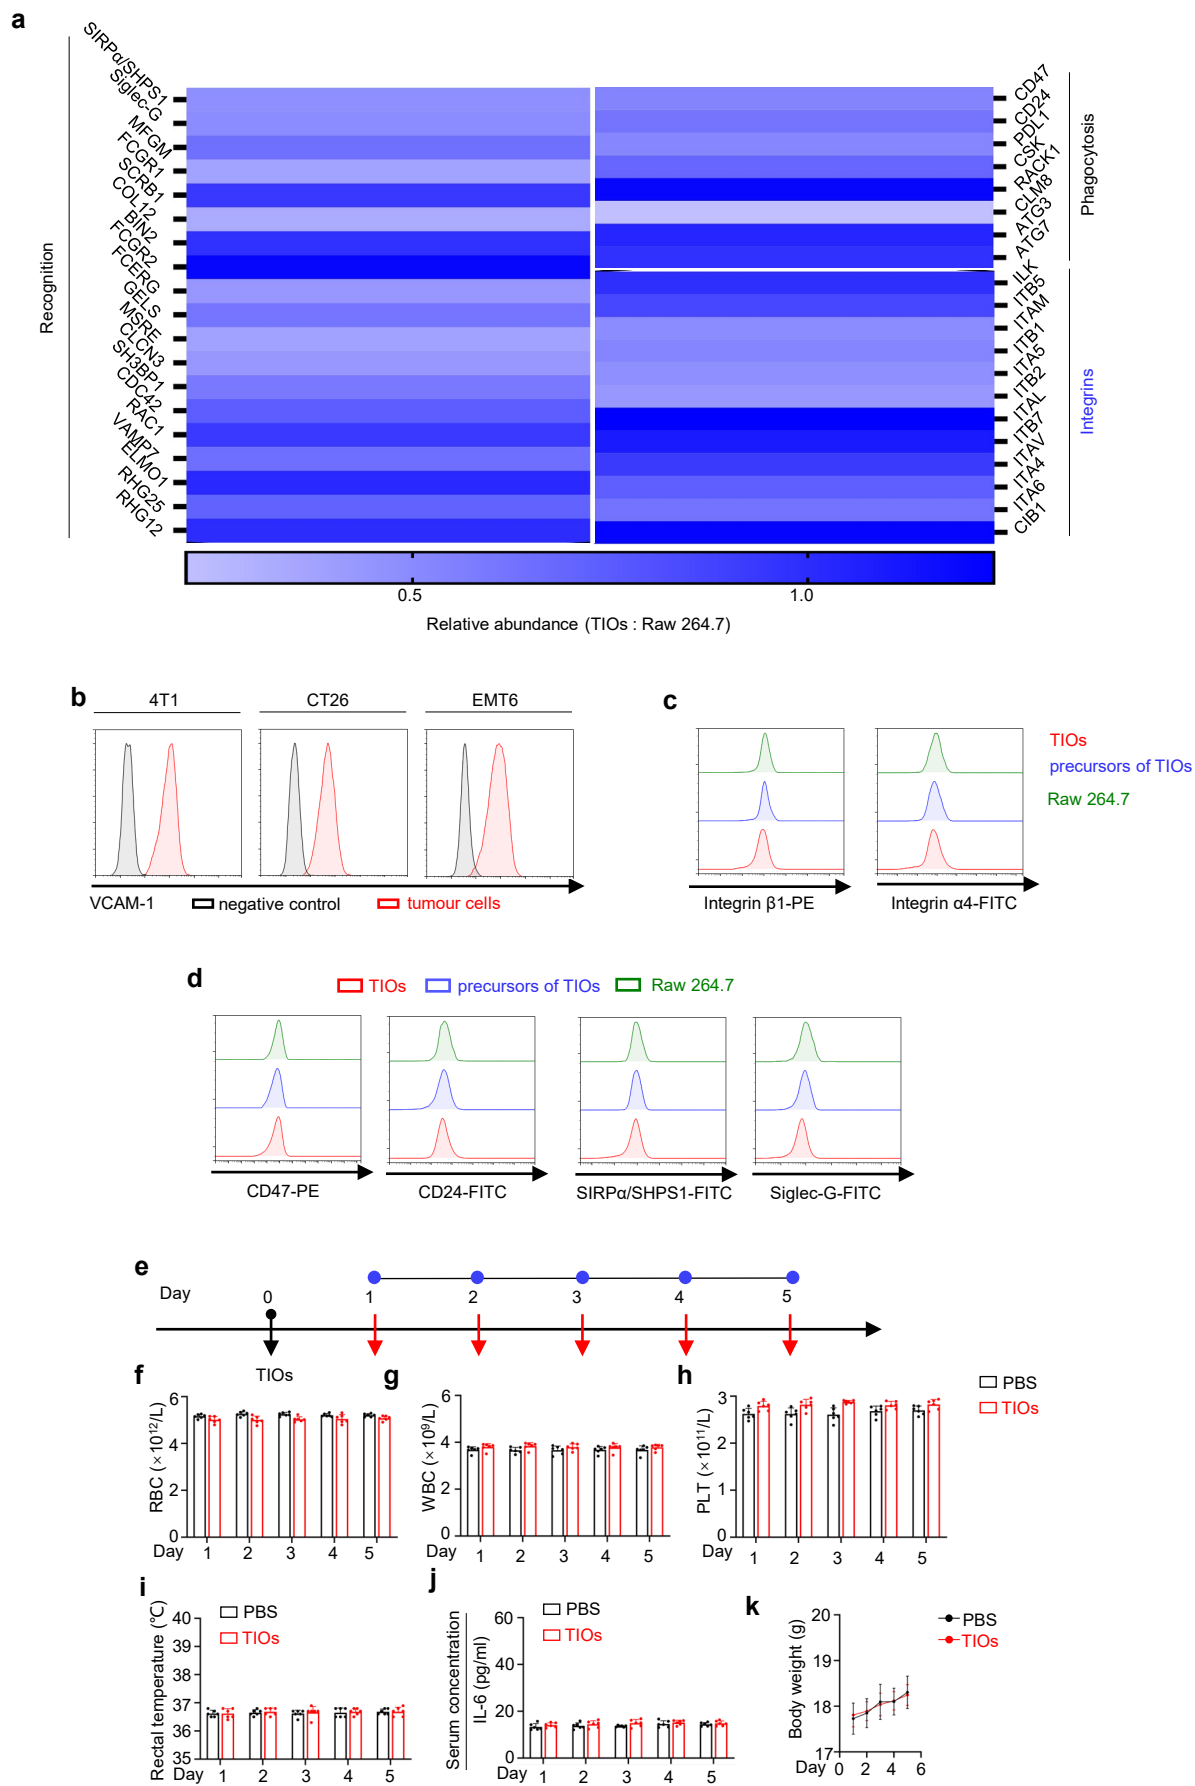

Supplementary Figure 2

**Supplementary Figure 2. Characterization of binding and membrane proteins of TIOs.** **a**, Mass spectrometric analysis of membrane proteins in Raw 264.7 cells and TIOs. **b-d**, Flow cytometry of the antigen expression. **b**, VCAM-1 on 4T1, CT26 and EMT6 cells. **c**, integrins in TIOs, precursors of TIOs and Raw 264.7. **d**, Flow cytometry of representative proteins preservation to phagocytosis in the precursors of TIOs and TIOs. **e-k**, Testing the TIOs mediated systemic inflammatory risk in mice. Analysis of systemic inflammatory response in BALB/c female mice treated with TIOs. n = 6 mice for indicated groups. **e**, TIOs mediated systemic inflammatory response scheme in BALB/c female mice. On day 1, 2, 3, 4 and 5 after intravenously injection of TIOs ( $5 \times 10^6$  units/mouse), blood was gained from the eyeballs of mice. **f-h**, The RBC (**f**), WBC (**g**) and PLT (**h**) of mice were measured at the indicated time. **i**, The rectal temperature of mice was measured at the indicated time. **j**, The serum IL-6 concentration of mice. **k**, Body weight of mice. All data in **f-k** are shown as mean  $\pm$  s.e.m; two-tailed unpaired Student's t-test was performed. For **a-d**, experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

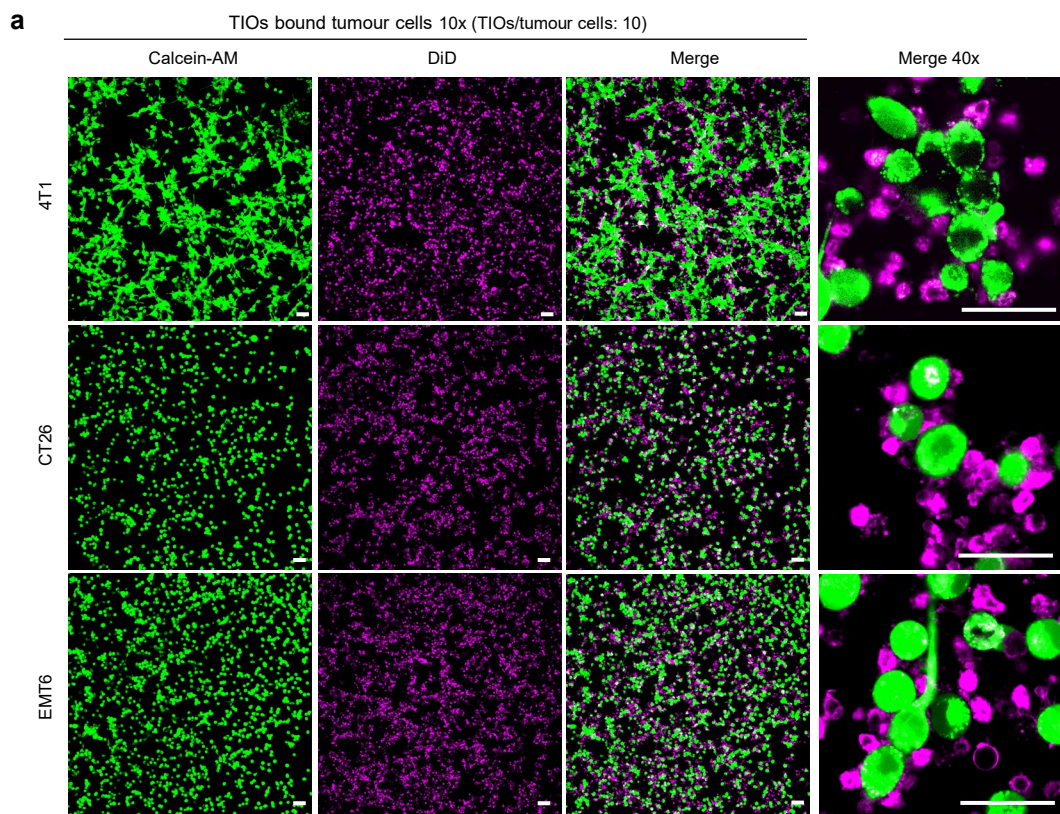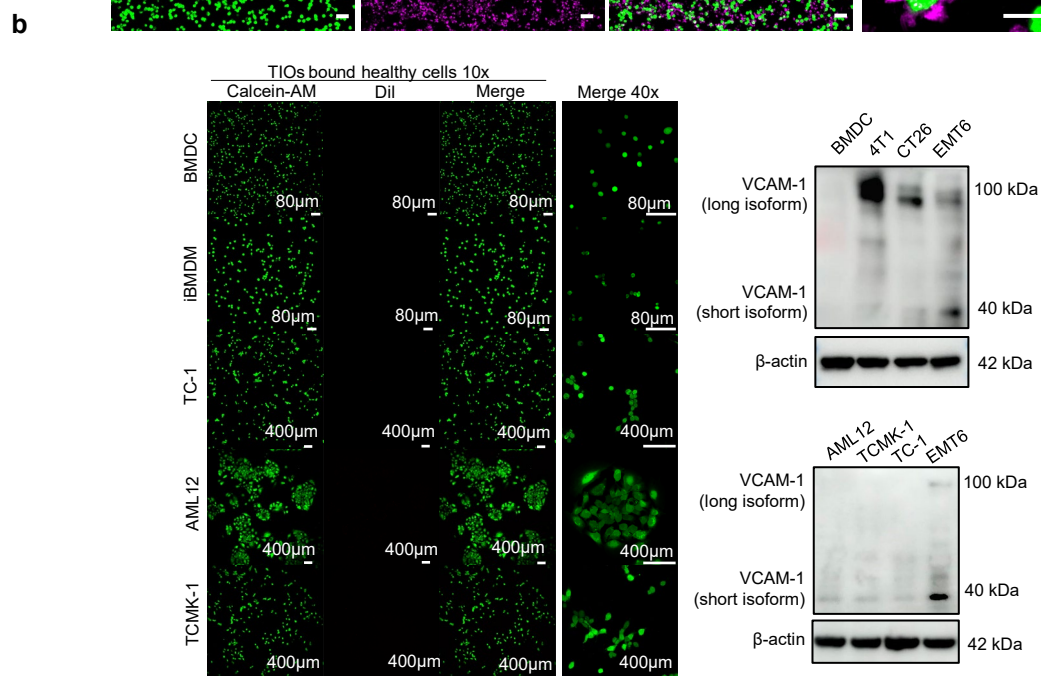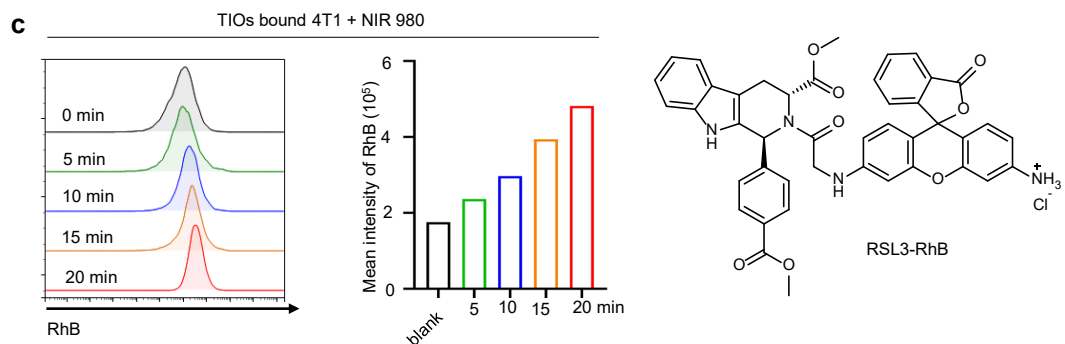

Supplementary Figure 3

**Supplementary Figure 3. Binding and the payload transportation between excessive TIOs and tumour cells.** **a**, Confocal images of the binding between DiD-labelled TIOs and Calcein-AM-labelled tumour cells. scale bar = 20 nm. TIOs : tumour cells = 10 : 1. **b**, Confocal images of catalytic amount of Dil labelled TIOs (red) treated Calcein-AM-labelled BMDCs, iBMDMs, or TC-1, AML12, TCMK-1 (green). Western blot of the VCAM-1 expression in indicated cell lines (**right**). **c**, The FACS analysis of RhB positive TIOs bound 4T1 cells. The TIOs bound 4T1 cells were irradiated by the indicated time, then the FACS was used to test the fluorescence. Data shown are representative of three independent experiments. Source data are provided as a Source Data file.

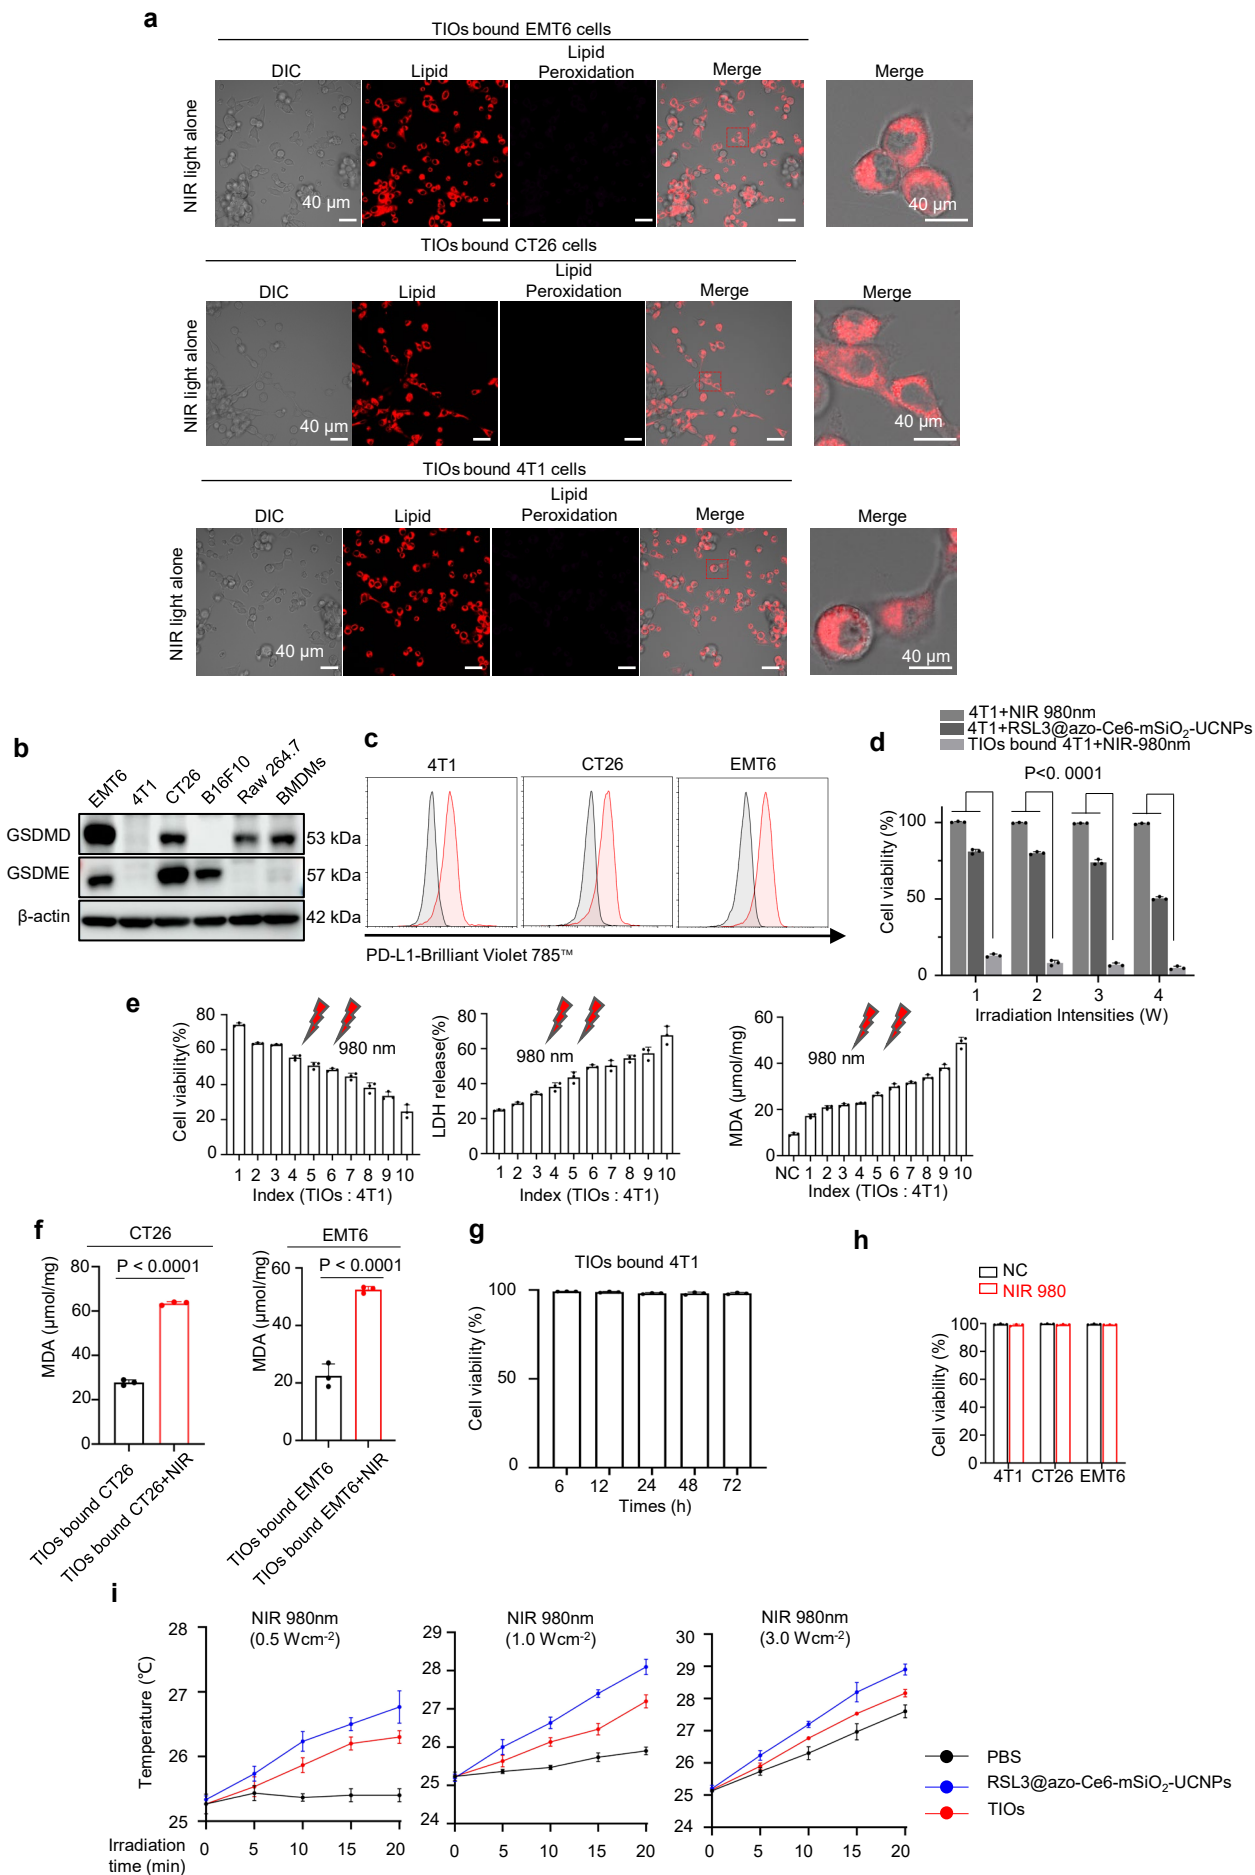

Supplementary Figure 4

**Supplementary Figure 4. Cell death assays.** **a**, Cell morphology and lipid oxidation after NIR light treatment. **b**, The western blot of indicated cells. **c**, Flow cytometry of PD-L1 in tumour cells (4T1, CT26 and EMT6). **d**, The CCK8 assays of different NIR light intensity in indicated groups. **e**, The CCK8, LDH and MDA assays in different index of TIOs to 4T1 cells after NIR light treatment. **f**, The MDA of TIOs bound CT26 (**left**) or TIOs bound EMT6 cells (**right**) with or without NIR light treatments. **g**, The cell viability of TIOs bound 4T1 cells for 72 hours. **h**, Cytotoxicity of NIR 980nm to tumour cells (4T1, CT26 and EMT6). Cell viability of NIR 980nm-treated tumour cells. **i**, The heating curve *in vitro*. The temperature of PBS, RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs and TIOs treated 4T1 tumour bearing mice with the indicated NIR light. n = 3 independent experiments (**d-i**). Data (**d-i**) are shown as mean  $\pm$  s.e.m; two-tailed unpaired Student's t-test was performed. Data (**a-c**) shown are representative of three independent experiments. Source data are provided as a Source Data file.

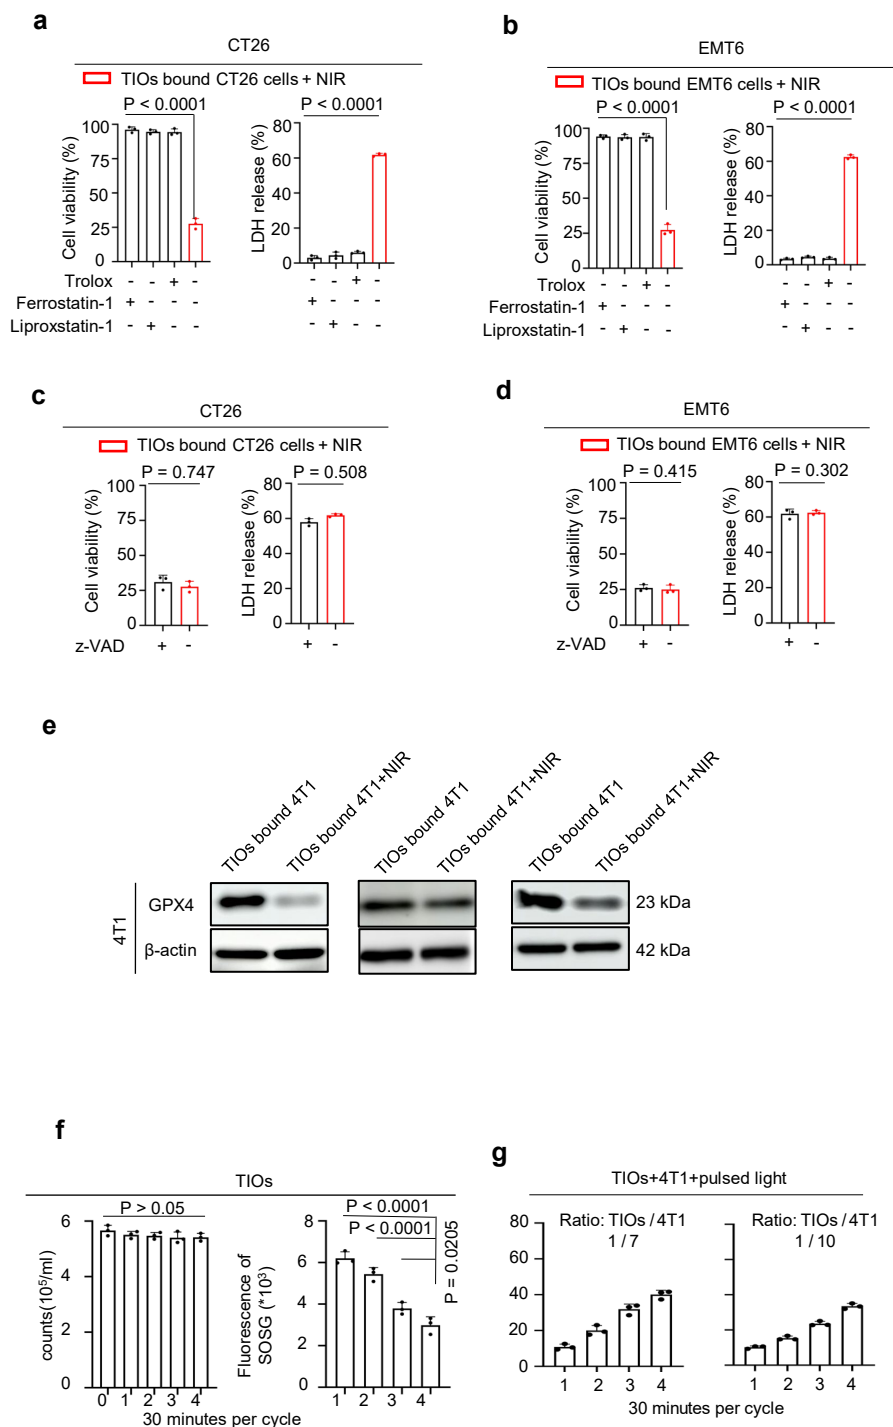

Supplementary Figure 5

**Supplementary Figure 5. The mechanism of TIOs mediated cell lysis and the catalytic manner.** **a-d**, The mechanism of TIOs mediated CT26 and EMT6 cells lysis. **a-b**, The CCK8 and LDH assays in antioxidants inhibition. **c-d**, The CCK8 and LDH assays in z-VAD inhibition. **e**, Three independent samples for testing GPX4 expression in the indicated tumour cells by immunoblotting. **f-g**, The catalytic killing ability of TIOs mediated cell lysis. **f**, Light tolerance and stability of TIOs. **g**, The LDH release of catalytic amount of TIOs mediated cell lysis with pulsed NIR light input. Data (**a-d**, **f-g**) are shown as mean  $\pm$  s.e.m (n = 3 independent experiments); two-tailed unpaired Student's t-test was performed. Source data are provided as a Source Data file.

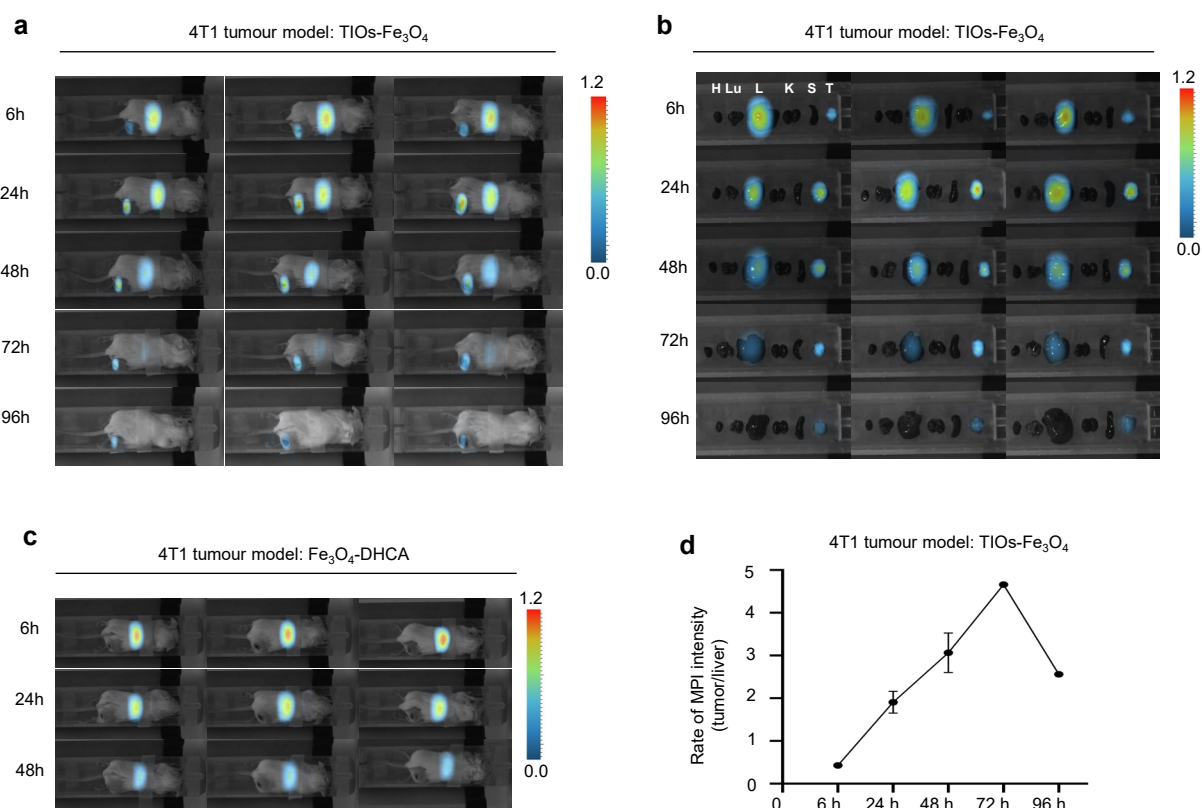

**Supplementary Figure 6**

**Supplementary Figure 6. Biodistribution of TIOs in 4T1 mice.** **a** The MPI images of three independent 4T1 tumour bearing mice intravenously injected with TIOs-Fe<sub>3</sub>O<sub>4</sub> for 96 hours. **b** Average intensity of TIOs-Fe<sub>3</sub>O<sub>4</sub> in the corresponding organs of the indicated tumour models at a series of time points. **c**, The MPI images of three independent 4T1 tumour bearing mice intravenously injected with Fe<sub>3</sub>O<sub>4</sub>-DHCA for 48 hours. **d**, The tumour to liver ratio of MPI intensity at different time points. Data are shown as mean  $\pm$  s.d. ( $n = 3$  mice; two-tailed unpaired Student's t-test was performed). Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

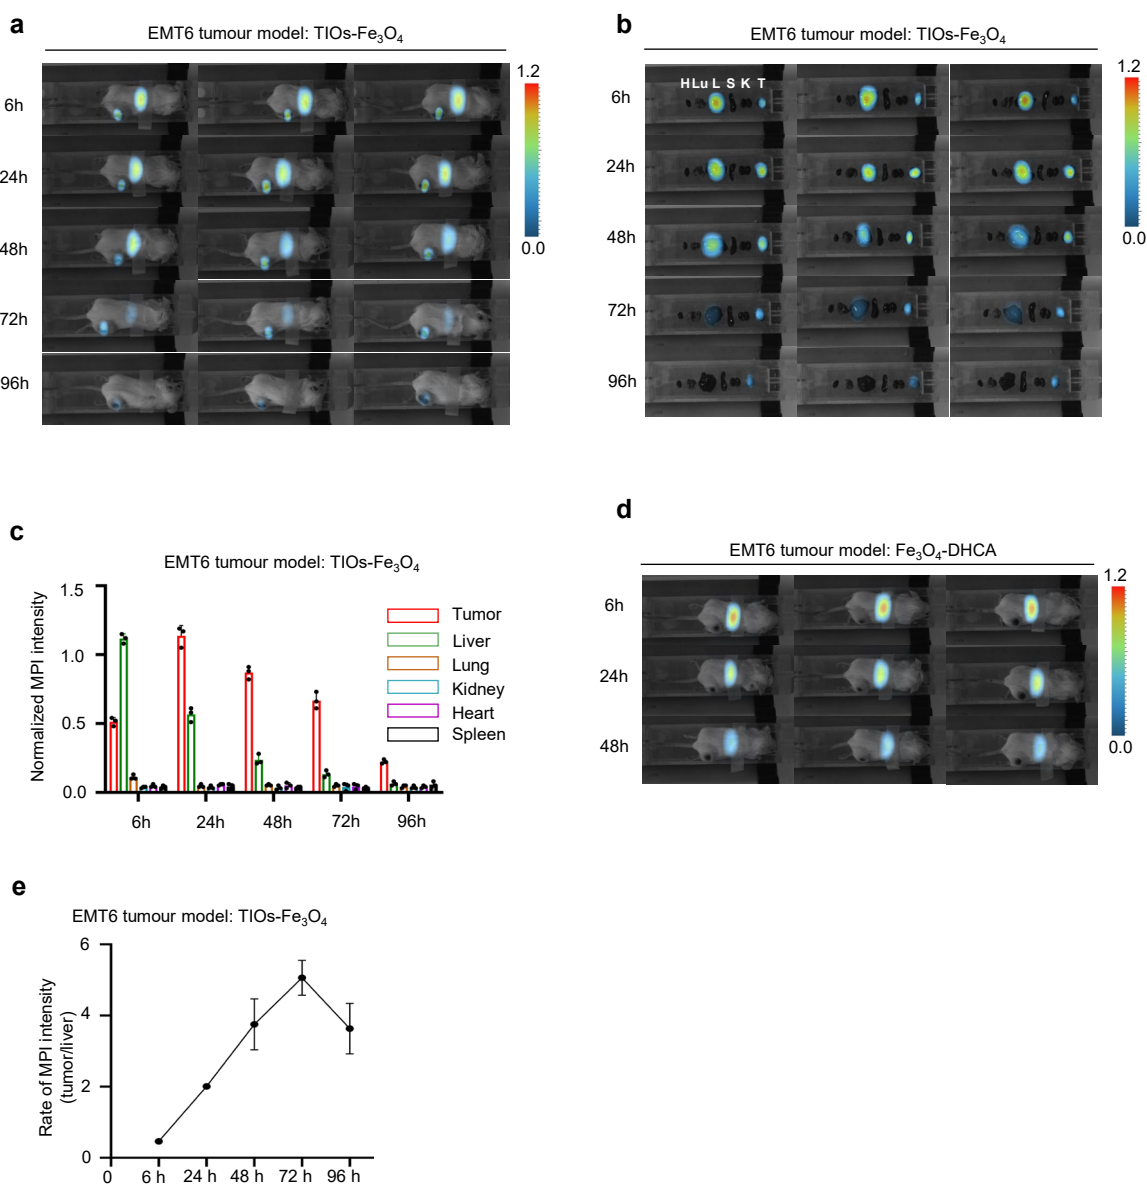

**Supplementary Figure 7**

**Supplementary Figure 7. Biodistribution of TIOs in EMT6 mice.** **a**, The MPI images of three independent EMT6 tumour bearing mice intravenously injected with TIOs-Fe<sub>3</sub>O<sub>4</sub> for 96 hours. **b**, Average intensity of TIOs-Fe<sub>3</sub>O<sub>4</sub> in the corresponding organs of the indicated tumour models at a series of time points. **c**, The biodistribution of TIOs at different time points in EMT6 tumour bearing mice. H, heart, Lu, lung, S, spleen, L, liver, K, kidney, T, tumour. (n = 3 mice). **d**, The MPI images of three independent EMT6 tumour bearing mice intravenously injected with Fe<sub>3</sub>O<sub>4</sub>-DHCA for 48 hours. **e**, The tumour to liver ratio of MPI intensity at different time points. Data (**c**, **e**) are shown as mean  $\pm$  s.d. (n = 3 mice; two-tailed unpaired Student's t-test was performed). Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

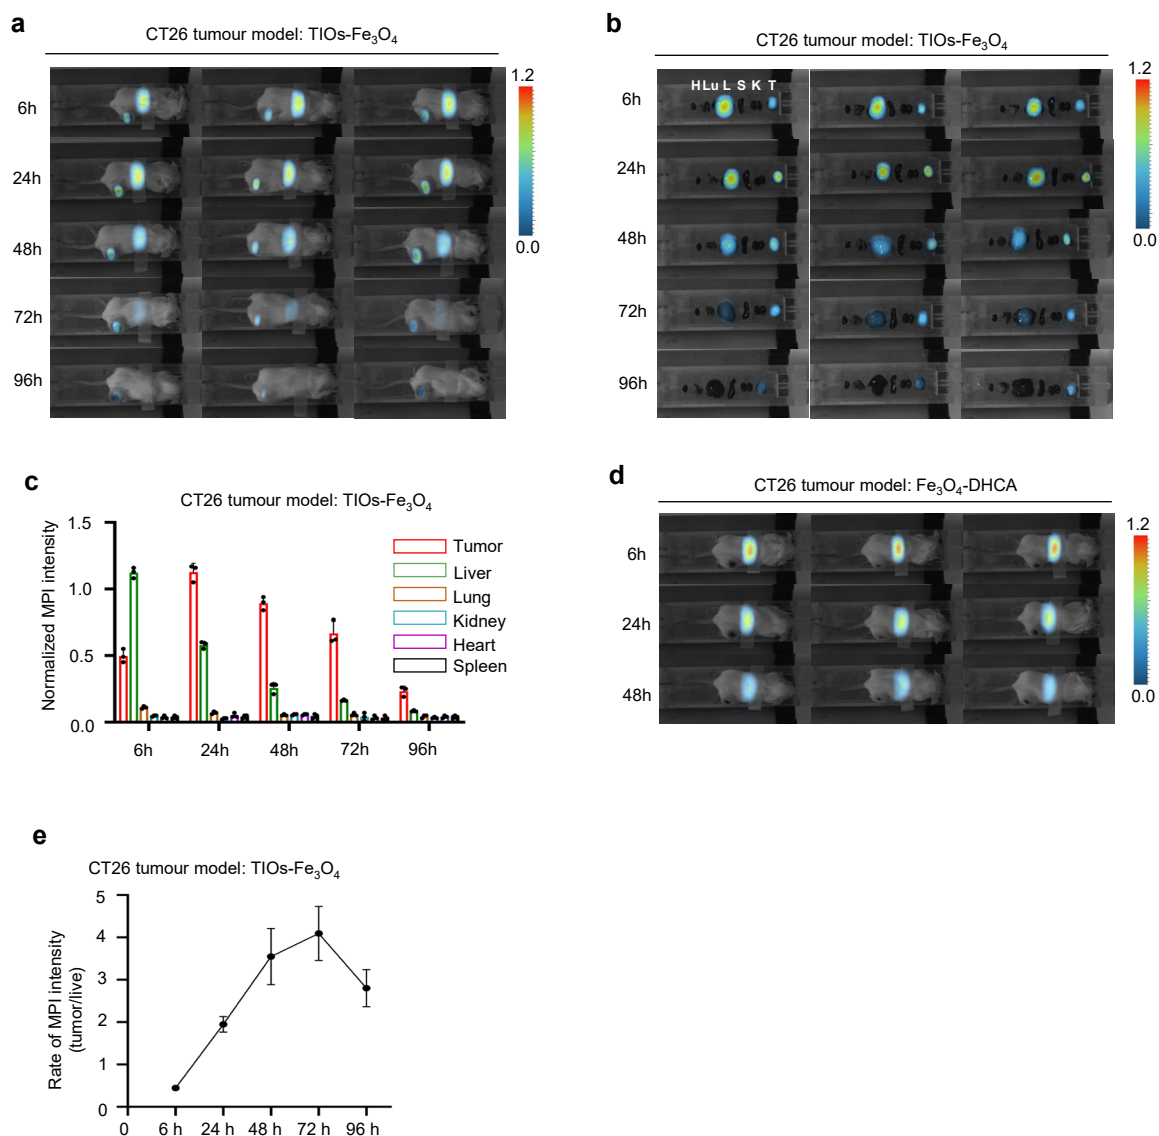

**Supplementary Figure 8**

**Supplementary Figure 8. Biodistribution of TIOs in CT26 mice.** **a**, The MPI images of three independent CT26 tumour bearing mice intravenously injected with TIOs-Fe<sub>3</sub>O<sub>4</sub> for 96 hours. **b**, Average intensity of TIOs-Fe<sub>3</sub>O<sub>4</sub> in the corresponding organs of the indicated tumour models at a series of time points. **c**, The biodistribution of TIOs at different time points in CT26 tumour bearing mice. H, heart, Lu, lung, S, spleen, L, liver, K, kidney, T, tumour. (n = 3 mice) **d**, The MPI images of three independent CT26 tumour bearing mice intravenously injected with Fe<sub>3</sub>O<sub>4</sub>-DHCA for 48 hours. **e**, The tumour to liver ratio of MPI intensity at different time points. Data (**c**, **e**) are shown as mean  $\pm$  s.d. (n = 3 mice; two-tailed unpaired Student's t-test was performed). Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

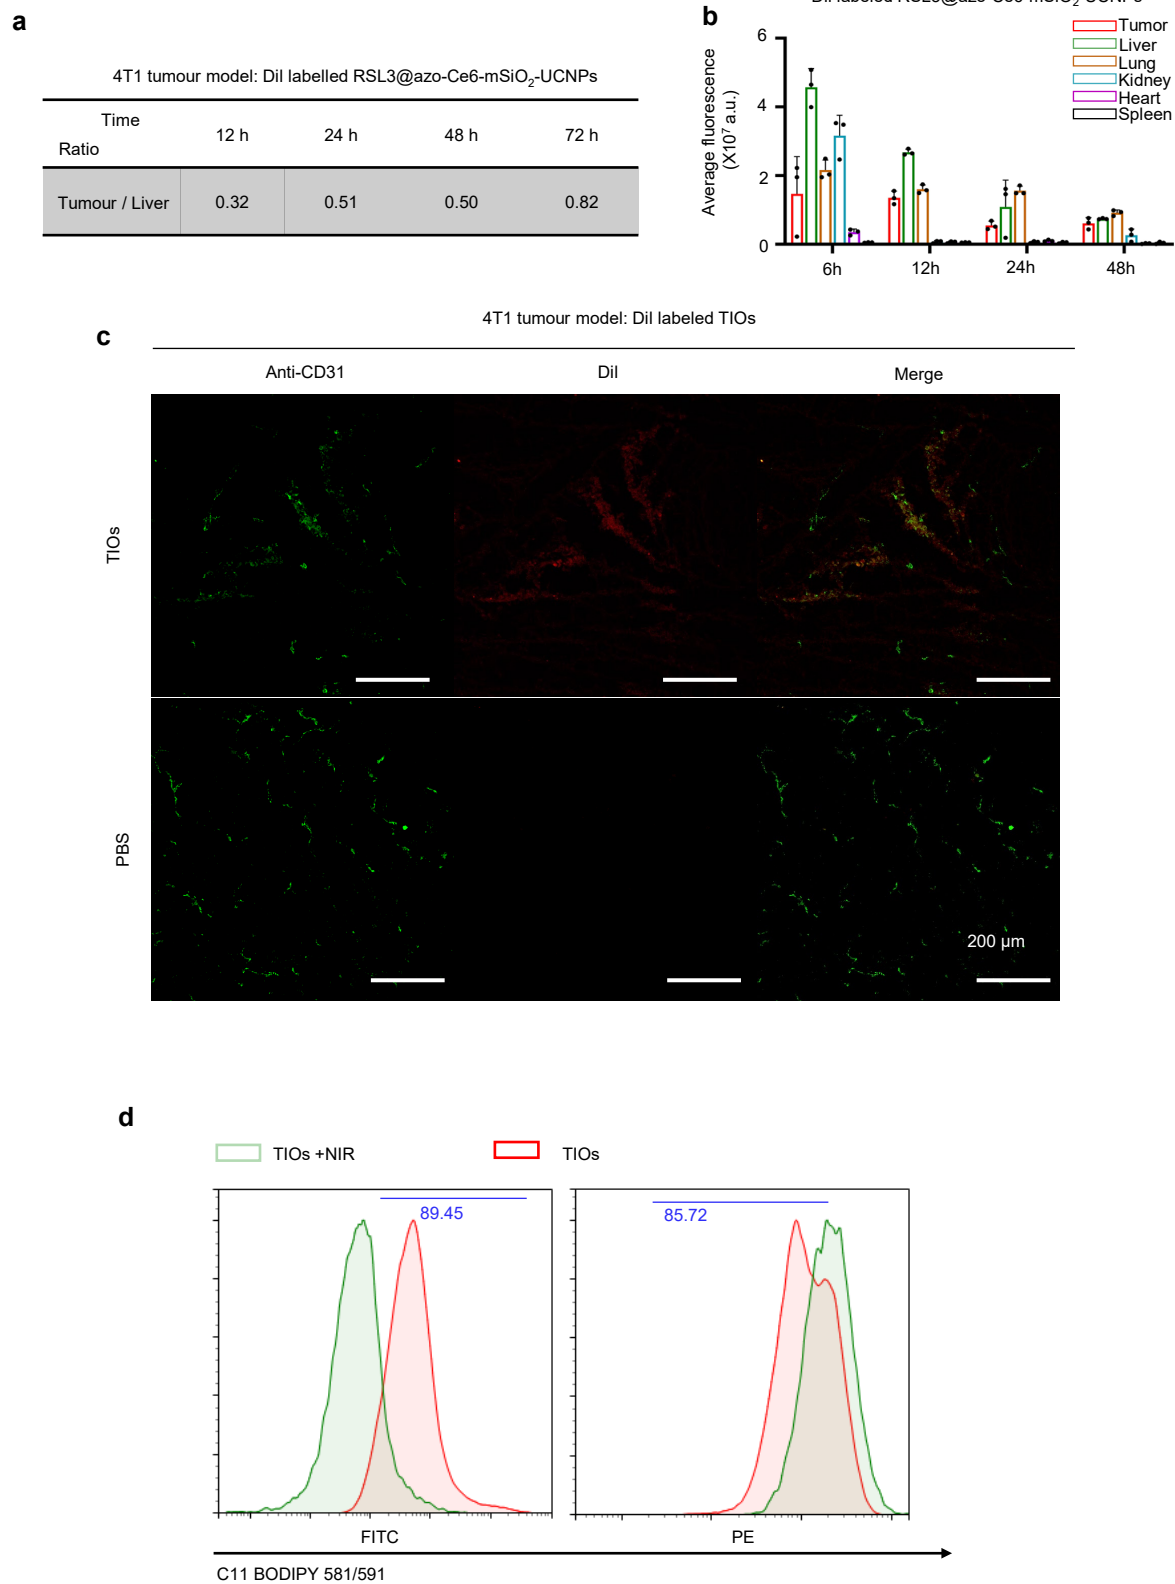

Supplementary Figure 9

**Supplementary Figure 9. Biodistribution of RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs in 4T1 mice and tumour penetration of TIOs.** **a**, Representative fluorescence ratio of tumour to liver at the indicated time points showed the biodistribution of Dil-labeled RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs (370 µg/mouse) after intravenously injected to 4T1 tumour bearing mice. **b**, Average fluorescence intensity of Dil-labeled RSL3@azo-Ce6-mSiO<sub>2</sub>-UCNPs (370 µg/mouse) in corresponding organs of indicated tumour models at a series of time points. **c**, Infiltration of tumour vasculature by Dil-labelled TIOs. Tumour microvessels are labelled by CD31 (green). Data in **b** are shown as mean ± s.d. (n = 3 independent mice, two-tailed unpaired Student's t-test was performed). **d**, Flow cytometry analysis of BODIPY fluorescence in tumors treated with TIOs+NIR or TIOs alone. Data shown are representative of two (**a-b**) or three (**c-d**) independent experiments. Source data are provided as a Source Data file.

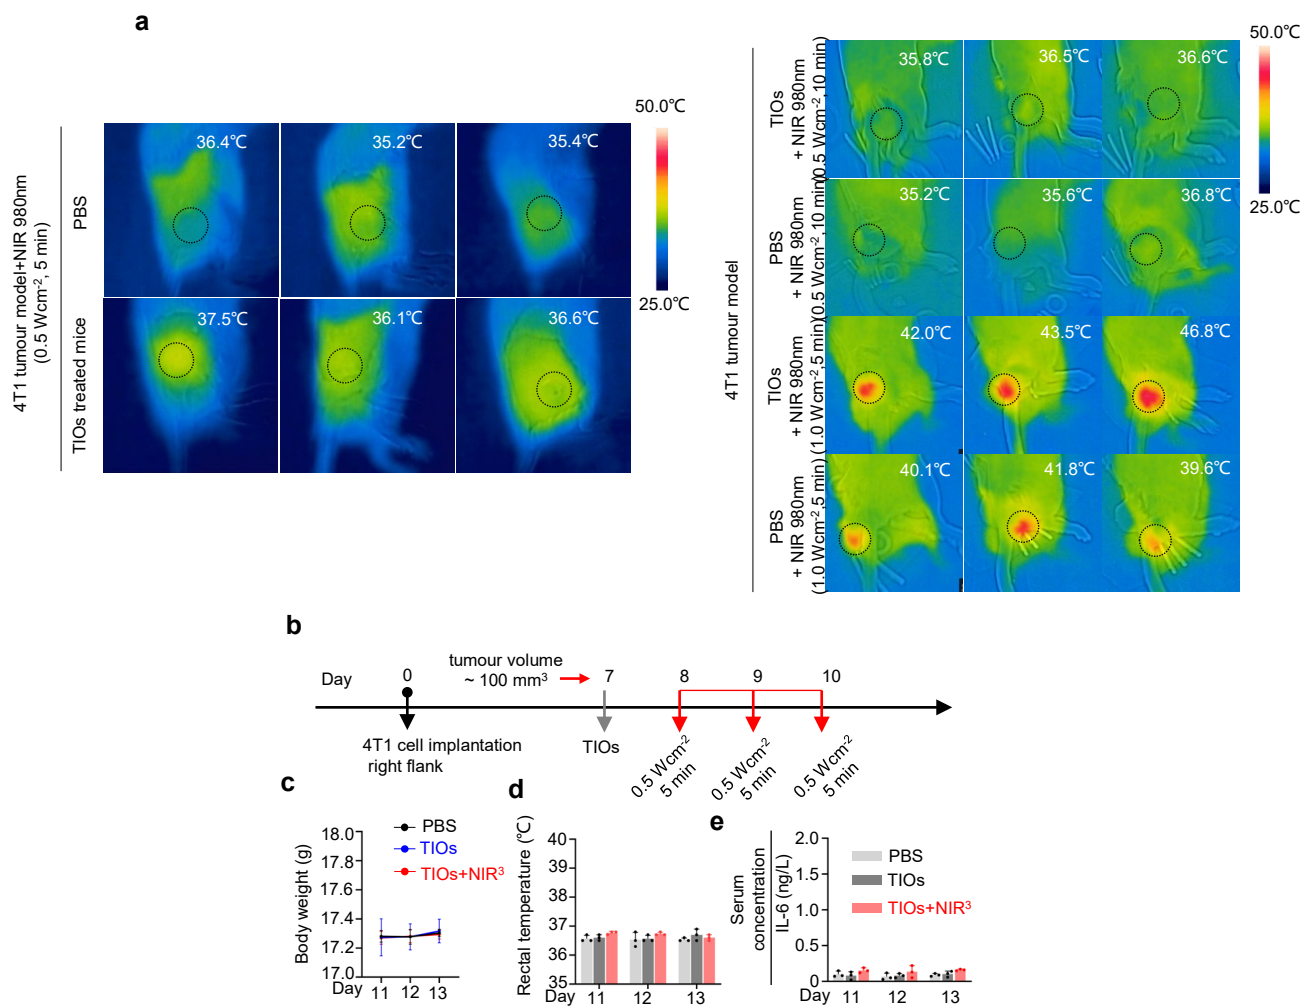

**Supplementary Figure 10**

**Supplementary Figure 10. Analysis of photothermal effects and potential inflammatory effects of TIOs.** **a**, The whole-body thermal imaging of subcutaneous 4T1 tumour-bearing BALB/c female mice treated with TIOs ( $5 \times 10^6$  units/mouse), or PBS after NIR 980nm ( $0.5 \text{ Wcm}^{-2}$  or  $1.0 \text{ Wcm}^{-2}$ ) for 5 min or 10 min. Images were obtained using a thermal camera.  $n = 3$  mice for indicated groups. **b-e**, Inflammatory effects investigation of TIOs+NIR<sup>3</sup> treated 4T1 tumour-bearing mice. **b**, TIOs+NIR<sup>3</sup> treatment scheme in BALB/c mice implanted subcutaneously with 4T1 cells (3 mice per group). The tumour-bearing mice were intravenously injected with TIOs (iv,  $5 \times 10^6$  units/mouse) and then treated with NIR light or not (980 nm,  $0.5 \text{ Wcm}^{-2}$ , 5 min). **c**, The body weight of mice was measured at the indicated time. **d**, The rectal temperature of mice was measured at the indicated time. **e**, The levels of IL-6 in serum of mice were measured by ELISA at the indicated time. Data (**c-e**) are shown as mean  $\pm$  s.e.m ( $n = 3$  mice for indicated groups, two-tailed unpaired Student's t-test was performed). Data shown are representative of three independent experiments. Source data are provided as a Source Data file.

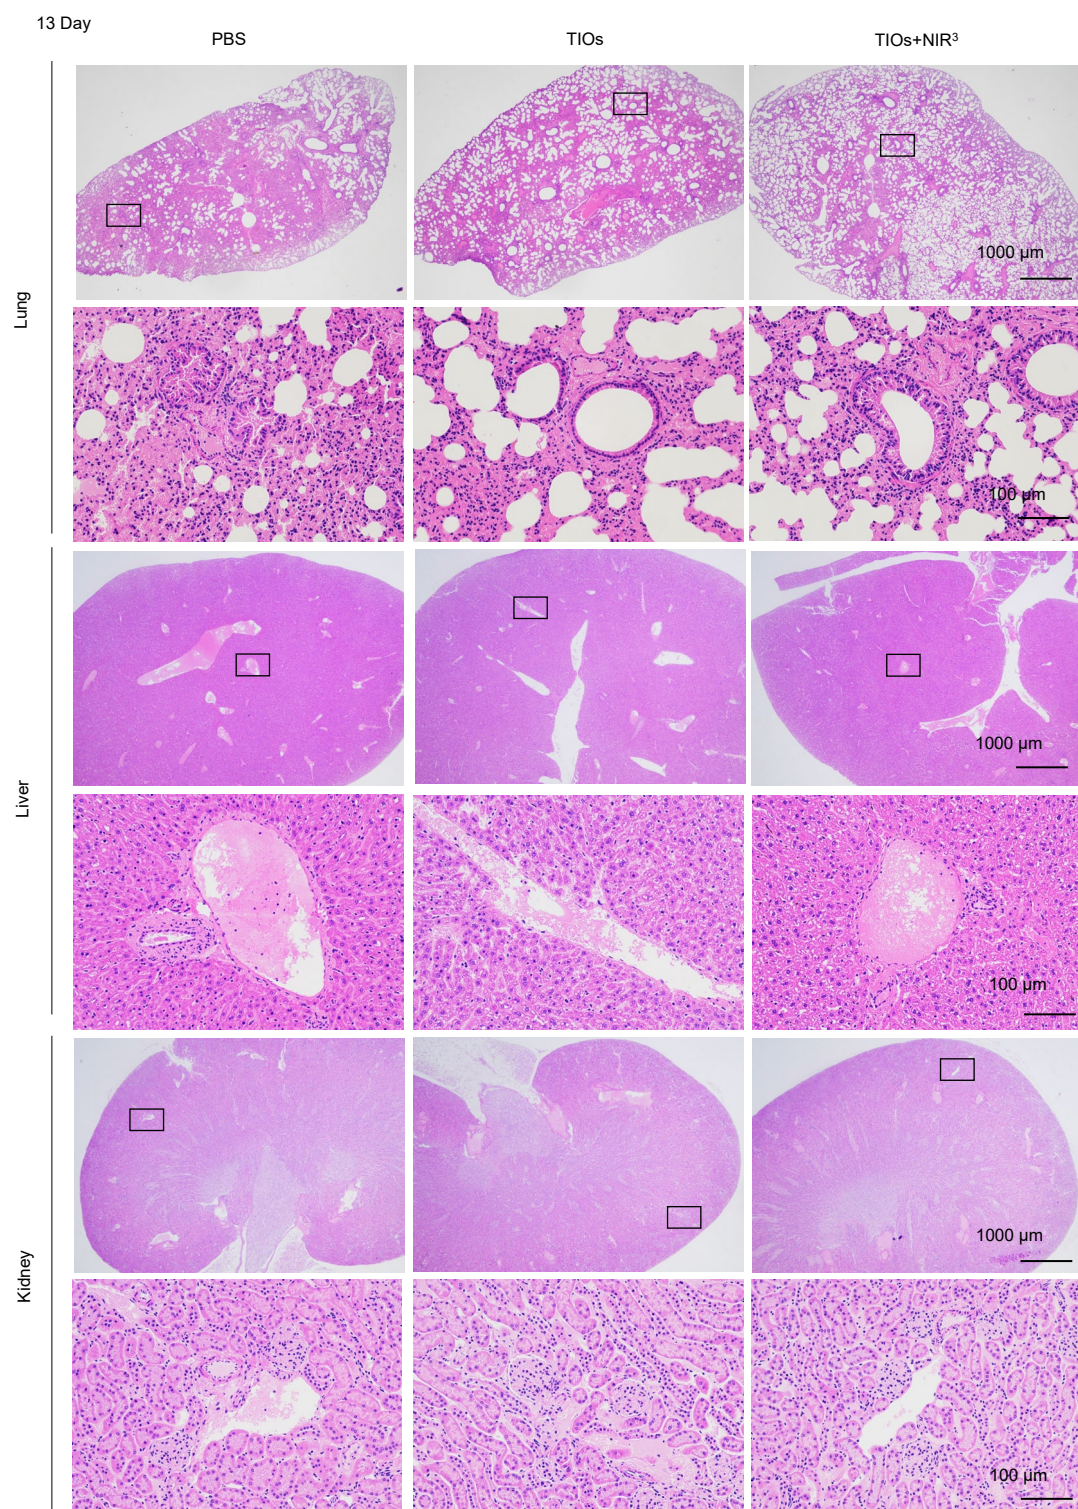

**Supplementary Figure 11**

**Supplementary Figure 11. H & E analysis on day 13.** Representative haematoxylin and eosin (H & E) staining of lung, liver and kidney tissues from mice which were collected on Day 13 post-treatments. Mice treated with PBS, TIOs, TIOs+NIR<sup>3</sup>. Three mice per group. Data shown are representative of two independent experiments.

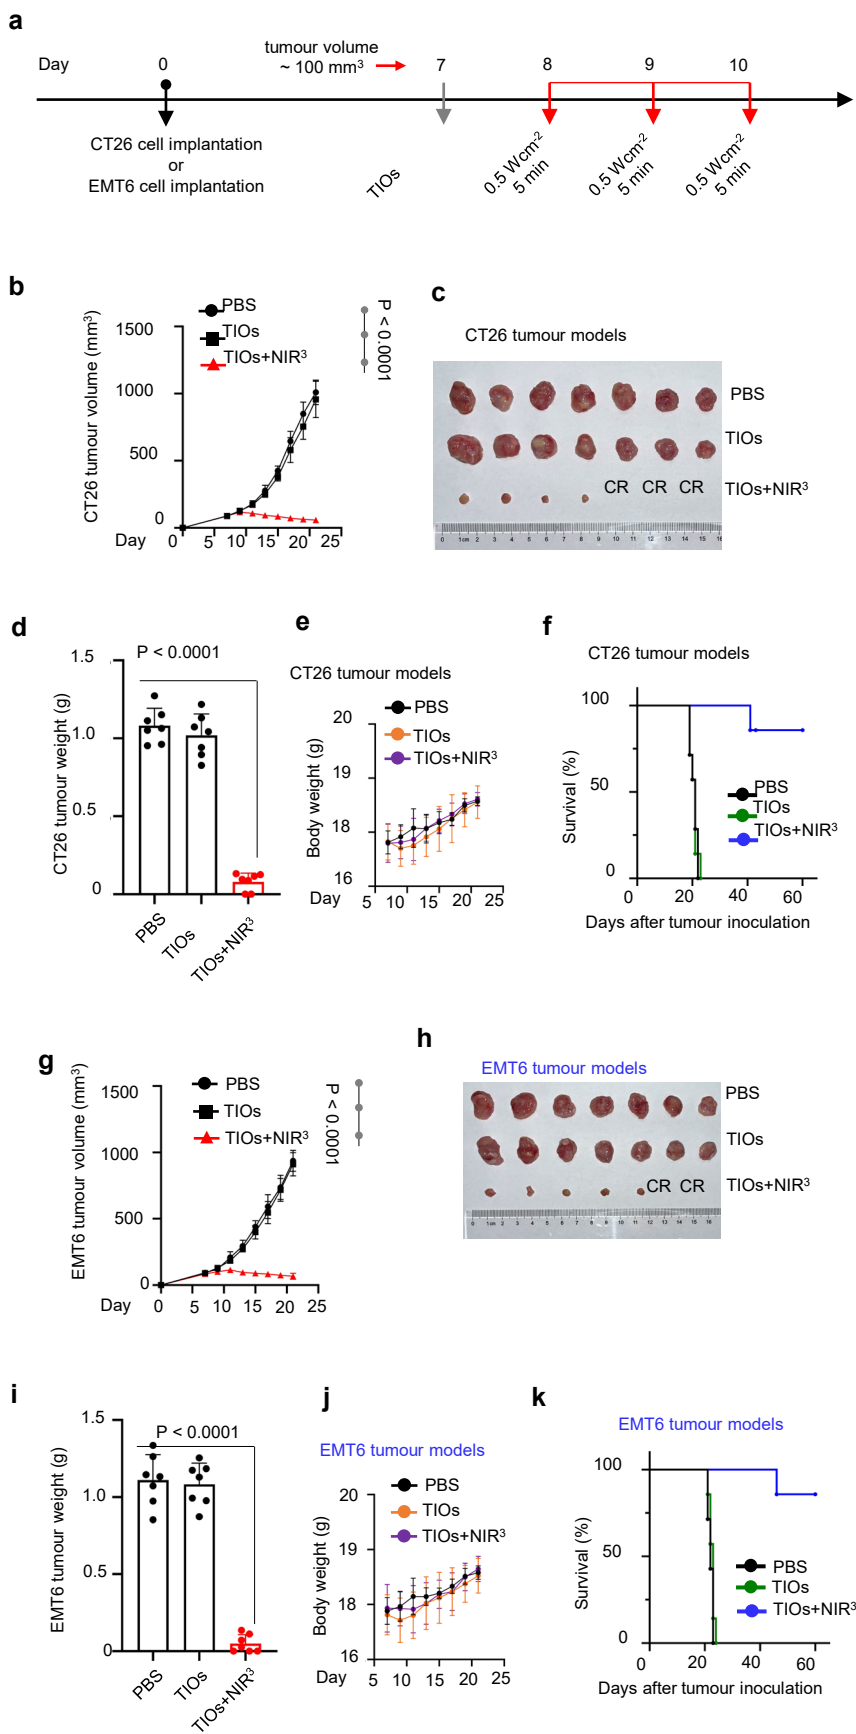

Supplementary Figure 12

**Supplementary Figure 12. Antitumour effects in CT26 and EMT6 tumour models.** **a**, The treatment scheme. **b-f**, The TIOs mediated antitumour effect in CT26 tumours. n = 7 mice. **b**, The tumour volume. **c**, The tumour images at day 25. **d**, The tumour weight at day 25. **e**, The body weight for 25 days. **f**, The survival curves for 60 days. **g-k**, The TIOs mediated antitumour effect in EMT6 tumours. n = 7 mice. **g**, The tumour volume. **h**, The tumour images at day 25. **i**, The tumour weight at day 25. **j**, The body weight for 25 days. **k**, The survival curves for 60 days. Data (**b**, **d-e**, **g**, **i-j**) are shown as mean  $\pm$  s.e.m (two-tailed unpaired Student's t-test was performed). Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

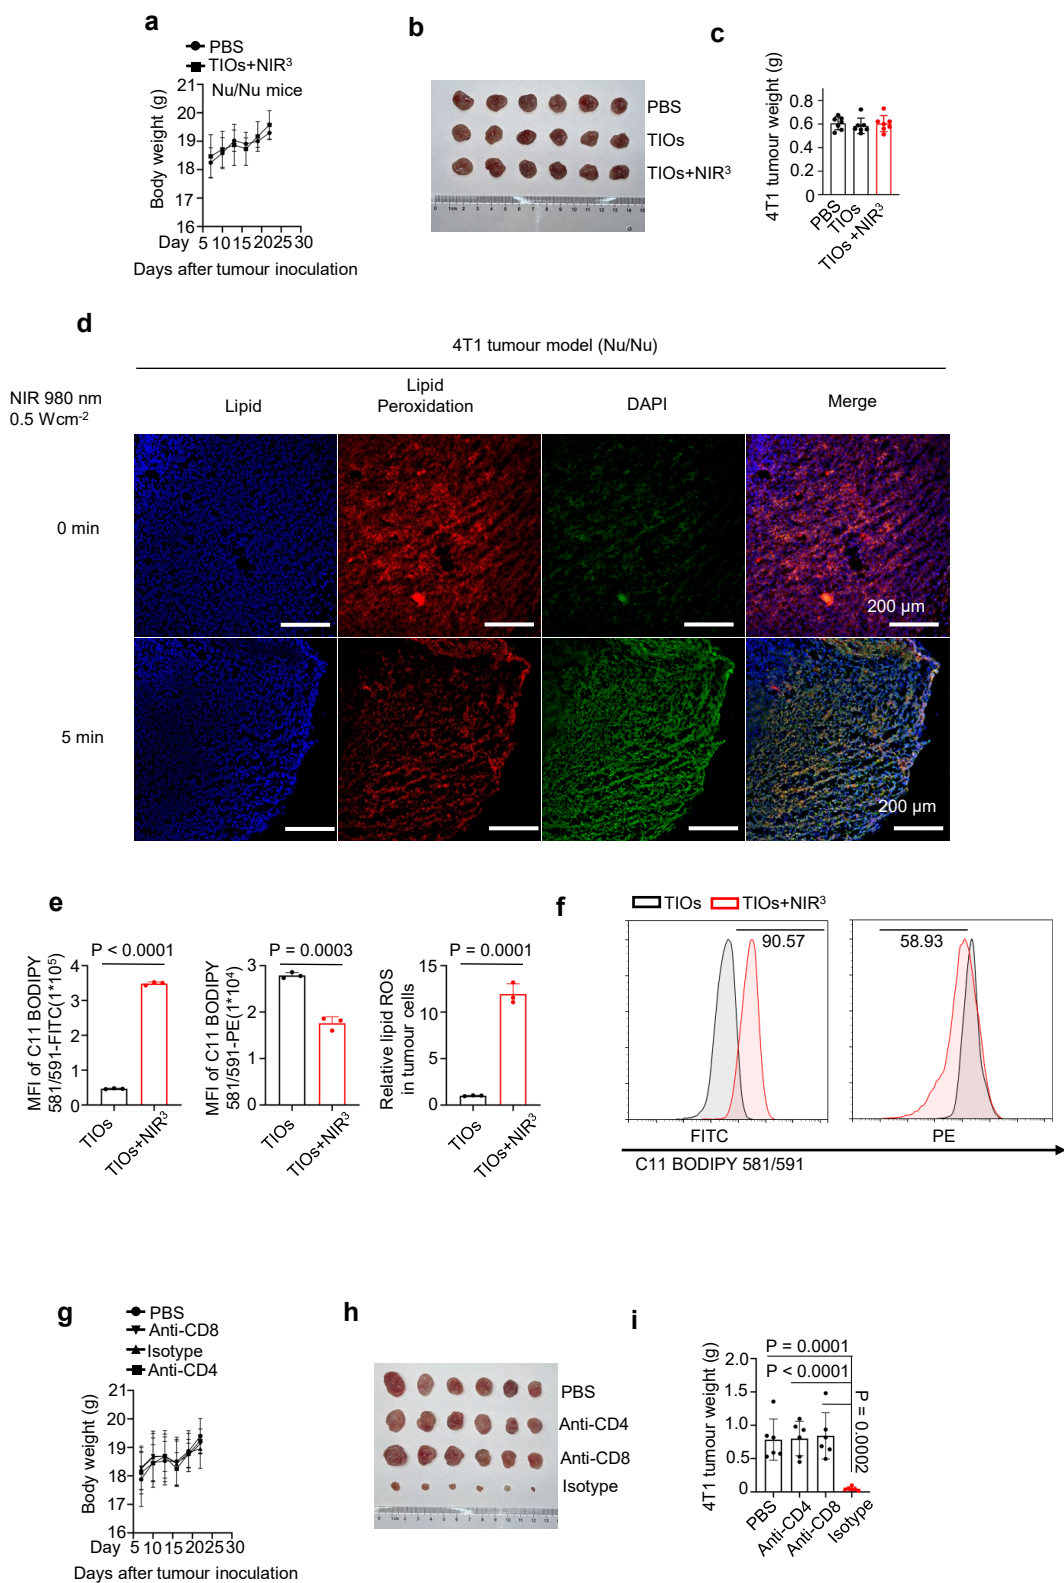

Supplementary Figure 13

**Supplementary Figure 13. The TIOs mediated antitumour effects in Nude mice and T cell depletion mice.** **a-c**, The antitumour effects in Nude mice (n = 6 mice). **a**, body weight of 4T1 tumour bearing mice. **b**, The image of 4T1 tumour bearing mice. **c**, The tumour weight at day 25. Data in **a**, **c** are shown as mean  $\pm$  s.e.m (two-tailed unpaired Student's t-test was performed). **d-f**, lipids peroxidation in Nu/Nu mice. **d**, Representative fluorescence images of lipid peroxidation based on C11 581/591 BODIPY stained 4T1 tumours (Nu/Nu mice). TIOs+NIR treated mice (980 nm, 0.5 W cm<sup>-2</sup>, 5 min) (n = 3 Nu/Nu mice) or TIOs alone treated mice (n = 3 Nu/Nu mice). Scale bars, 10  $\mu$ m. **e**, Mean fluorescence intensities (MFI) of oxidized BODIPY (FITC channel) or, non-oxidized BODIPY (PE channel) and the relative lipid ROS in 4T1 tumours (Nu/Nu mice) with indicated treatments. The relative lipid ROS are calculated as the ratio of oxidized and non-oxidized BODIPY MFI. Tumour lipid peroxidation of 4T1 tumor-bearing mice treated with PBS, TIOs+NIR (980 nm, 0.5 Wcm<sup>-2</sup>, 5 min) or TIOs alone, n = 3 Nu/Nu mice for indicated groups. **f**, Flow cytometry analysis of C11 581/591 BODIPY fluorescence in 4T1 tumours (Nu/Nu mice) treated with TIOs+NIR or TIOs alone. **g-i**, The antitumour effects in 4T1 tumour bearing Balb/c mice after T cell depletion mice. Anti-CD4 (n = 6 mice) or Anti-CD8 (n = 6 mice) antibodies or an isotype control (n = 6 mice) were intraperitoneally injected into BALB/c mice bearing 4T1 tumours before treatment. **g**, The body weight. **h**, The tumour image. **i**, The tumour weight after indicated treatments. Data in **e**, **g**, **i** are shown as mean  $\pm$  s.e.m (two-tailed unpaired Student's t-test was performed). Data are representative of two (**a-c**, **g-i**) or three (**d-f**) independent experiments. Source data are provided as a Source Data file.

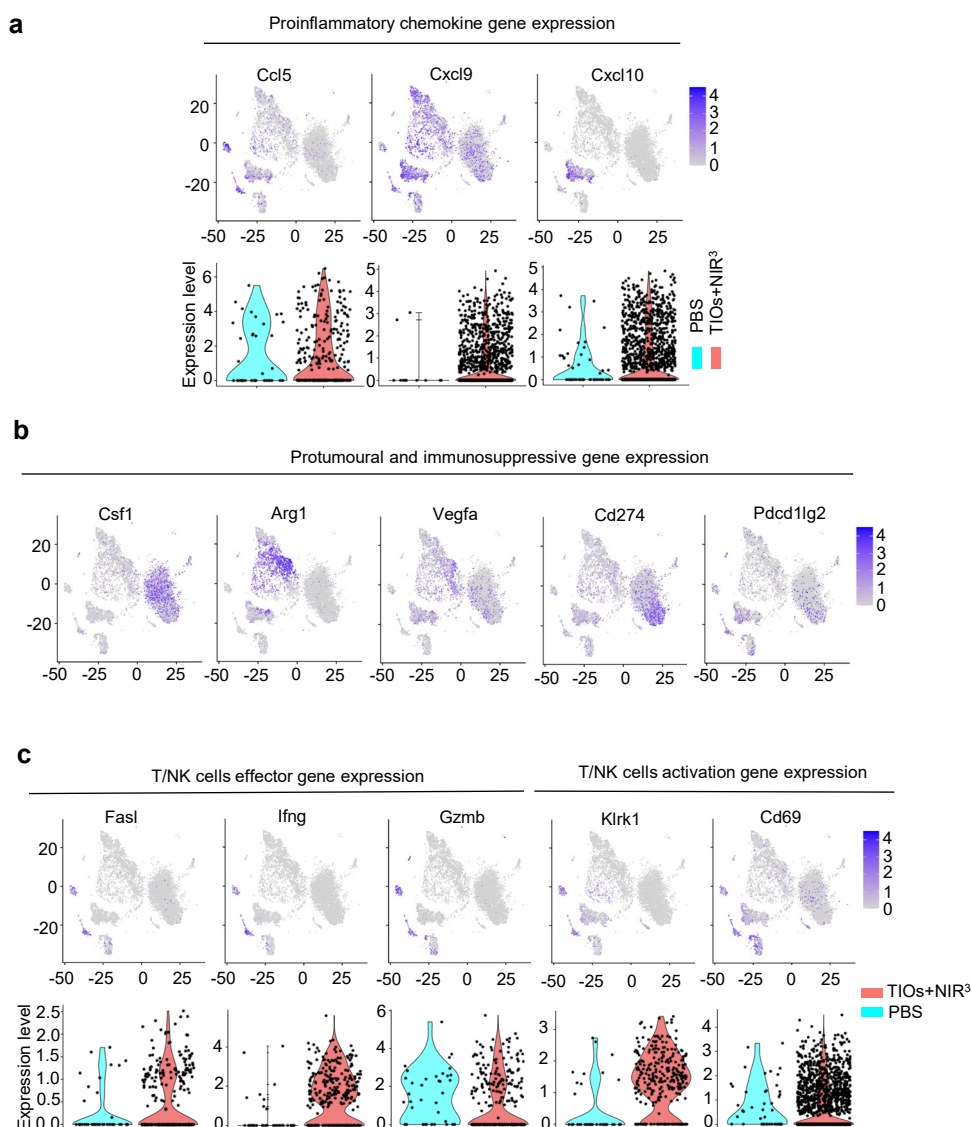

**Supplementary Figure 14**

**Supplementary Figure 14. Expression levels of protumoural and immunosuppressive genes.** **a**, Proinflammatory chemokine. **b**, Effector genes in immune cells. **c**, T, natural killer cell activation. Violin plots were used to compare the gene-expression levels in CD45<sup>+</sup> immune cells between 4T1 tumours treated with PBS or TIOs+NIR<sup>3</sup>. Data are representative of two independent experiments.

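Violin plots such as these show the spread of normalized expression over all cells of a group, so their shape depends on which cells express a gene as well as on how strongly. The deposited matrix does not tell which cells came from PBS and which from TIOs+NIR3 tumours in the sources used here, so the values that follow describe the pooled cells of both and say which cell classes held the transcripts. The 55450 gene identifiers of the matrix are those of GENCODE vM21, and coordinates are given on its mouse genome build, GRCm38; the authors' own build is not given in the sources used here. Levels are in CPM, the UMIs of a gene per 1000000 UMIs of the class, without use of replicates. The intervals on shares of UMIs treat each UMI as an independent draw. UMIs of the same cell are not independent, so these intervals are too narrow.
Arg1 (chromosome 10, 24915221 to 24927484, minus strand) had 74237 UMIs, 61.8% of them (95% interval 61.5 to 62.2%) in M2 macrophage-like cells, where its level of 1865.8 CPM was above the 443 CPM of the monocyte-like cells. The classes differ in the libraries they came from, so the leading class was also looked up inside each library, among classes with at least 20 cells there, and for Arg1, Csf1 and Cd274 it was the same in every library. Arg1 is one of the markers that named the M2 macrophage-like class, so its place there follows in part from the naming. Csf1 was highest in neutrophil-like cells at 666 CPM, but 58.6% of its UMIs (58.2 to 59.0%) lay in the fewer and deeper fibroblast-like cells. Vegfa was highest in fibroblast-like cells, at 176 CPM, but in library 2 in monocyte-like cells. Cd274 (chromosome 19, 29367455 to 29388095, plus strand), for which RefSeq lists the synonym Pdl1, was highest in neutrophil-like cells at 462 CPM, and these held 48.9% of its UMIs (48.2 to 49.7%). Pdcd1, the gene of the PD-1 protein, was highest in CD8 T cell-like cells at 661 CPM, which held 62.4% of its 1512 UMIs (59.9 to 64.9%). This class came almost wholly from library 1. In libraries 2, 3 and 4 it had under 20 cells and was not ranked. Pdcd1 was highest there in CD4 T cell-like cells, at 63.2, 88.1 and 44.4 CPM. Pdcd1lg2 was scarce, with 1695 UMIs in all and at most 46.2 CPM in a class.
Ccl5 (chromosome 11, 83525778 to 83530518, minus strand) had a pooled level of 2623.7 CPM in NK-like cells and 1740.2 CPM in cDC-like cells, which held 45.7% of its UMIs (45.2 to 46.2%). Within the cDC-like class it lay almost wholly in a cluster of 226 cells, 196 of them from library 3, at 9075.8 CPM, while the other cluster of 860 cells held it at 78.5 CPM. The leading class differed between libraries. In library 1 the level was 1243.3 CPM in CD8 T cell-like and 1118.5 CPM in NK-like cells, in library 3 it was 5151.2 CPM in cDC-like and 4154.9 CPM in NK-like cells, and in library 4 NK-like cells led at 4044.2 CPM. Cxcl9 was highest in M1 macrophage-like cells at 390 CPM when pooled, but inside library 1, which supplied nearly all of these, it reached 1747.9 CPM in the 68 endothelial-like cells, and 33.8% of its UMIs (33.1 to 34.5%) came from tumour or epithelial-like cells. Cxcl10 was at 756 CPM in monocyte-like cells, mostly from library 4, and 689.5 CPM in M1 macrophage-like cells, almost wholly from library 1, so these are not ranked, and 32.7% of its UMIs (32.4 to 33.0%) lay in fibroblast-like cells. Cxcl9 and Cxcl10 are among the markers that named the M1 macrophage-like class, so their place there follows in part from the naming. Klrk1, Ifng and Fasl had their highest pooled level in CD8 T cell-like cells, at 384, 982 and 109 CPM, also inside library 1. In libraries 3 and 4 they were highest in NK-like cells, among classes with at least 20 cells. The CD8 T cell-like class had 0 and 2 cells in these libraries, so it could not lead there. Cd69 was at 783 CPM in the CD8 T cell-like cells, but inside library 1 it was higher in CD4 T cell-like cells (1004.5 against 780 CPM). Ifng (chromosome 10, 118441046 to 118445892, plus strand) had 52.3% of its 2680 UMIs (50.4 to 54.2%) in that class, which came almost wholly from library 1. Of the 10 granzyme genes, Gzma and Gzmb were highest in NK-like cells, at 4108 and 1859.3 CPM, and were detected in 72.7% and 75.3% of them. Gzma is one of the markers that named the NK-like class, so its place there follows in part from the naming. Gzmc, Gzmd, Gzme and Gzmg also had their highest CPM there, but their UMIs lay in 60, 23, 15 and 7 of the 348 cells, and Gzme was detected in a larger share of the CD8 T cell-like cells (5.18% against 4.31%). Gzmf had its highest CPM in CD8 T cell-like cells, from 25 of 251 cells. UMIs of a few cells are not independent, so no class is ranked first for these genes, nor for Gzmk, Gzmm and Gzmn, where the counting intervals of the leading classes overlapped. Several granzyme genes lie side by side on chromosome 14 and resemble each other, so the authors' counting could have split or dropped reads between them. Of the 24 genes, 12 had over 50% of their UMIs in a single class. Without library 1 this number was 15, and 23 of the 24 shares in the main class moved beyond their counting intervals, with another class leading for 5 genes. As these intervals are too narrow, the count of moved shares can be too high.

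**Figure D2:**
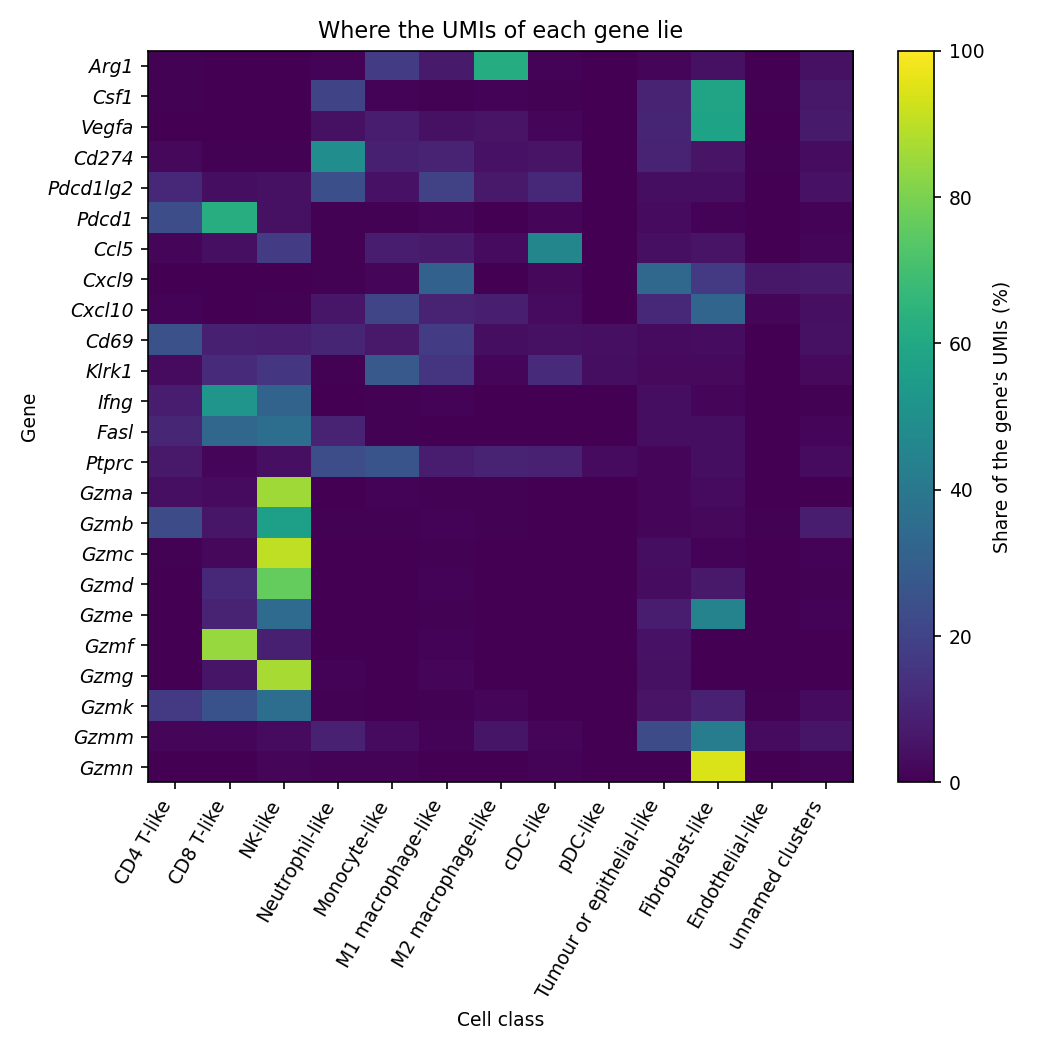
Share of each gene's UMIs (%, colour scale from 0 to 100) that lay in each cell class, with genes on the vertical axis, classes on the horizontal axis and all libraries pooled. For Arg1 the brightest cell is the M2 macrophage-like class (61.8%), and for Gzma the NK-like class (85.7%). Both genes are among the markers that named these classes.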

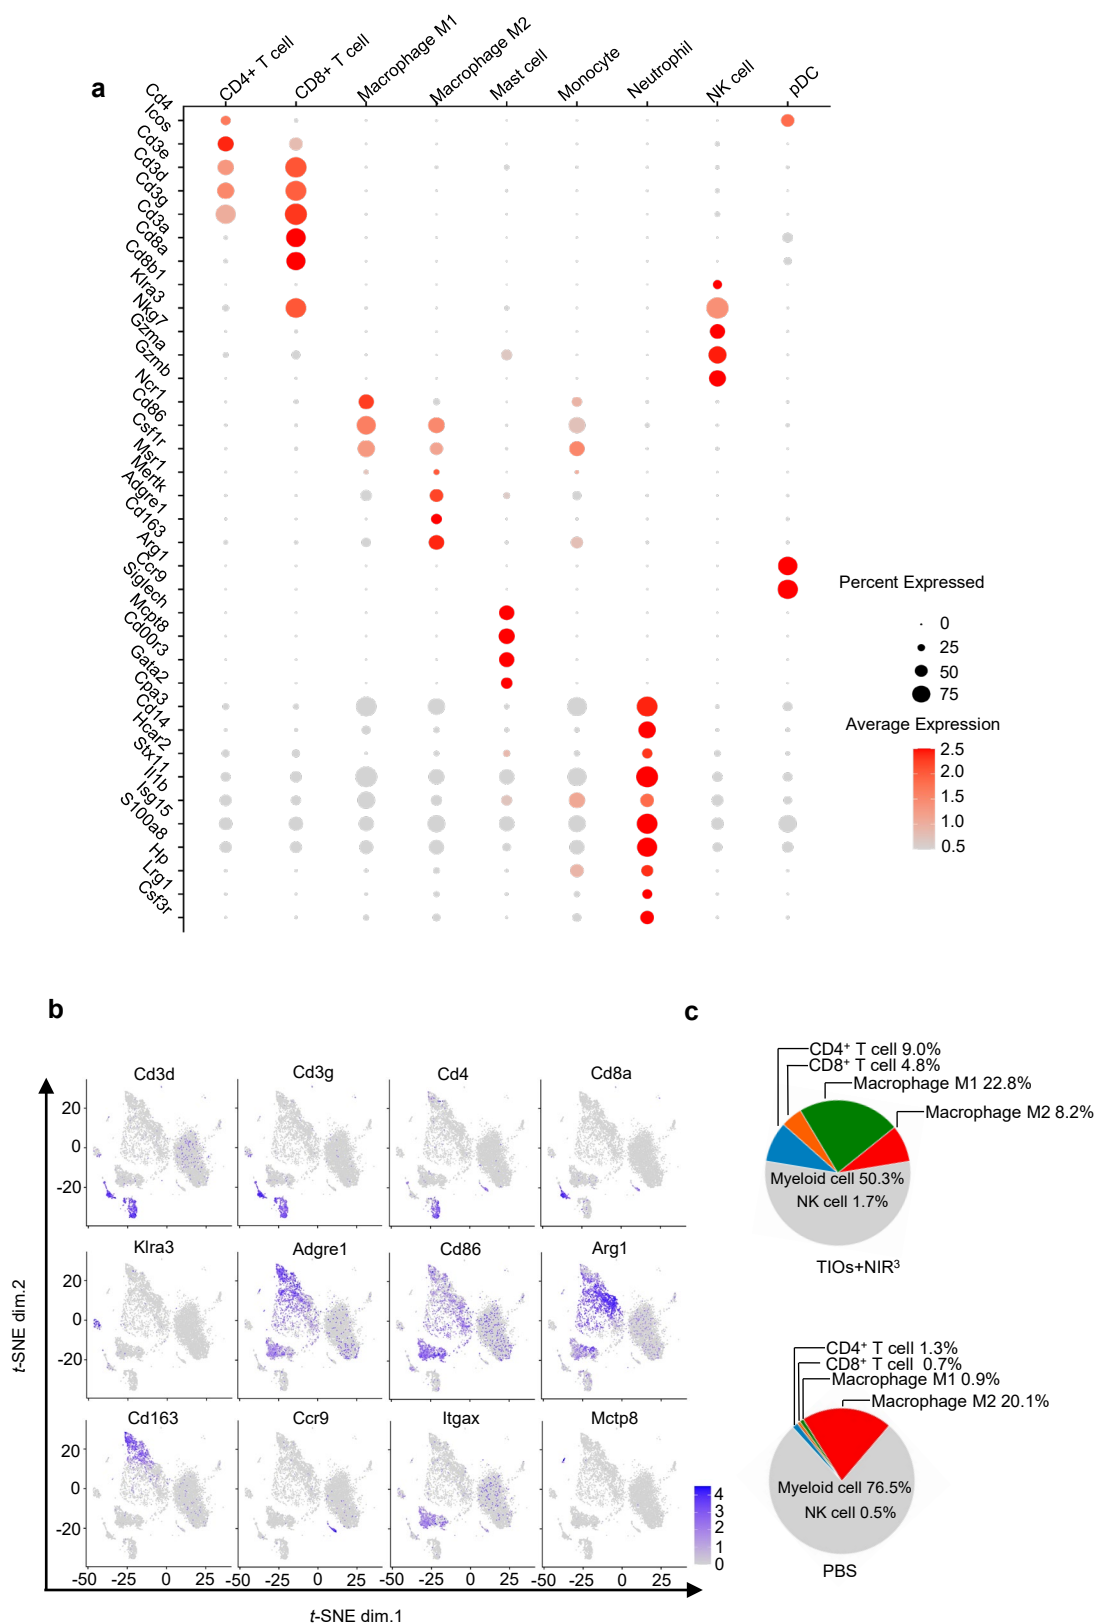

Supplementary Figure 15

**Supplementary Figure 15. Tumour-infiltrating immune-cell-subtype analysis by single-cell RNA sequencing.** **a**, Dot plots of selected markers from merged samples. Dot size indicates the proportion of cells in each cluster expressing. **b**, Signature gene-expression patterns for the corresponding cell clusters on the t-SNE plot. **c**, The relative frequencies of different clusters of tumour-infiltrating single CD45<sup>+</sup> immune cells of 4T1 tumours from mice treated with PBS (7,635 cells) or TIOs+NIR<sup>3</sup> (7,968 cells). Data are representative of two independent experiments.

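A dot plot of this kind shows, for each gene and cell cluster, the share of cells in which the gene was detected. With all libraries merged, the share of cells with at least 1 UMI was computed for each class named from the fixed markers. Beside it stands the share in a comparison class, in most cases one that should lack the gene, because free RNA in the droplets also gives UMIs. In the CD4 T cell-like class (median 3469.5 UMIs per cell), Cd4 was detected in 47.7% of cells (95% interval 44.5 to 50.8%) and Icos in 80.1% (77.5 to 82.6%), against 0.0890% and 0.227% of the neutrophil-like cells (median 1778 UMIs). Cd4 was also detected in 58.3% of the pDC-like cells, so it does not mark CD4 T cell-like cells alone. Cd8a was detected in 95.6% of the CD8 T cell-like cells (92.3 to 97.8%, median 4652 UMIs), and in library 1, which supplied 249 of these, in 0.226% of the 885 neutrophil-like cells (median 1504 UMIs). Among the NK-like cells (median 4720.5 UMIs), 67.0% held Ncr1 (61.7 to 71.9%) and 72.7% held Gzma (67.7 to 77.3%), against 0.0297% and 0.376% of the neutrophil-like cells. Siglech was found in all 163 pDC-like cells (97.8 to 100%, median 6791 UMIs) and in 0.198% of the neutrophil-like cells. Csf3r was detected in 65.9% of the neutrophil-like cells (65.0 to 66.9%) and in 5.85% of the CD4 T cell-like cells. For S100a8 the background was large, with 94.2% of the neutrophil-like cells (93.7 to 94.6%) and 50.0% of the CD4 T cell-like cells holding a UMI, and the levels were further apart, at 29014.9 and 646 CPM (UMIs of the gene per 1000000 UMIs of the class).
For the macrophage-like classes, each cell was also thinned to 1000 UMIs, because depth differs between the classes compared, and shallower cells were left out. Those left out were 147 M1 macrophage-like, 356 M2 macrophage-like and 203 tumour or epithelial-like cells. Arg1 was detected in 65.7% of the M2 macrophage-like cells (64.2 to 67.2%, median 5265 UMIs) and Cd163 in 37.0% (35.5 to 38.5%). Nearly all M2 macrophage-like cells came from libraries 2, 3 and 4, so their background was taken from the CD4 T cell-like cells of the same libraries (102, 537 and 200 cells). After thinning, Arg1 was detected in 51.4%, 63.4% and 45.2% of the M2 macrophage-like cells of libraries 2, 3 and 4 and in 4.08%, 3.91% and 5.76% of the CD4 T cell-like cells, and Cd163 in 24.3%, 20.7% and 17.9% against 1.02%, 0.391% and 2.09%. In the M1 macrophage-like class (median 8544 UMIs), Cd86 was detected in 61.4% of cells (59.0 to 63.8%) against 5.14% of the tumour or epithelial-like cells (median 18234 UMIs), which also came mostly from library 1, and after thinning in 16.2% and 0.345%. Itgax was at 43.0% against 5.03%, but other M1 markers separated the classes less or not at all. Cxcl9 was at 40.5% against 27.8%, Cxcl10 at 49.8% against 42.8% and H2-Ab1 at 96.1% against 89.3%, and after thinning at 16.6% against 4.67%, 25.4% against 7.68% and 90.9% against 37.5%. Nos2 was at 5.46% against 19.1% (1.50% against 2.37% after thinning) and Il12b was in 0.930% of the M1 macrophage-like cells. The name M1 thus rests on part of the list. Whether the tumour or epithelial-like cells expressed such genes themselves was not tested, so their shares are not a measure of free RNA alone. The share with Cd86 before thinning was highest in the cDC-like class and its CPM in the M1 macrophage-like class, so no order between these classes is read from the shares. The M1 macrophage-like and CD8 T cell-like classes came almost wholly from library 1, so their values rest on that library.
Over the 97 pairs of a class and one of its markers, the highest share of cells lay in a class that lists the marker for 75, and after thinning for 83. The clusters were named from these same markers, so this count describes the naming and is not a separate test of it. Without library 1 the number was 66, with only 2 CD8 T cell-like and 19 M1 macrophage-like cells left. Mcpt8, Gata2 and Cpa3 were left without a class here, as they lay in the unnamed cluster with markers of mast cells and basophils.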

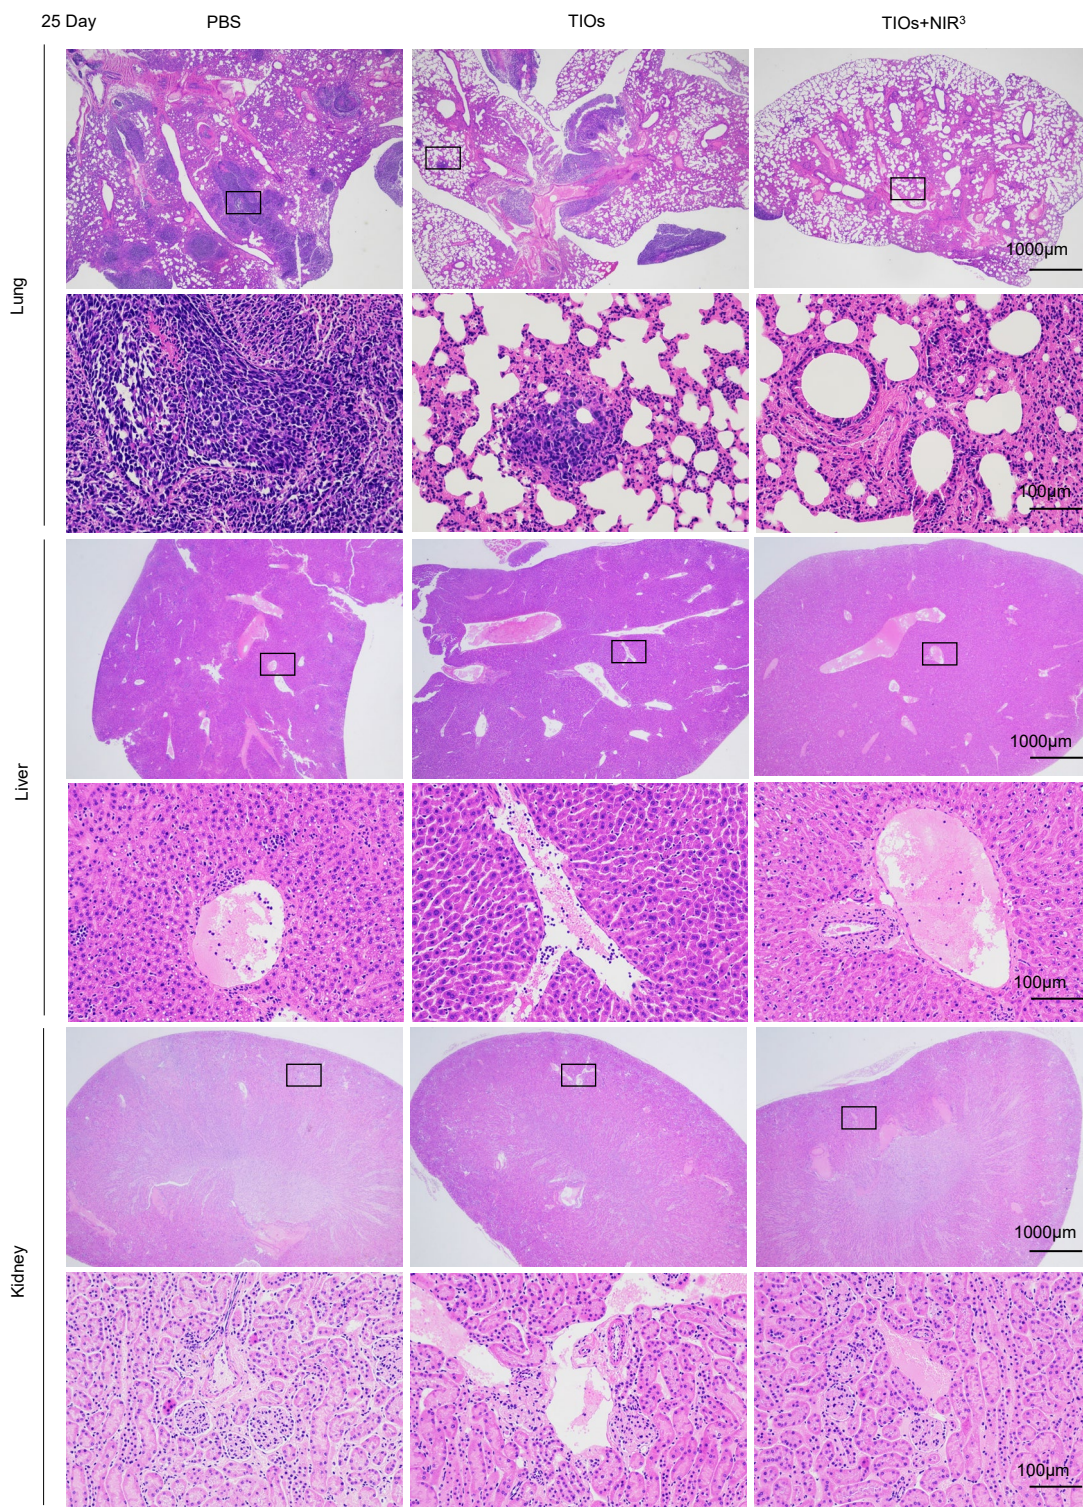

**Supplementary Figure 16**

**Supplementary Figure 16. H & E analysis on day 25.** Representative haematoxylin and eosin (H & E) staining of lung, liver and kidney tissues from mice which were collected on Day 13 post-treatments. Mice treated with PBS, TIOs, TIOs+NIR<sup>3</sup>. Three mice per group. Data are representative of two independent experiments.

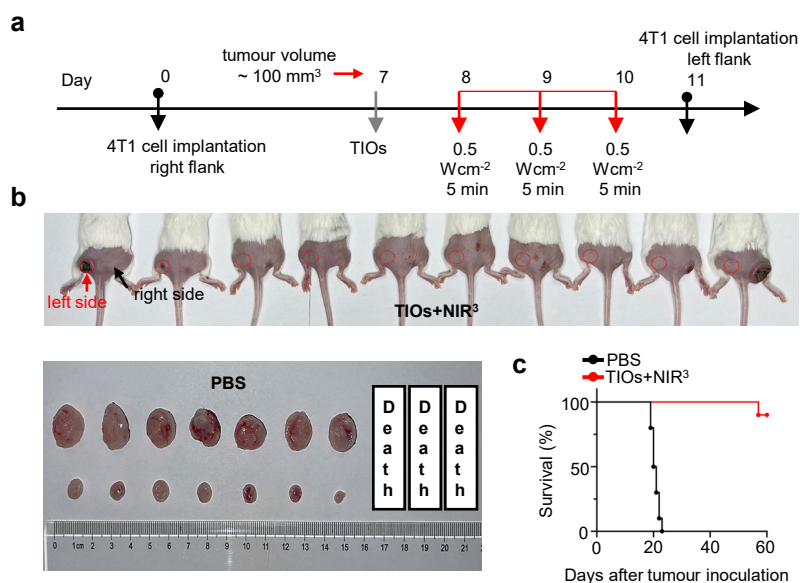

**Supplementary Figure 17**

**Supplementary Figure 17. The antitumour immune memory effects.** **a-c**, **a**, BALB/c mice were subcutaneously implanted with 4T1 ( $2 \times 10^6$  cells / mouse) in the right flanks at day 0. The tumour-bearing mice were intravenously injected (iv) with TIOs ( $5 \times 10^6$  units / mouse) on day 7 and then treated with NIR light (980 nm,  $0.5 \text{ W cm}^{-2}$ , 5 min) at days 8 and 9,10, respectively. On day 11, the TIOs+NIR<sup>3</sup>-treated mice were implanted subcutaneously again with 4T1 cells ( $5 \times 10^5$  cells /mouse) in the left flanks. **b**, Photograph of tumours of mice on day 60 (**top**,  $n = 10$  mice for TIOs+NIR<sup>3</sup>) and day 21 (**bottom**,  $n = 10$  mice for PBS). **c**, Survival curves of 4T1 tumour-bearing mice (8 mice per group, log-rank test;  $P < 0.0001$ ). Data are representative of two independent experiments. Source data are provided as a Source Data file.

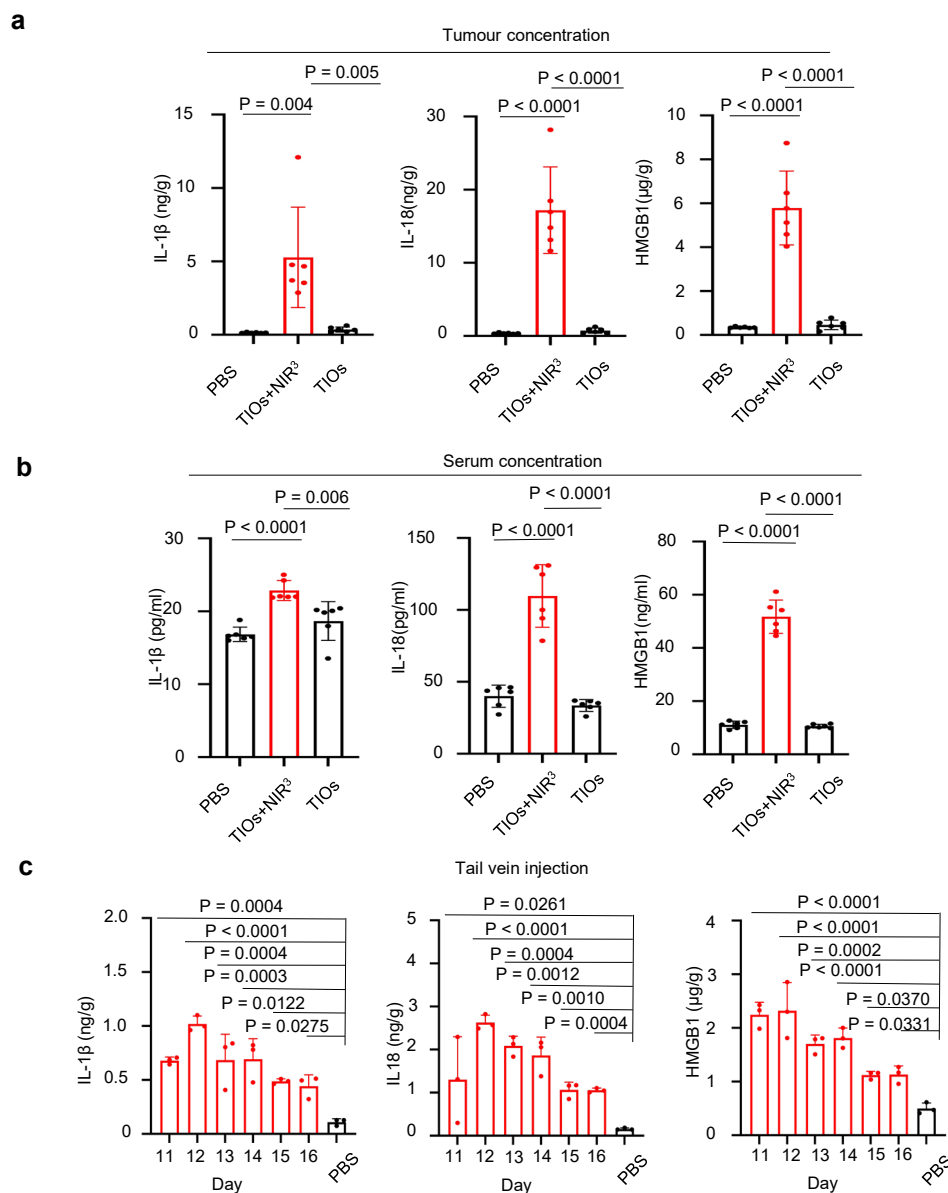

**Supplementary Figure 18**

**Supplementary Figure 18. The cytokine release analysis.** **a-b**, Enzyme-linked immunosorbent assay measurements of IL-18, IL-1 $\beta$  and HMGB1 concentrations in tumour homogenates (**a**) and the serum (**b**) of mice treated with PBS, TIOs or TIOs+NIR<sup>3</sup> ( $n = 6$  mice, as shown in the figure for each group). **c**, A time-sequence cytokine release analysis. Enzyme-linked immunosorbent assay measurements of IL-18, IL-1 $\beta$  and HMGB1 concentrations in tumour homogenates in reduced oncolysis ( $n = 3$  mice in indicated group). All data are shown as mean  $\pm$  s.d. (two-tailed unpaired Student's  $t$  test). Data are representative of two independent experiments. Source data are provided as a Source Data file.

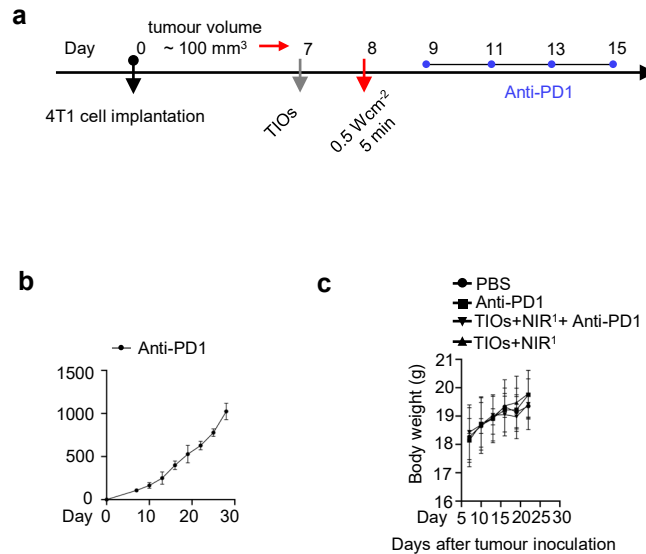

**Supplementary Figure 19**

**Supplementary Figure 19. The reduced oncolysis synergized with anti-PD-1 therapy. a,** The treatment scheme. **b,** The tumour volume of anti-PD-1 antibody treatment. **c,** The survival curves. Data are shown as mean  $\pm$  s.e.m ( $n = 6$  mice, two-tailed unpaired Student's t-test was performed). Data are representative of two independent experiments. Source data are provided as a Source Data file.

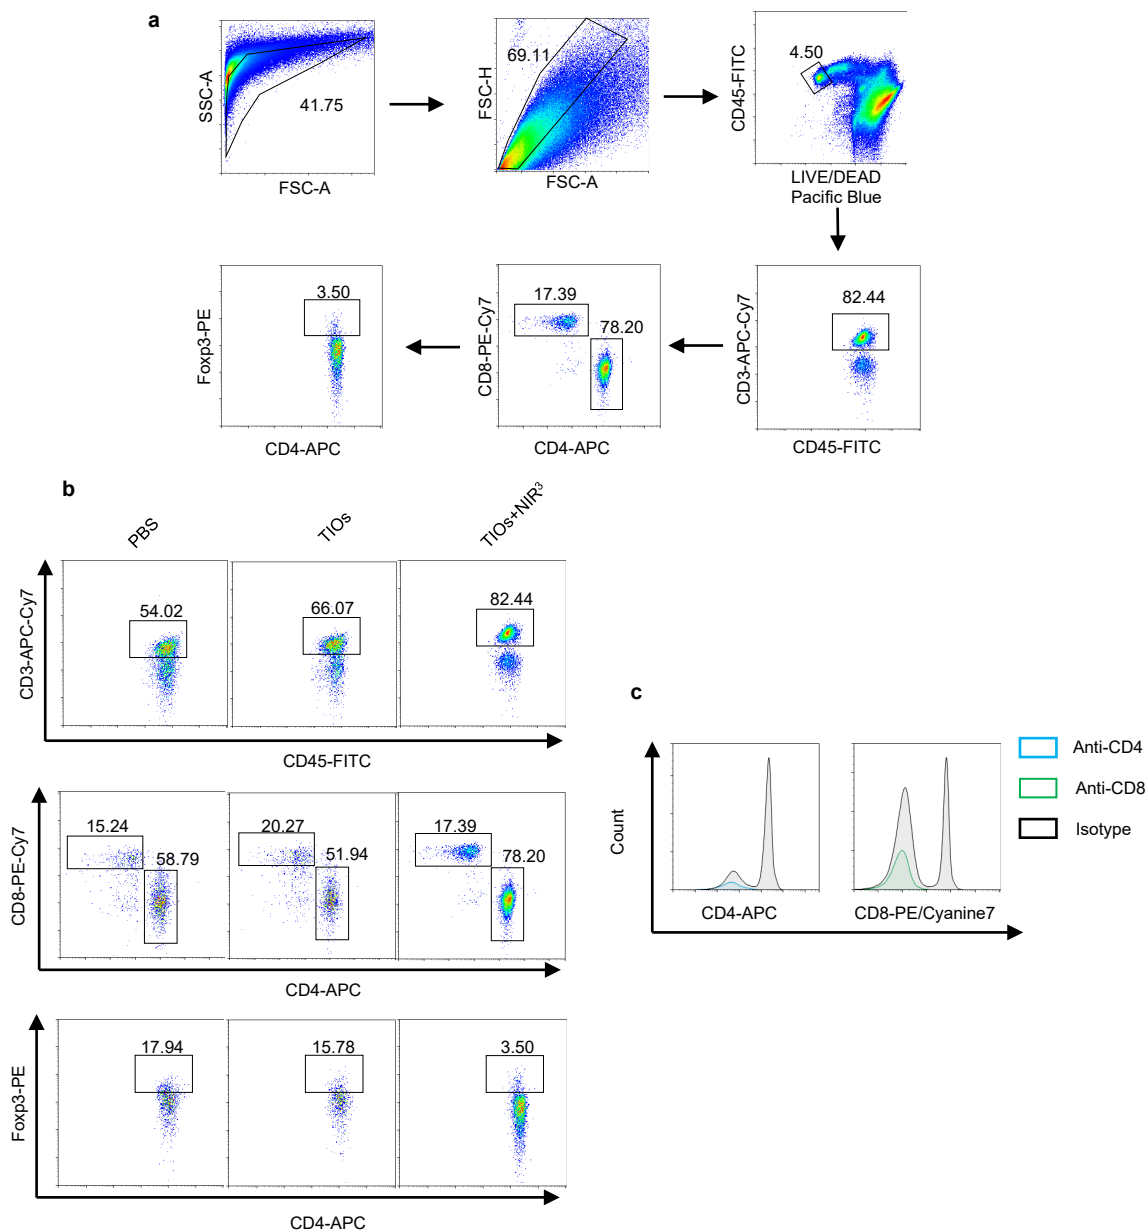

**Supplementary Figure 20**

**Supplementary Figure 20. TIOs+NIR<sup>3</sup> treatment stimulates inflammation and increases the tumour-infiltrating lymphocytes. a-b,** Gating strategy (**a**) and representative flow-cytometry plots (**b**) for assessing 4T1 tumour-infiltrating CD3<sup>+</sup>, CD4<sup>+</sup> or CD8<sup>+</sup> T cells or FOXP3<sup>+</sup> CD4<sup>+</sup> regulatory T cells following the indicated treatments. n = 8 mice for PBS, TIOs, and TIOs+NIR<sup>3</sup>. **c,** Flow-cytometry analysis of CD4<sup>+</sup> or CD8<sup>+</sup> T cells upon depletion by their corresponding antibody. Data shown are representative of two (**b-c**) independent experiments.

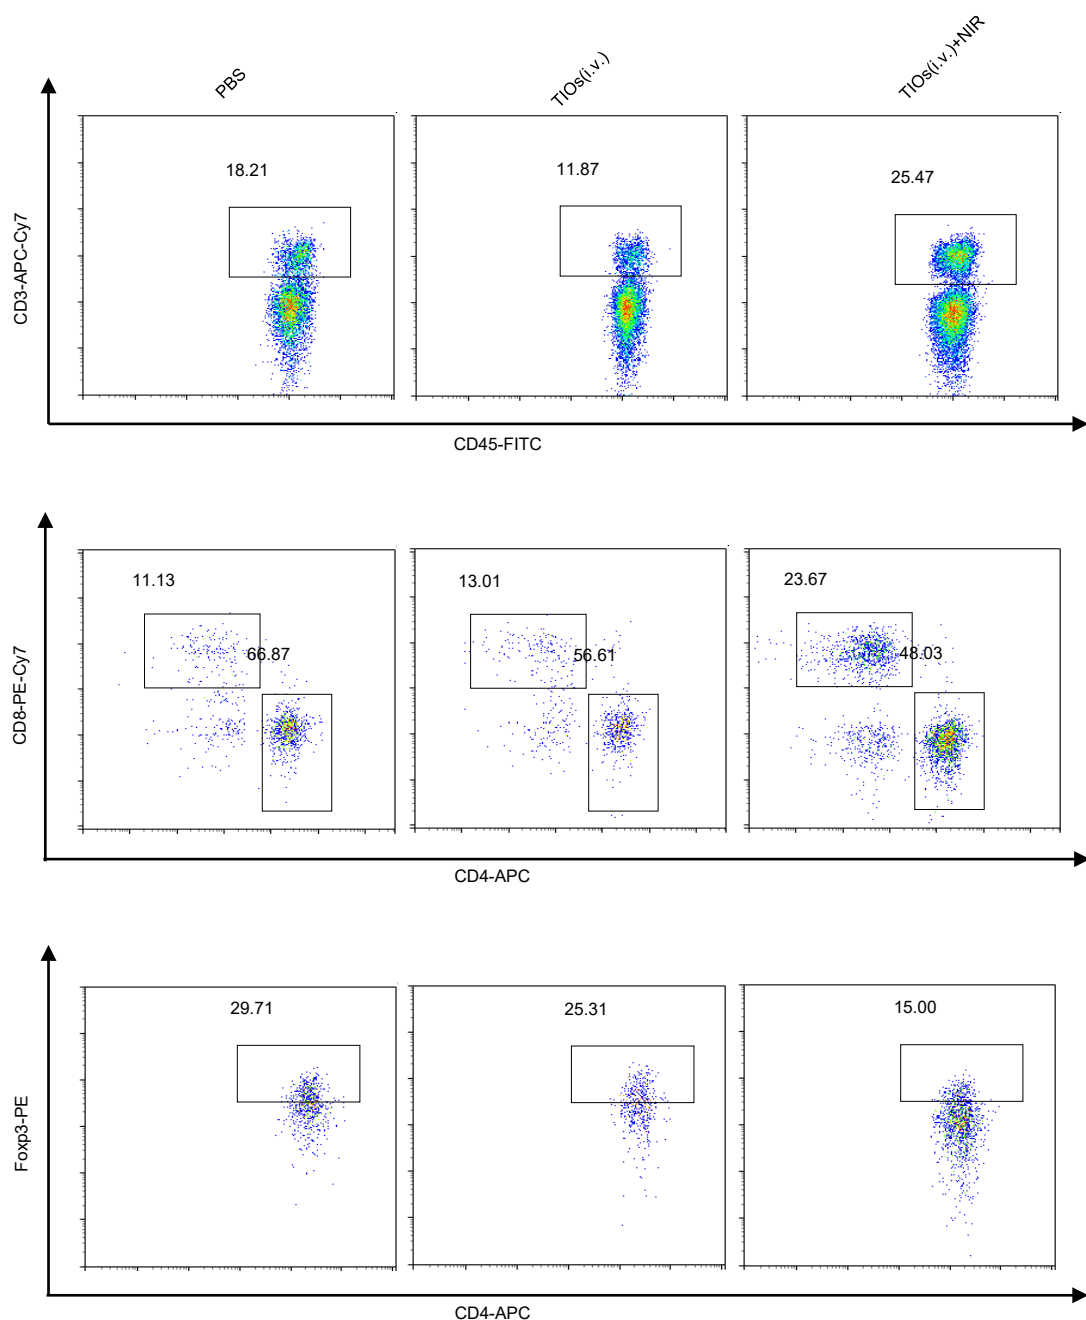

**Supplementary Figure 21**

**Supplementary Figure 21. Representative flow-cytometry plots.** For assessing 4T1 tumour-infiltrating CD3<sup>+</sup>, CD4<sup>+</sup> or CD8<sup>+</sup> T cells or FOXP3<sup>+</sup> CD4<sup>+</sup> regulatory T cells following the indicated treatments. n = 6 mice for PBS, TIOs, and TIOs+NIR<sup>3</sup>. Data shown are representative of two independent experiments. Source data are provided as a Source Data file.

**a**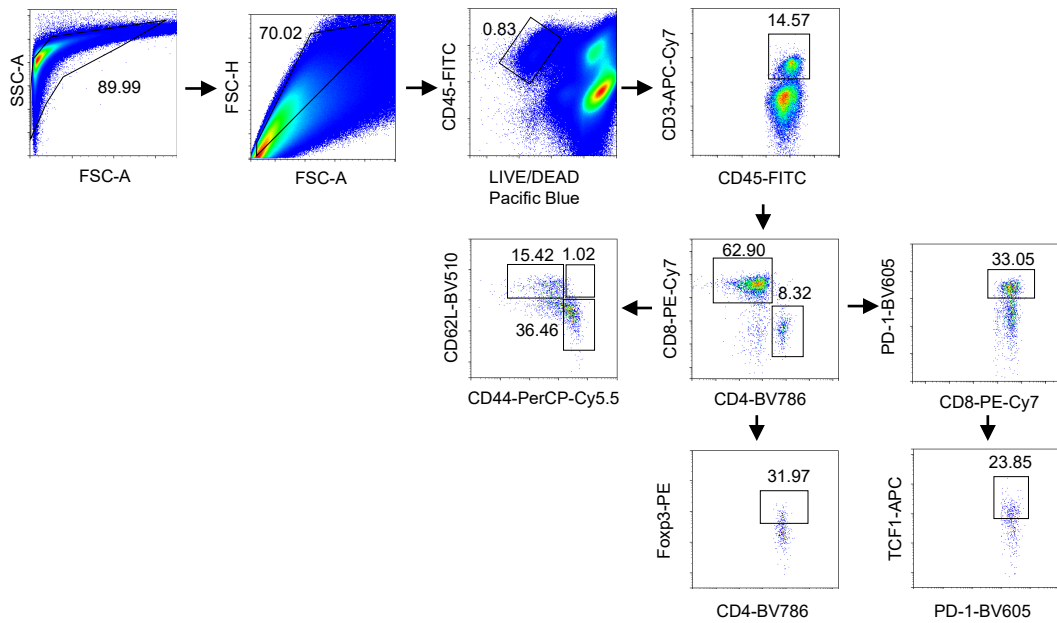**b**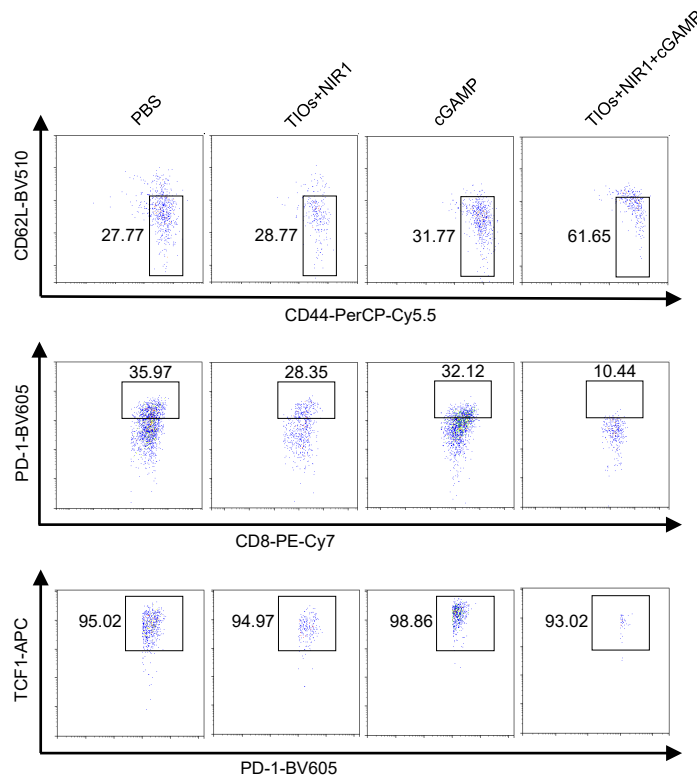**Supplementary Figure 22**

**Supplementary Figure 22. Gating strategy (a) and representative flow-cytometry plots (b) for assessing T cell exhaustion in reduced oncolysis and cGAMP synergizing. Data shown are representative of two (b) independent experiments.**

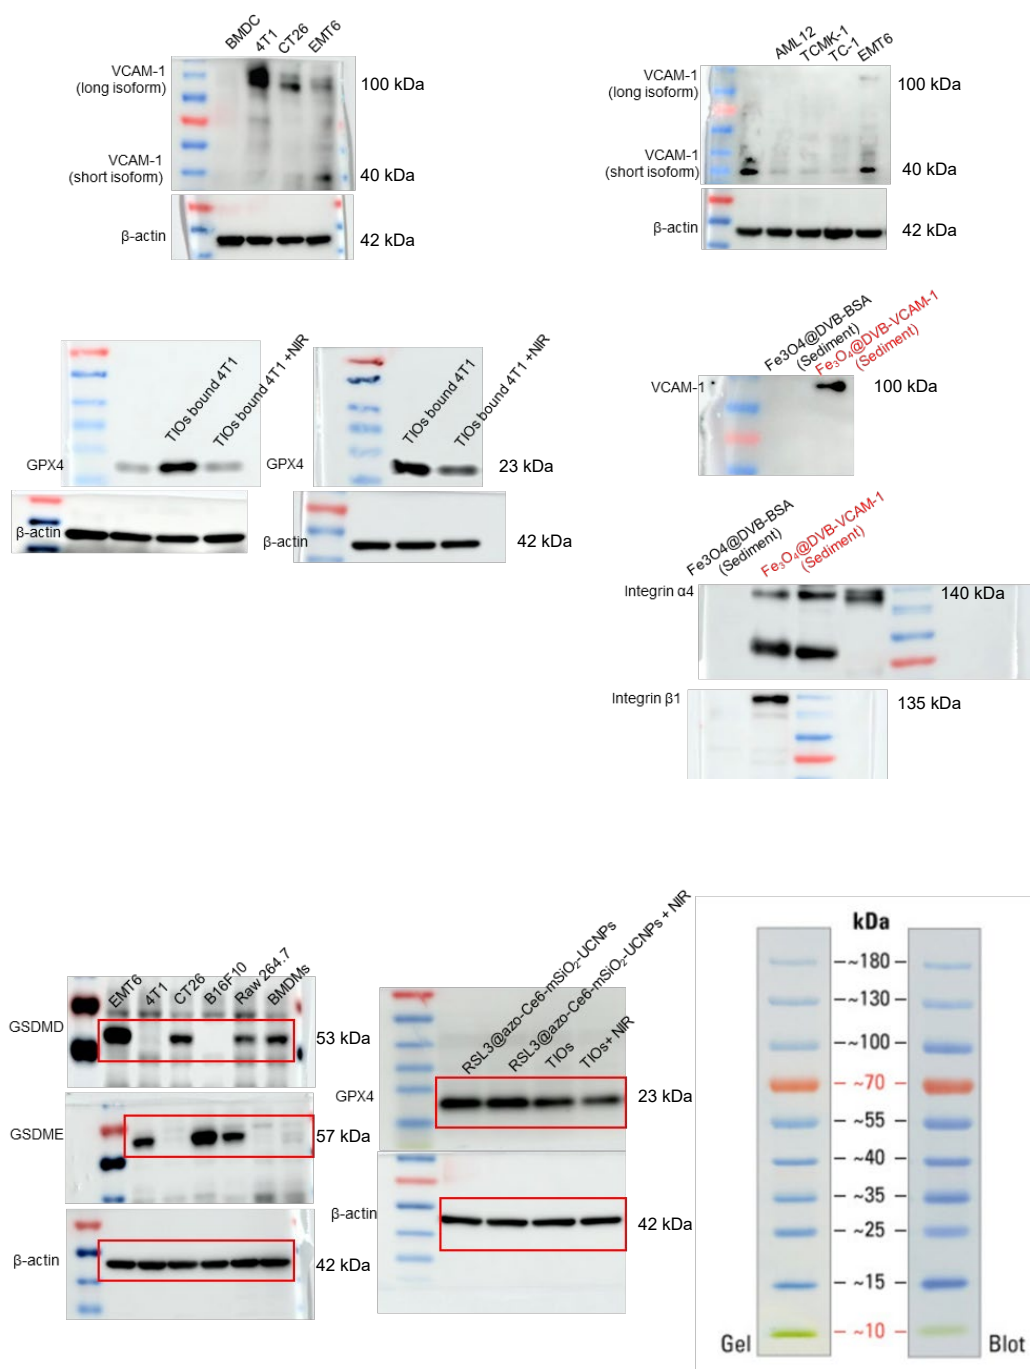

**Supplementary Figure 23**

**Supplementary Figure 23. Full uncropped scans of any cropped gel/blot images.**

# Supplementary material for: A cytotoxic T cell inspired oncolytic nanosystem promotes lytic cell death by lipid peroxidation and elicits antitumor immune responses
**Source:** Nat Commun. 2023 Sep 6;14:5456. doi: 10.1038/s41467-023-41335-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Title: **Supplementary Movie 1. TIOs bound 4T1 with NIR**

Description: 4T1 cells were bound with TIOs, when irradiated with NIR light, 4T1 cells showed blowing bubbles and swelling.

Title: **Supplementary Movie 2. TIOs bound 4T1 without NIR**

Description: 4T1 cells were bound with TIOs in dark, 4T1 cells kept viability and normal morphology.

Title: **Supplementary Movie 3. TIOs bound CT26 with NIR**

Description: CT26 cells were bound with TIOs, when irradiated with NIR light, CT26 cells showed blowing bubbles and swelling.

Title: **Supplementary Movie 4. TIOs bound CT26 without NIR**

Description: CT26 cells were bound with TIOs in dark, CT26 cells kept viability and normal morphology.

Title: **Supplementary Movie 5. TIOs bound EMT6 with NIR**

Description: EMT6 cells were bound with TIOs, when irradiated with NIR light, EMT6 cells showed blowing bubbles and swelling.

Title: **Supplementary Movie 6. TIOs bound EMT6 without NIR**

Description: EMT6 cells were bound with TIOs in dark, EMT6 cells kept viability and normal morphology.

# Supplementary material for: A cytotoxic T cell inspired oncolytic nanosystem promotes lytic cell death by lipid peroxidation and elicits antitumor immune responses
**Source:** Nat Commun. 2023 Sep 6;14:5456. doi: 10.1038/s41467-023-41335-1
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry data were collected via AgilentFACS (Novocyt);  
CCK8, LDH release and calcein-AM release data were collected via multifunctional microplate reader (Tecan Spark);  
The size and zeta potential data were collected via DLS (Malvern Zetasizer Nano S90);  
In-vivo Imaging were collected via in vivo imaging system (Analytik UVP iBox®Scientia™).

Data analysis

All statistical analyses were performed on the GraphPad Prism software package (PRISM 8.0; GraphPad Prism Software);  
All the flow cytometry data were processed using FlowJo (version 10.4.0, Becton, Dickinson & Company);  
Images and videos were processed and analyzed by Olympus FV31S software;  
In-vivo Imaging data were processed using VisionWorks (version 9.1.20063.7760).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analysed during this study are included in this manuscript and its supplementary information. Source data and uncropped blot images are provided with the paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods were used to predetermine the sample sizes. It is impossible to predict the magnitude of experimental variation between animals based on our current knowledge. The group sizes (at least three animals per treatment group) represents the minimum number animals needed to reach statistical significance ( $p < 0.05$ ) between experimental groups.

### Data exclusions

No data were excluded.

### Replication

Experiment were repeated and experimental findings were reproducible. Details of experimental replicates are given in the figure legends. All reported attempts at replication were successful.

### Randomization

All experimental samples or models were allocated randomly to each group.

### Blinding

No blinding was done in this study. Most of the studies contained multiple steps (including the material preparation, mouse tumor treatment, and so on) and the scientists must keep careful track of conditions. It would be exceedingly difficult to blind such studies.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd4-antibody-9224>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>  
<https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd279-pd-1-antibody-7648>  
<https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-cd274-b7-h1-pd-l1-antibody-13497>  
<https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd4.563331>  
<https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-cd44.560570>  
<https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-rat-anti-mouse-cd62l.563117>  
<https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-mouse-anti-tcf-7-tcf-1.566693>  
<https://www.thermofisher.cn/cn/zh/antibody/product/CD24-Antibody-clone-M1-69-Monoclonal/14-0242-82>  
<https://www.thermofisher.cn/cn/zh/antibody/product/FOXP3-Antibody-clone-FJK-16s-Monoclonal/12-5773-82>  
<https://bioxccl.com/invivomab-anti-mouse-pd-1-cd279-be0033-2>  
<https://bioxccl.com/invivoplus-anti-mouse-cd4-bp0003-1>  
<https://bioxccl.com/invivoplus-anti-mouse-cd8a-bp0117>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

In addition, this study involves a large number of immunological experiments, and individual differences in androgen levels will affect the detection indicators, so female animals were selected in this study.

Field-collected samples The study did not involve samples collected from the field.

Ethics oversight All mouse studies were conducted in accordance with the principles and procedures outlined in the Guide for the Care and Use of Laboratory Animals (Ministry of Health, China), and the protocol was approved by the Animal Experimental Ethical Inspection of Laboratory Animal Centre, Wenzhou Medical University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, May remain private before publication. provide a link to the deposited data.

Files in database submission Provide a list of all files available in the database submission.

Genome browser session  
(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For FACS of tumour-infiltrating lymphocytes, tumours were collected on day 13. The tumors were dissected from the surrounding fascia, weighted, minced into pieces by a gentleMACS Dissociator (Miltenyi Biotec). Cell clumps were removed through a 100-µm cell strainer to obtain single-cell suspensions. The suspension was centrifuged, and the cell pellets were washed twice with cell staining buffer (Biolegend).

Instrument

Agilent Novocyte FACS

Software

FlowJo software package (version 10.4.0)

Cell population abundance

No sorting was performed.

Gating strategy

FSC/SSC gates were used to select mononuclear cells. FSC/FSH gates were then used to gate on single cells. Cells were then gated on live cells. Live cells were further gated on CD45+ leukocytes and then different populations of immune cells based on their expression of distinct markers. When needed, isotype control antibody staining was used to define positive/negative cell populations.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

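Single cells from 4T1 tumours, sorted for CD45 by the paper's methods, were profiled by 10x Genomics single-cell RNA sequencing. The series holds 4 samples, of which 2 were mapped to PBS and 1 to TIOs+NIR3 from the sample records, and 1 was left unmapped because its title and protocol disagree. The authors deposited a single matrix of whole-number UMI counts for 55450 genes and 33064 barcodes, not scaled per cell. The authors made it with Cell Ranger, which aligned the reads, called cells, counted UMIs and joined the libraries. The methods name version 3.0.2 and the header of the matrix names version 6.1.2. The genome build, the annotation and whether read depth was equalised between libraries are not given in the sources used here. All identifiers were found among the 55450 genes of GENCODE vM21, which was used for coordinates.

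The barcodes carry 4 suffixes, 1 for each library. No source used here links a suffix to a sample, so the cells were treated as 1 pooled sample, no treatment was compared and no p-value was computed. Values for a library are given one by one, as those of a sample of unknown treatment. The total was 355765099 UMIs, with 69255999 to 108646352 UMIs per library. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error and not differences between mice. For shares of UMIs they treat UMIs of the same cell as independent draws and are too narrow.

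Cells with under 300 genes or over 15% mitochondrial UMIs were removed, as in the paper's methods, and genes in under 3 kept cells were left out of the clustering. Counts were scaled to 10000 per cell and log transformed, 2000 variable genes were scaled with values capped at 10 and reduced to 30 principal components, and a graph of 20 neighbours was clustered by the Leiden method at a resolution of 1.0 with the random seed 1, in scanpy 1.11.5 (igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). The paper used Seurat, and its t-SNE map was not rebuilt.

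Markers of each cell type were fixed before the data were examined, and the rule that applies them was set while the clusters were being looked at. A marker counted as detected in a cluster when at least 10% of the cells held a UMI and its level was at least 2-fold that of the median cluster, after adding 10 CPM. A cluster was named for the class with the highest mean log2 fold, if at least 3 of its markers were detected and that mean was at least 1.5. It stayed unnamed if its leading 10 genes held more markers of another class than of its own and at least 2 such markers, if they held 3 or more markers of any other class, if 3 or more contractile or muscle genes led a fibroblast-like cluster (a list chosen after the clusters were seen), if another class scored at least 0.9 of the best, or if its median UMI count was under 0.333 of the median of all cells with no marker of its own among the leading genes. Macrophage-like clusters were called M1 or M2 by the higher of the lists. Names are rebuilt here and can differ from the authors' own annotation, which was not used here.

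Doublet scores were computed for each library with Scrublet in scanpy. Its automatic threshold marked 2.75%, 0.0116%, 0% and 1.73% of the cells of libraries 1 to 4. In 2 libraries it marked under 0.5% of the cells, so there it did not work. Doublets were kept in the values given with the paper's text. As alternatives, the cells it marked were removed, or the cells with the highest 5% of scores in each library (1606 cells).

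The genes named in the text are all genes that the paper names for its single-cell data, every gene whose symbol starts with Gzm, Ptprc, and the fixed markers, by a rule written with the marker lists. For each class, the share of cells with a UMI and the CPM of the summed counts of the class were computed. To compare classes of different depth, each cell was thinned to 1000 UMIs by drawing without replacement. This left out 1890 shallower cells and kept 30243. The backgrounds of Cd8a, Arg1 and Cd163 inside single libraries and the leading class of each gene inside each library were added after seeing the data.

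The steps were tested on simulated data. For the clustering and naming, 6000 cells with 55450 genes were simulated from 21 clusters, and 89.1% of them received the name of their source. The adjusted Rand index between simulated and recovered clusters was 0.952. Each simulated cell was drawn from the summed profile of its cluster, without further variation inside clusters, doublets or differences between libraries. Recovery was therefore easier than in the real cells, and these values do not show how well the real classes are separated. Over 200 genes changed by known amounts, the median absolute error of the log2 fold was 0.02. Thinning gave the target total in every cell. Of simulated shares, 94.4% fell inside the exact interval.

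The alternatives were other limits on genes and mitochondrial UMIs, the order of the filters, clustering resolutions of 0.5 and 2.0, 15 principal components, 1000 variable genes, removal of doublets, thinning, a minimum of 2 UMIs for detection, and leaving out each library in turn. Removal of the highest 5% of doublet scores and thinning before clustering were added after seeing the data. Comparisons between PBS and TIOs+NIR3 were left out because cells could not be assigned to a treatment.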

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

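The tests on cells without CD45 below were chosen after the shares of the classes were seen. The tests on doublets and on free RNA were each first run in another form and replaced after that outcome was seen, and both forms are given.

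The paper analyses its sequenced cells as CD45+ immune cells, and the pooled matrix also holds classes of cells that it does not report. Tumour or epithelial-like cells made up 14.2% of the cells kept, fibroblast-like cells 12.5% and endothelial-like cells 1.08%. Their share together was 57.2% of library 1, 23.4% of library 2, 18.1% of library 3 and 13.2% of library 4. Doublets with CD45+ cells are argued against as the whole source. A droplet that also held a CD45+ cell would carry Ptprc about as often as immune cells do, and Ptprc was detected in 12.6%, 29.3% and 14.7% of the tumour or epithelial-like, fibroblast-like and endothelial-like cells, although these are deep (medians of 18234, 28203.5 and 9907 UMIs), against 59.0% in the lowest immune class. The first form compared levels, where the largest Ptprc level of a non-immune class was 7.67% of the lowest immune level, below a limit of 20%. It was replaced because deep cells dilute the Ptprc of a partner. Some doublets among them remain possible, as shown by an unnamed cluster of 125 cells with markers of tumour and macrophage. Free RNA of tumour cells in droplets of immune cells is argued against as well, since in library 1 the tumour or epithelial-like cells held 11.6 times the median UMIs of the neutrophil-like cells, whereas free RNA alone would leave them no deeper than droplets of immune cells of that library. The margin was narrower for other classes, down to 2.04 times the median of the M1 macrophage-like cells, the deepest immune class with at least 20 cells there. The first form asked for a Krt8 level at least 10 times that of the neutrophil-like cells of library 1, and it was not met, as the level was 7.20 times theirs (59.9 times in library 2). On that form alone free RNA would have stayed open, and free keratin RNA was present in library 1. What stays open is whether cells without CD45 passed a sort or were never removed by one. The paper's methods describe enrichment of CD45+ cells with a cell sorter, while its reporting summary for flow cytometry, which names another instrument, says that there was no sorting, and whether that answer covers the sequenced cells is not said. Among the cells of the non-immune classes, 79.8% had no Ptprc UMI. Cells without CD45 that the sort did not remove cannot be told apart from libraries that were not sorted or were prepared differently. No biological explanation was tested, because the treatment behind each library is not known.

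Conventional dendritic cell-like cells, which are not among the subsets that the paper names, made up 3.38% of the cells kept. They made up 1.44%, 3.23%, 5.57% and 3.57% of libraries 1 to 4. The class joins 2 clusters. One held 860 cells, 98, 263, 182 and 317 from libraries 1 to 4, and the other held 226 cells, of which 196 came from library 3 and 0 from library 4. The class depends on the clustering. It fell to 0.701% with a mitochondrial maximum of 10%, to 0.703% at a resolution of 0.5 and to 0.691% with thinning before clustering, and 194 of 223, 196 of 226 and 186 of 209 of the cells named so under these settings came from library 3. The cause was not tested, and no biological explanation was tested.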

How the results depend on the processing

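The removal of the highest 5% of doublet scores and the thinning before clustering were chosen after seeing the data. The other alternatives were planned.

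The number of cells passing the filter stayed within 1.5 times its value under every alternative tried, from 30654 with a minimum of 500 genes to 32324 with a mitochondrial maximum of 20%, and between 23244 and 25350 with each library left out. The number of immune classes named ranged from 7 with 15 principal components to 10 with thinning before clustering, where a basophil-like class and macrophage-like cells that were neither M1 nor M2 appeared. The number of marker pairs whose highest share lay in a listing class ranged from 66 to 83, and the number of named genes with over 50% of their UMIs in 1 class from 12 to 15.

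Under each alternative that was clustered again, at least 3 of the 14 class shares moved beyond their counting intervals. A minimum of 200 genes, a mitochondrial maximum of 20% and filtering genes first were run for the number of cells only. With libraries pooled, neutrophil-like cells were the largest class under each alternative clustered. Inside library 1 tumour or epithelial-like cells led in the main clustering (4207 against 885 neutrophil-like), and inside library 4 monocyte-like cells (2987 against 2008). With 1000 variable genes the shares became 0.890% for CD8 T cell-like, 13.4% for monocyte-like, 4.51% for M1 and 11.0% for M2 macrophage-like, 4.08% for cDC-like, 0.672% for pDC-like, 15.7% for tumour or epithelial-like and 12.0% for fibroblast-like cells, 1.18% for unnamed clusters and 28.8% for all non-immune classes. With 15 principal components they were 3.31% for CD4 T cell-like, 0% for CD8 T cell-like and 0% for NK-like, 12.8% for monocyte-like, 5.27% for M1 and 10.9% for M2 macrophage-like cells, and 5.00% unnamed. At a resolution of 0.5 they were 5.43% for M1 and 12.8% for M2 macrophage-like, 0.703% for cDC-like, 0% for pDC-like, 14.8% for tumour or epithelial-like and 11.9% for fibroblast-like cells, and 5.07% unnamed. At a resolution of 2.0 they were 10.8% for monocyte-like and 10.6% for M2 macrophage-like cells, and 5.65% unnamed. A minimum of 500 genes gave 30.0% neutrophil-like, 12.3% monocyte-like, 12.9% fibroblast-like and 28.4% non-immune cells. A mitochondrial maximum of 10% gave 12.7% monocyte-like, 11.5% M2 macrophage-like, 0.701% cDC-like and 12.0% fibroblast-like cells, 5.68% unnamed and 27.2% non-immune cells. With marked doublets removed, 0.938% were NK-like, 12.1% monocyte-like, 3.61% cDC-like and 12.0% fibroblast-like, 2.50% unnamed and 27.2% non-immune. With the highest 5% of doublet scores removed, 0.947% were NK-like, 32.5% neutrophil-like, 11.0% monocyte-like, 13.3% M2 macrophage-like and 11.5% fibroblast-like, 2.45% unnamed and 27.0% non-immune. Thinning to 1000 UMIs before clustering gave 1.87% CD8 T cell-like, 0% NK-like, 30.5% neutrophil-like, 18.1% monocyte-like, 4.52% M1 and 4.94% M2 macrophage-like, 0.691% cDC-like, 14.6% tumour or epithelial-like and 13.0% fibroblast-like cells, 1.75% unnamed and 28.7% non-immune. The cause was not tested for any of these.

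With each library left out in turn, the shares ranged from 1.76 to 3.74% for CD4 T cell-like, 0 to 1.14% for CD8 T cell-like, 0 to 1.42% for NK-like, 26.2 to 38.9% for neutrophil-like, 3.82 to 15.8% for monocyte-like, 0 to 7.11% for M1 and 8.15 to 16.3% for M2 macrophage-like, 0.869 to 3.46% for cDC-like, 0 to 0.733% for pDC-like, 1.42 to 19.6% for tumour or epithelial-like, 10.2 to 14.8% for fibroblast-like and 0.608 to 1.40% for endothelial-like cells, 1.76 to 7.33% for unnamed clusters and 17.4 to 32.7% for all non-immune classes. Without library 1 no M1 macrophage-like or CD8 T cell-like cells were named, and without library 4 no NK-like or pDC-like cells were named and the monocyte-like share was 3.82%. The cause of the lost names was not tested.

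Of the 27 shares of cells with a dot plot marker, thinning to 1000 UMIs lowered 27 and a minimum of 2 UMIs lowered 24 beyond the counting interval, as fewer UMIs allow fewer detections, while removal of marked doublets moved 0. Leaving out library 1 moved 13, but 8 of these rest on the 2 CD8 T cell-like and 19 M1 macrophage-like cells then left and say little, and the other 5 rose. Leaving out libraries 2, 3 and 4 moved 5, 7 and 10. Of the 24 shares of UMIs of the named genes in their main class, thinning moved 20, with 15 lower, and for 8 genes another class then held the largest part. The intervals on these shares are too narrow, so the counts of moved shares can be too high. Leaving out libraries 1, 2, 3 and 4 moved 23, 11, 14 and 16, with another leading class for 5, 1, 4 and 5 genes. Resolutions of 0.5 and 2.0 moved 9 and 5, with another leading class for 1 and 0 genes, and removing marked doublets or the highest 5% of doublet scores moved 8 and 11, with another leading class for 1 gene each. Depth limits the comparison of shares between classes, since the median cell held 1778 UMIs in the neutrophil-like and 28203.5 UMIs in the fibroblast-like class.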

Differences from the paper's values

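The paper gives 15603 cells after its filter, and the same filter left 32133 cells of the pooled matrix. Among the alternatives set before the data were examined, leaving out library 4 gave 23244 cells, within 1.5 times the paper's 15603, because it removes a whole library. Leaving out library 1, 2 or 3, minimums of 200 and 500 genes, mitochondrial maximums of 10% and 20%, and filtering genes first did not come within that range. The kept cells of 2 libraries summed to between 14630 and 17503 over the 6 pairs, and no pair gave the paper's number. The nearest sums were 15672 for libraries 3 and 4 and 15397 for libraries 2 and 3. The paper's supplement gives 7635 cells for PBS and 7968 for TIOs+NIR3, which add up to its 15603, and the libraries kept 7847, 8614, 6783 and 8889 cells, so none has either number. Closeness of counts was not used to assign a library to a treatment. The cells of the immune classes alone numbered 22223.

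The paper groups its cells into 9 subsets, and 9 immune classes were named here, but they are not the same ones. The paper's Supplementary Fig. 15 has a mast cell subset, whereas the cluster here with mast cell markers also led with the basophil gene Mcpt8 and was left unnamed. Without library 4 a mast cell-like class of 74 cells was named, and with thinning before clustering a basophil-like class of 59 cells. A class of conventional dendritic cells was named here that the paper's figure does not show. Cell names were rebuilt here, so a difference in names can come from that alone. The paper speaks of all its cells as immune cells, whereas tumour or epithelial-like, fibroblast-like and endothelial-like cells made up 27.7% of the cells here.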

Other observations

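Except for the count of cells with both Mcpt8 and a mast cell protease, the tests below were chosen after the results were seen. The tests on free RNA of library 1, on male mice and on shallow cells were each first run in another form and replaced after that outcome was seen, and both forms are given.

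A macrophage-like class came almost wholly from library 1. That library held 1594 M1 macrophage-like and 27 M2 macrophage-like cells, and libraries 2, 3 and 4 held 14, 2 and 3 M1 macrophage-like and 1659, 534 and 1716 M2 macrophage-like cells. Greater depth of library 1 is argued against, because after thinning every cell to 1000 UMIs and clustering again 98.5% of the M1 macrophage-like cells still came from library 1. Free RNA of library 1 is argued against as the whole source. Free RNA only adds UMIs, yet 4 of the 6 M2 markers had fewer UMIs per macrophage-like cell in library 1 than in each other library, although these cells were deeper in library 1 (medians of 8481 and 5269.5 UMIs). For Cd163 the mean was 0.0598 UMIs per cell in library 1, against 2.48, 1.38 and 1.82 in libraries 2, 3 and 4, and for Arg1 it was 3.25 against 12.2, 10.9 and 11.4. The first form of this test was inconclusive. It took the 57 genes at least 4-fold higher in the M1 macrophage-like cells of library 1 than in the M2 macrophage-like cells of the other libraries, at 100 CPM or more and with 10 CPM added, whose median log2 difference was 2.96. In neutrophil-like cells the same genes were also higher in library 1, by a median log2 difference of 1.26, so free RNA of library 1 may add to the pattern. The remaining 2 M2 markers did not follow. Mgl2 had 1.79 UMIs per cell in library 1 and at most 0.0974 in another, and Retnla had 0.0265 in library 1 against 0.527, 0.00373 and 0.00116 in libraries 2, 3 and 4. A difference between samples, preparation days or sequencing runs cannot be told apart from one between cell states, as 98.8% of the class lay in 1 library whose treatment is not known. The paper reports more M1 macrophages after TIOs+NIR3, and nothing here says which library that would be.

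Tumour or epithelial-like cells numbered 4207 in library 1, 338 in library 2, 2 in library 3 and 4 in library 4. With 1000 variable genes they numbered 4285, 462, 220 and 82, so how few lay in libraries 3 and 4 depends in part on the clustering. Under the other settings that were clustered again, at most 8 lay in library 3 and at most 16 in library 4. Shallow cells that lose their markers are argued against, since 4078 such cells of library 1 were named after thinning to 1000 UMIs, below the median depth of libraries 3 and 4 (2695 and 7182 UMIs per kept cell). The first form asked only that these medians exceed 500 UMIs. Male mice among the sources are argued against by the summed level of Ddx3y, Eif2s3y, Kdm5d and Uty, which was at most 0.0579 CPM in a library, while Xist had 13635 to 44362 UMIs per library. The first form of this test allowed 0 UMIs of these genes, and 10 were found over all libraries. The paper used female mice. Whether the sort, the treatment or the dissection differed between the libraries was not tested.

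A cluster of 103 cells carried markers of mast cells and basophils. Of these cells, 71 held Mcpt8, a basophil gene, 28 held any of the mast cell proteases Cma1, Mcpt4, Tpsb2 and Tpsab1, 5 held both and 9 held neither. The count with both was meant to test for 2 cell types joined by the clustering. It cannot do so, because the clustering gathers cells with either kind of gene and leaves out cells with neither, which lowers the count with both on its own. Here 2 cell types and a single type that carries both kinds of gene cannot be told apart. The cells came from all libraries, 25, 30, 19 and 29 from libraries 1 to 4, and the cluster made up 0.321% of the cells (95% interval 0.262 to 0.389%).

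Cd3e, a T cell gene, was detected in 42.7% of the 4006 fibroblast-like cells, while Cd3d and Cd3g were detected in 2.67% and 2.15%. RNA or doublets of T cells are argued against as the source, because these would bring all 3 transcripts. The fibroblast-like cells held 0.00928 Cd3d UMIs per Cd3e UMI, and the T cell-like cells 1.13. The share of fibroblast-like cells with Cd3e was 6.98%, 55.5%, 48.1% and 27.4% in libraries 1 to 4, but the libraries hold different mixes of the clusters in this class, so these shares compare unlike cells. Of the fibroblast-like cells, 179 of 215 in library 1 lay in one cluster, 823 of 1473 in library 2 in another and 864 of 1169 in library 3 in yet another. A candidate explanation is a transcript that overlaps Cd3e and was counted on it. In GENCODE vM21 the gene model Gm48720 (chromosome 9, 45008142 to 45009347) lies within Cd3e on the same strand and had 1893 UMIs, but without the reads such a transcript cannot be told apart from expression of Cd3e itself. Cd3e alone thus did not separate T cell-like from fibroblast-like cells here, although its level was 158 CPM in the fibroblast-like and 624 CPM in the T cell-like cells.

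Among neutrophil-like cells, the level of Cd274 was 630, 659, 382 and 137 CPM in libraries 1 to 4 (885, 3951, 3270 and 2008 cells), and 45.9%, 45.5%, 37.8% and 15.8% of them held a UMI, at median depths of 1504, 1749, 1909.5 and 1708.5 UMIs. The class joins 5 clusters that the libraries fill differently, with 803 of the 885 cells of library 1 in a cluster that holds 7, 9 and 1 cells of libraries 2 to 4, so these levels compare unlike cells. The libraries are samples of unknown treatment, so no comparison was made and no explanation was tested.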
